# Transcriptomic Perturbations in Placental Gene Expression Following Developmental Exposure to Perfluorooctanoic Acid (PFOA) or Hexafluoropropylene Oxide-Dimer Acid (HFPO–DA or GenX) in CD‑1 Mice Are Consistent with Placental Insufficiency

**DOI:** 10.1021/envhealth.5c00350

**Published:** 2026-03-13

**Authors:** Bevin E. Blake, Vesna A. Chappell, Colette N. Miller, Helen Nguyen, Trina P. Phan, Dhiral P. Phadke, Michele R. Balik-Meisner, Ignacio J. Tripodi, Deepak Mav, Ruchir R. Shah, Suzanne E. Fenton

**Keywords:** PFAS, maternal vascular malperfusion, hypertensive disorders of pregnancy, preeclampsia, placental morphometry

## Abstract

Per- and polyfluoroalkyl substances (PFAS) comprise a group of synthetic chemicals that are ubiquitous global contaminants. Exposure to certain PFAS has been associated with adverse pregnancy outcomes in humans and animal models including preeclampsia and low birth weight. The placenta is critical for a healthy pregnancy, and evidence suggests adverse pregnancy outcomes associated with exposure to certain PFAS may arise from aberrant placental development and/or function. To investigate the effects of two different PFAS on the placenta, samples collected from a prior study of pregnant CD-1 mice exposed to perfluorooctanoic acid (PFOA; 1 or 5 mg/kg) or hexafluoropropylene oxide-dimer acid (HFPO–DA, or GenX; 2 or 10 mg/kg) via oral gavage from embryonic day (E) 1.5 to E 11.5 or E 17.5 were used. Placentas were evaluated for morphometric, transcriptomic, and pathway-level effects. Although relatively few genes were significantly differentially expressed, multiple significantly enriched pathways were identified and were involved in biological processes related to hemostasis (e.g., coagulation and angiogenesis), the innate immune response (e.g., acute phase response signaling), and metabolism, synthesis, and transport of cholesterol, lipids, and bile acids (e.g., FXR/RXR activation and fatty acid metabolism). These pathway-level observations provide a mechanistic basis for observed morphometric changes, fetal:placental weight changes, and previously reported histopathological changes. Overall, these findings confirm proposed Adverse Outcome Pathways consistent with placental insufficiency and fetal nutrient restriction and PFAS-induced maternal vascular malperfusion of the placenta.

## 1 Introduction

Per- and polyfluoroalkyl substances (PFAS) are a diverse class of chemicals, some of which are used in industry and consumer products to make materials resistant to friction, water, and oil. Exposure to some PFAS subclasses appears ubiquitous in industrialized populations, [Bibr ref1],[Bibr ref2] and previous studies suggest exposure to many PFAS is associated with numerous adverse health effects in humans. [Bibr ref3],[Bibr ref4] Perfluorooctanoic acid (PFOA) is one of the most well-studied PFAS (estimated half-life in humans: 2–4 years, mice: 15–17 days) and exposure to PFOA is associated with adverse pregnancy outcomes including hypertensive disorders of pregnancy (HDP [Bibr ref5]−[Bibr ref6] [Bibr ref7] ) and reduced fetal growth or birth weight, [Bibr ref8]−[Bibr ref9] [Bibr ref10] [Bibr ref11] among others. Systematic reviews of both the human and animal literature have substantiated the association between maternal exposure to PFOA and reduced fetal growth, [Bibr ref12]−[Bibr ref13] [Bibr ref14] which has more recently been estimated to have contributed to approximately 462,000 cases of low birth weight globally per year over the past two decades.[Bibr ref15] However, exposure to PFAS in the general population occurs as a complex mixture that varies based on many factors including demographics/lifestyle (e.g., high usage of PFAS-containing products), geographical location (e.g., proximity to areas of high PFAS use or production), and temporal variability (e.g., seasonal changes in hydrological processes), among others. PFOA and other legacy PFAS have been implicated in meta-analyses of the impact of PFAS exposure on other adverse pregnancy and birth outcomes, including miscarriage (PFOA;[Bibr ref16] perfluorodecanoate [PFDA][Bibr ref17]), preterm birth (perfluorooctanesulfonate [PFOS] [Bibr ref16]−[Bibr ref17] [Bibr ref18] ), and low birth weight (PFOS, [Bibr ref16],[Bibr ref20] perfluorononanoic acid [PNFA][Bibr ref19]).

While the underlying mechanism(s) through which exposure to certain PFAS may induce these adverse pregnancy and birth outcomes is not known, it has been posited that the placenta may be an important target and/or mediator. [Bibr ref5],[Bibr ref21] In humans, PFAS can accumulate in the placenta [Bibr ref22]−[Bibr ref23] [Bibr ref24] and readily pass through the placenta, with reported transplacental transfer (the ratio of a compound in cord serum to maternal serum) as high as 10.23 for certain PFAS.[Bibr ref25] Additionally, placental development and function plays an important role in the etiology of adverse pregnancy and birth outcomes, such as hypertensive disorders of pregnancy and fetal growth. [Bibr ref26]−[Bibr ref27] [Bibr ref28]

While PFOA is no longer produced in the U.S., maternal exposure remains a concern due to its environmental and biological persistence. Replacement compounds, such as hexafluoropropylene oxide-dimer acid (HFPO–DA, also known as GenX), are also of high concern due to widespread human exposure and toxicological effects similar to those of PFOA in animal studies. The Cape Fear River in North Carolina, which serves as a drinking water source for approximately two million residents, was contaminated with GenX between the 1980s and 2017.[Bibr ref29] Unlike PFOA, the half-life of GenX is much shorter in humans (approximately 81 h) and mice (approximately 16–20 h). [Bibr ref30],[Bibr ref31] Our prior work reported exposure to PFOA or GenX in mice led to increased placental weight, decreased fetal:placental weight ratios, and adverse placental histopathology. [Bibr ref21],[Bibr ref32] However, the underlying mechanism through which PFOA or GenX impacted the placenta is still not understood.

Therefore, this study aimed to investigate the molecular mechanisms and pathways underpinning the relationship between prenatal exposure to PFOA or GenX and placental health using samples previously collected in the study by Blake et al. (2020).[Bibr ref33] The aims of this study were to (1) identify and compare differentially expressed gene pathways in mouse placenta after gestational exposure to PFOA or GenX by fetal sex and (2) determine whether exposure-modified gene pathways coincide with adverse apical end points observed *in vivo*.

## 2 Methods

### 2.1 Animals

Detailed methods are provided in Appendix A.1 in the Supporting Information file. All tissues were obtained during experiments described in Blake et al. (2020),[Bibr ref21] which were approved by the NIEHS Animal Care and Use Committee (ASP #2017–0022). Briefly, mice were bred in-house during single overnight cohabitation, and copulatory plug-positive mice were identified as embryonic day (E) 0.5. Pregnant CD-1 mice from the NIEHS colony were singly housed in humidity (45–60%) and temperature (25 °C)-controlled 12 h light cycle rooms in polypropylene cages with *ad libitum* access to NIH-31 diet and reverse osmosis deionized (RODI) water. Pregnant dams (*N* = 10–13 per experimental group) were exposed to 1 or 5 mg/kg perfluorooctanoic acid ammonium salt (PFOA, CAS #3825–26–1, Millipore Sigma), 2 or 10 mg/kg GenX (ammonium 2,3,3,3-tetrafluoro-2- (heptafluoropropoxy) propanoate, CAS# 62037–80–3, SynQuest Laboratories, Alachua, FL, USA), or vehicle (RODI water) via daily oral gavage from embryonic day (E) 1.5 to E 11.5 (when placental vascularization occurs) or E 17.5 (near term when the placenta is fully developed).

### 2.2 Necropsy

Detailed necropsy procedures can be found in Blake et al. (2020)[Bibr ref21] and in Appendix A.2 in the Supporting Information file. Briefly, on E 11.5 or 17.5, pregnant dams were weighed and humanely euthanized by swift decapitation and trunk blood was collected for internal dosimetry, as reported.[Bibr ref21] Placentas from viable embryos were collected and immediately snap frozen in liquid nitrogen (*N* = 2–5 placentas/litter). For placentas collected at E 17.5, fetal tissues were genotyped for the sex-determining region Y (SRY) gene to determine fetal sex (TransnetYX, Inc., Cordova, TN, USA). Sex genotyping was not performed for placentas collected at E 11.5 as the reproductive organs are not yet differentiated at this time point.

### 2.3 RNA Isolation and Quantification

RNA isolation and quantification methods are reported in detail in our previous work[Bibr ref33] and in Appendix A.3 of the Supporting Information file. In summary, a total of *N* = 4–5 placenta per treatment group, time point, and sex (E 17.5 only) were used in the current study. For placentas collected at E 11.5, three placentas per litter were pooled to achieve sufficient tissue mass for the RNA extraction protocol (>0.5 mg, *N* = 4–5 pooled samples per treatment group). For placentas collected at E 17.5, no more than one placenta of each sex was used from a given litter. Briefly, RNeasy kits were used following the manufacturer’s protocols to extract RNA from placenta samples (Cat# 75144, Qiagen, Hilden, Germany). Quality control of the resulting purified RNA was conducted using a NanoDrop 2000/2000c Spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA) and Bioanalyzer High Sensitivity RNA Analysis (Agilent, Santa Clara, CA, USA). RNA expression analysis was conducted using Affymetrix Mouse Clariom D arrays (Affymetrix, Santa Clara, CA, USA).

### 2.4 Gene Expression Data Analyses

A detailed description of the transcriptomic analysis and workflow is described in Blake et al. (2022)[Bibr ref33] and in Appendix A.4 of the Supporting Information file. Raw data are accessible on NCBI GEO (accession number GSE262609). The probe-level raw intensity signal array was extracted, background adjusted, summarized using robust multiarray average (RMA) technique, and log2 transformed. The normalized expression was averaged across transcripts from the same gene to produce the Entrez gene-level signal. Potential outliers were identified using principal component analysis, hierarchical cluster plots, and correlation plots, resulting in one outlier detected and removed from the analyses. A customized implementation of conventional Gene Set Enrichment Analysis (GSEA)[Bibr ref34] was employed to simultaneously identify differentially expressed genes (DEGs) and corresponding differentially enriched pathways (DEPs) for each chemical at each dose relative to the corresponding maternal or fetal vehicle control. Student’s *t* test statistics were used to measure gene-level differential activity and perform GSEA tests on all Hallmark pathways from the Molecular Signature Database (MSigDB, version 6.2) for which five or more genes were present in the microarray. [Bibr ref34],[Bibr ref35] In the initial analysis, a gene was required to have an absolute fold change ≥ 2 and a distribution *P*-value ≤ 0.005 to be considered a significant DEG. However, these stringent parameters yielded very few genes, so a secondary analysis was performed using cutoffs of an absolute fold change ≥ 1.5 and a distribution *P*-value ≤ 0.05. A significant DEP required an absolute Normalized Enrichment Score (NES) of ≥ 1.5 and a NES *P*-value of ≤ 0.05.

A comparison analysis was performed using the Ingenuity Pathway Analysis (IPA) Ingenuity Analysis Knowledgebase (Qiagen, Hilden, Germany) to identify similarities and differences in canonical pathways and upstream regulators between the experimental groups and embryonic time points using gene-level results (absolute fold change ≥ 1.5 and *P*-value ≤ 0.05). Fisher’s Exact Test *P*-values identifying significant pathways were then adjusted using the Benjamini-Hochberg multiple testing correction method. Pathways with a −log­(*P*-value) ≥ 1.3 were considered significantly activated.

We then used the DEG set identified using the less stringent criteria (absolute fold change ≥1.5 and *P* ≤ 0.05) to explore the Gene Ontology (GO) Enrichment Analysis (PANTHER version 17.0, GO release 2023–01–01.[Bibr ref36] The Gene Ontology Consortium, 2020). GO Enrichment Analysis was conducted first using the set of up-regulated DEGs identified across all treatment groups and time points in order to explore the biological processes associated with this suite of genes. GO Enrichment Analysis was conducted a second time using the set of down-regulated DEGs identified across all treatment groups and time points. Both analyses utilized PANTHER Overrepresentation Test using *Mus musculus* as the reference list and Fisher’s Exact test with a False Discovery Rate (FDR) < 0.05.

### 2.5 Verification of Microarray Data

A detailed description of the verification of microarray data is described in Blake et al. (2022)[Bibr ref33] and in Appendix A.5 of the Supporting Information file. Briefly, RNA from placental samples was used to verify transcriptomic analyses using Real Time PCR (Applied Biosystems, Waltham, MA, USA). Primer sets for genes of interest can be found in Table S1. Relative mRNA levels were determined using the ΔΔCt method and presented as fold change over the respective vehicle control. One-way ANOVA, with Dunnett’s multiple comparisons post hoc test (GraphPad Prism v.7), was performed to determine statistical significance between control and dose groups using ΔCt values (*P*-value ≤ 0.05) and 2-fold change or greater changes are presented as mean fold change for *N* = 4–5, biological replicates, and visualized as a heatmap and p-value table.

### 2.6 Histopathology and Placental Morphometry

Additional detail on the histopathological methods and analyses performed on samples used in the present study are reported thoroughly in Foley et al.[Bibr ref32] and in Appendix A.6 of the Supporting Information file. Briefly, paraffin-embedded placentas were sectioned and stained with hematoxylin and eosin (H&E) according to standard protocols. Two trained histopathologists evaluated slides and recorded consensus diagnoses.

For the morphometric analyses, only the E 17.5 time point was evaluated. Two trained experimenters blinded to the experimental conditions performed separate morphological assessments for the placental layers and decidual arteries (*N* = 3–6 placentas/group/sex).

### 2.7 Gene Expression-Phenotype Analysis

Additional details for the gene expression-phenotype analysis are reported in Appendix A.7 of the Supporting Information file. To determine whether specific genes or sets of genes were associated with phenotypic changes in the placenta, we performed analyses to evaluate relationships between gene expression and multiple placenta phenotypes. For each E 17.5 placenta with transcriptomic data, we looked at all littermates from the same dam and of the same sex. Continuous phenotypes (fetal weight, placenta weight, ratio of placenta to fetal weight, and placental morphometry) and histopathological severity scores were averaged across littermates.

Phenotypic end points were assessed to directly compare each treatment group to the control group using the many-to-one (treatment groups to control group) Dunn Test with a standard normal distribution, *P*-value ≤ 0.05 was considered significant. Pearson’s product moment correlation test was performed for each gene/phenotype combination to measure the degree of linear dependence between expression and phenotype to assess the relationship between differential gene expression and phenotypeGene-phenotype pairs with correlations ≥ 0.7 and unadjusted *P*-values ≤ 0.05 were considered significant.

## 3 Results

### 3.1 Placental Gene Expression

Transcriptome-wide gene expression analysis was conducted in placental samples collected on embryonic day (E) 11.5 and E 17.5 after maternal exposure to PFOA (1 or 5 mg/kg/day) or GenX (2 or 10 mg/kg/day). 

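Placental RNA from CD-1 mice, an outbred stock, was hybridized to Affymetrix Mouse Clariom D arrays, which read transcripts across the genome with short probes. Dams were gavaged daily from E 1.5 with vehicle, with PFOA (perfluorooctanoic acid) or with GenX (the ammonium salt of hexafluoropropylene oxide dimer acid, a perfluoroalkyl ether acid with a shorter chain than PFOA). The 74 arrays form 15 groups: vehicle, 1 or 5 mg/kg PFOA and 2 or 10 mg/kg GenX, each in E 11.5 placentas, in E 17.5 female placentas and in E 17.5 male placentas. Each group holds 5 arrays, except male placentas exposed to 1 mg/kg PFOA with 4. An E 11.5 sample pools 3 placentas of a single litter, with sex not determined, and an E 17.5 sample is a single placenta whose sex was genotyped by PCR for *Sry*, with no litter giving more than 1 placenta of a sex. Replicates of a group are therefore separate litters, and the number of arrays limits the precision of every value.
The authors adjusted the probe intensities for background, summarized them by robust multiarray average (RMA) and deposited log2 values, 1 for each transcript cluster and array, on which a difference of 1 is a 2-fold change. Array medians lay between 5.05 and 5.20 and the background, read from the negative control rows, had a median of 4.60 over arrays, so genes near that level carry little signal. Of 65956 transcript clusters, 30638 carried 1 gene symbol, 2176 carried several and 33142 had none here. Clusters of a gene were averaged, as in the paper's methods, which gave 30179 genes for testing. Within E 11.5, E 17.5 female and E 17.5 male placentas, all 5 groups were fitted together with limma, and each exposure was compared with its vehicle control, which makes 12 comparisons. Significant DEGs were counted at both thresholds of the paper, 2-fold with an unadjusted p of 0.005 or less and 1.5-fold with an unadjusted p of 0.05 or less, and Benjamini-Hochberg adjusted p-values are given beside them. Named genes carry a 2-sided exact permutation test over arrays, whose smallest possible p is 0.00794 in these group sizes. Gene groups come from 35 lists of pathways and cell type markers written before the data were examined, tested with limma's camera at a preset correlation of 0.01 and again with a correlation estimated from the arrays.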

Transcriptomic profiles were evaluated using principal component analysis and hierarchical clustering. One outlier in the E 17.5 female GenX 2 mg/kg/day treatment group (sample “21514_1226_Female_Placenta_Low_GenX_2_Rep_2”) was identified and removed from the analysis. 

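On the array left out, transcripts of early and late placenta stood apart from the other E 17.5 placentas exposed to 2 mg/kg GenX. *Hbb-bh1*, an embryonic globin, was at 10.3 on the log2 scale, against 4.91 ± 0.224 (SD, n = 4) in the other females of its group and 10.7 ± 0.295 (SD, n = 5) in E 11.5 vehicle controls. *Prl3a1*, a prolactin family gene of the late placenta, was at 5.17, against 11.3 ± 0.175 (SD, n = 5) in female E 17.5 controls and 4.24 ± 0.0541 (SD, n = 5) in E 11.5 controls. *Cts6*, a placental cathepsin, was at 7.18 on this array, at 12.3 ± 0.142 in female E 17.5 controls and at 5.38 ± 0.246 in E 11.5 controls (SD, n = 5 each). With the array included, limma counted 28 DEGs at 1.5-fold in female placentas exposed to 2 mg/kg GenX, against 18 without it.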

After outlier removal, there was a clear separation by time point (E 11.5 vs E 17.5), but there was no obvious separation between treatment groups at E 11.5 and no obvious separation of treatment groups or sex at E 17.5 (Figures S1 and S2).

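Between E 11.5 and E 17.5, vehicle control placentas exchanged embryonic for late placental transcripts. The embryonic globins *Hbb-bh1*, *Hbb-y* and *Hba-x* fell, with log2 changes of −5.95 (SE 0.0973, adjusted p = 6.54e-16), −5.77 and −3.76. So did *Prl3d3*, a placental lactogen of giant cells at −3.85 (SE 0.305, adjusted p = 1.04e-07), and *Kif11*, a mitotic kinesin (−3.58). *Prl3a1* and *Cts6* rose most, with 6.99 (SE 0.0991, adjusted p = 1.09e-16) and 6.96 (SE 0.0914, adjusted p = 6.62e-17), followed by the prolactin family genes *Prl8a6*, *Prl8a8* and *Prl5a1* with 5.55, 5.24 and 5.01. The level of *Prl3a1* in E 11.5 controls, 4.24, was below the negative control rows (median 4.66), and that of *Hbb-bh1* in E 17.5 controls, 4.85 in females and 4.67 in males, was close to theirs (median 4.56), so the background limits the size of both changes. In all, 3682 genes were higher and 4782 lower at E 17.5 at an adjusted p below 0.05 from limma over 15 control arrays.
Of 28 measured markers of spongiotrophoblast and glycogen cells, 24 were higher and 2 lower when adjusted over the list alone, with a median log2 change of 1.75 (camera, adjusted p = 2.16e-20, and adjusted p = 0.0968 with an estimated correlation). All 28 ribosome biogenesis genes were lower at E 17.5, 26 of them when adjusted over the list alone (median −0.69, camera adjusted p = 8.86e-20, adjusted p = 0.0513 with an estimated correlation). The respiratory electron transport genes were lower in 67 of 70 cases, with a median of −0.29, and this list and the 3 primitive erythroid genes kept their call with an estimated correlation (adjusted p = 0.0200 each). Macrophage markers had 15 higher and 0 lower members when adjusted over the list alone (median 0.32, adjusted p = 0.123 with an estimated correlation).
The first principal component held 51.2% of the variance of 73 arrays and separated the time points. Its scores lay between 32.3 and 46.1 in E 11.5 samples (n = 25) and between −24.2 and −14.9 in E 17.5 samples (n = 48). Exposure accounted for 6.48% of the variance of the first component within E 11.5, 2.21% within E 17.5 females and 4.29% within E 17.5 males, and sex for 6.14% within E 17.5. Over 15 such shares of exposure or sex, permutation p-values lay between 0.085 and 0.977, with an adjusted p of 0.977 for each.

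**Figure D1:**
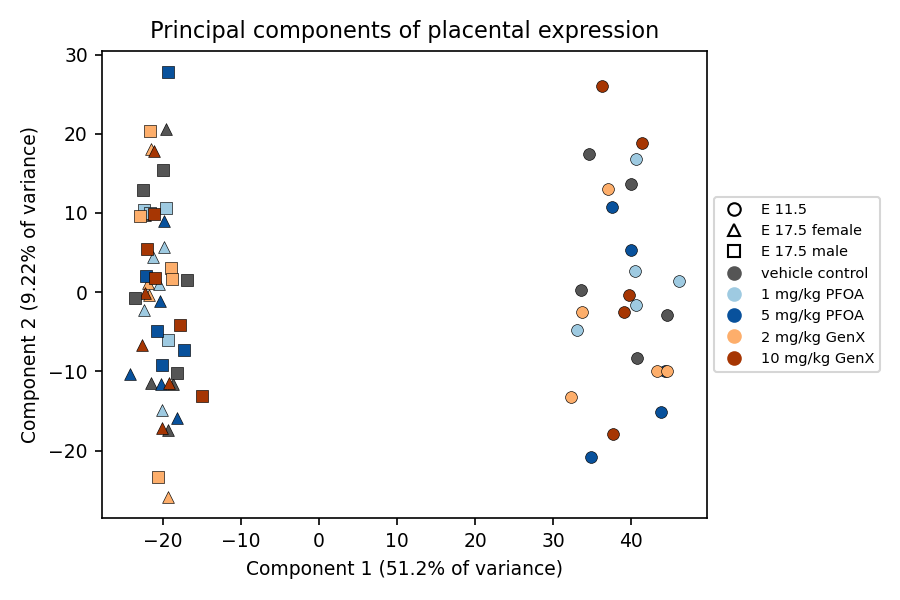
First against second principal component of 73 placenta arrays, with the share of variance of each component on its axis. Circles are E 11.5 samples, triangles E 17.5 females and squares E 17.5 males, coloured by exposure; E 11.5 samples lie at first component scores of 32.3 or more and E 17.5 samples at −14.9 or less, with exposures mixed within each.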

Gene expression data were first filtered using an absolute fold change ≥2 and *P* ≤ 0.005, which yielded few significant DEGs in the placenta after exposure to PFOA or GenX (Table [Table tbl1]). 

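At 2-fold, significant DEGs came from few gene families. E 11.5 placentas had a single one, *Tac2*, which encodes the precursor of neurokinin B, in placentas exposed to 10 mg/kg GenX. Female E 17.5 placentas had the eosinophil-associated ribonuclease pseudogenes *Ear-ps2* and *Ear-ps9* among those exposed to 1 or 5 mg/kg PFOA, and *Cwc22* with 7 related genes after 2 mg/kg GenX. Male E 17.5 placentas had *Ear-ps2* after 1 or 5 mg/kg PFOA and 2 mg/kg GenX and *Ear-ps9* after either dose of PFOA. The counts were 1 DEG at E 11.5, 12 in E 17.5 females (8 higher and 4 lower) and 5 in E 17.5 males (all lower). A further 3, 8 and 7 transcript clusters without a single gene symbol passed at E 11.5, in females and in males.
No gene of the 12 comparisons had a limma adjusted p below 0.05, and the smallest was 0.387 (*Ear-ps2* in males exposed to 5 mg/kg PFOA). Genes at an unadjusted p below 0.05 numbered 455 to 2405 per comparison, where chance alone gives 1509. Counts this small hung on single arrays. At E 11.5 the count was 0 without 10 mg/kg GenX replicate 4, 2 without control replicate 1, 4 or 5, or 1 mg/kg PFOA replicate 1, 2, 3, 4 or 5, 3 without control replicate 2, or 10 mg/kg GenX replicate 5, and 4 without 5 mg/kg PFOA replicate 1 or 2. In females it was 4 without 2 mg/kg GenX replicate 1, 5 without 2 mg/kg GenX replicate 5, 6 without control replicate 2, and 7 without control replicate 3 or 5, or the library labelled control replicate 4, and in males 3 without control replicate 2, or 1 mg/kg PFOA replicate 1 or 3.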

At this significance threshold, only two DEGs were identified at E 11.5 (*Mir6382*, upregulated, 2 mg/kg GenX) and 3-hydroxy-3-methylglutaryl-Coenzyme A synthase 2 (*Hmgcs2*, upregulated, 10 mg/kg GenX). 

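*Tac2* was the gene past 2-fold at E 11.5 here. It encodes the precursor of the peptide neurokinin B and lies on chromosome 10 from 127724478 to 127731768 of GRCm38. Its level was 7.15 ± 0.525 after 10 mg/kg GenX and 6.10 ± 0.300 in vehicle controls (SD, n = 5 each), a log2 change of 1.06 (SE 0.290, exact permutation p = 0.0159). *Tac2* also rose at 1.5-fold after 1 mg/kg PFOA, by 0.81 (SE 0.290, exact permutation p = 0.0159), while 5 mg/kg PFOA and 2 mg/kg GenX gave 0.24 (SE 0.290) and 0.50 (SE 0.290). *Klk7*, a secreted serine protease of the kallikrein family, was higher by 0.84 (SE 0.273, exact permutation p = 0.00794) after 10 mg/kg GenX. Both genes kept their 1.5-fold call without each array in turn, while the 2-fold call of *Tac2* was lost without 10 mg/kg GenX replicate 4, when 0 genes passed at E 11.5, and without control replicate 5. *Mir6382* and *Hmgcs2* are not named here, since no transcript cluster carried either as its single symbol.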

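Female and male placentas shared the Ear pseudogenes among their DEGs at E 17.5, and *Cwc22* and its related genes made the female count larger. On the library labelled female control replicate 4, *Xist*, which is expressed from the inactive X chromosome of females, was at 7.19, against 9.89 to 10.7 in the other female and 7.05 to 8.40 in the male placentas, and it is kept among female controls as labelled. The female change minus the male change of *Ear-ps2* was −0.093 (SE 0.360) log2 units at 1 mg/kg PFOA, 0.23 (SE 0.350) at 5 mg/kg PFOA, 0.59 (SE 0.360) at 2 mg/kg GenX and −0.14 (SE 0.350) at 10 mg/kg GenX. For *Cwc22* at 2 mg/kg GenX it was 0.98 (SE 0.732). In a limma fit of all E 17.5 groups, 0 genes differed between the sexes in their response to any exposure at an adjusted p below 0.05 (the smallest was 1), and 322 to 513 genes had an unadjusted p below 0.05.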

At E 17.5, a greater number of DEGs were identified in female placenta (15 total DEGs) relative to male placenta (7 total DEGs). 

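*Ear-ps2* and *Ear-ps9*, pseudogenes of the eosinophil-associated ribonuclease A family, fell in female E 17.5 placentas at both doses of PFOA. *Ear-ps2* lies on chromosome 14 from 44046981 to 44047635 of GRCm38 and *Ear-ps9* on the same chromosome from 43874691 to 43875339. The level of *Ear-ps2* was 6.46 ± 0.224 in vehicle controls, 5.34 ± 0.423 after 1 mg/kg PFOA and 5.40 ± 0.324 after 5 mg/kg PFOA (SD, n = 5 each). These are log2 changes of −1.12 (SE 0.235, exact permutation p = 0.00794) and −1.06 (SE 0.235, exact permutation p = 0.00794). At 1 mg/kg PFOA 5 of 5 placentas lay below every control, and 5 of 5 did at 5 mg/kg PFOA. *Ear-ps9* changed by −1.13 (SE 0.239, exact permutation p = 0.00794) at 1 mg/kg PFOA and by −1.15 (SE 0.239, exact permutation p = 0.00794) at 5 mg/kg PFOA. Both genes kept their 1.5-fold call without each array in turn, while *Ear-ps2* at 5 mg/kg PFOA came down to −0.95, short of 2-fold. Similar sequences of the family may share signal between their probes, so the pair is not counted as independent.
The list of eosinophil markers at 1 mg/kg PFOA had 3 of 13 measured members above and 10 below the controls, with a median log2 change of −0.024 (camera, adjusted p = 0.000220, and adjusted p = 0.425 with an estimated correlation). For the same markers at 5 mg/kg PFOA, the median log2 change over 13 measured members was −0.10, with 1 higher and 12 lower (adjusted p = 7.37e-06 from camera, adjusted p = 0.317 with an estimated correlation). At both doses 0 higher and 3 lower members passed when adjusted over the list alone, and these were *Ear-ps2*, *Ear-ps9* and *Ear10*, with −0.35 (SE 0.0891) and −0.31 (SE 0.0891) for *Ear10*, a ribonuclease gene of the family. The level of *Ear10* in controls, 4.60, was close to the negative control rows (median 4.56), so the size of its change is uncertain. *Ear1* and *Ear12* are not named here, since no transcript cluster carried either as its single symbol.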

In female placentas at E 17.5, significant DEGs identified in PFOA-exposed placentas were all down-regulated and included genes in the eosinophil-associated ribonuclease A family (*Ear12*, *Ear1*) and Ear pseudogenes (*Ear-ps9*, *Ear-ps2*). In female placentas at E 17.5, DEGs identified in GenX-exposed placentas were up-regulated and included CWC22 spliceosome-associated protein, *CWC22*, and seven homologues of this gene (2 mg/kg GenX group only). 

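*Cwc22*, which encodes a protein of the spliceosome, was higher in female E 17.5 placentas exposed to 2 mg/kg GenX. It lies on chromosome 2 from 77881159 to 77946356 of GRCm38. Its level was 9.46 ± 0.478 (SD, n = 4) after 2 mg/kg GenX and 7.9 ± 0.45 (SD, n = 5) in vehicle controls, a log2 change of 1.56 (SE 0.442, exact permutation p = 0.0159), and all 4 exposed placentas lay above every control. The related genes *Gm13691* and *Gm13693* to *Gm13698*, which lie on chromosome 2 between 83955605 and 83993518, had log2 changes of 1.66 to 1.71. These 8 genes kept their 1.5-fold call without each array in turn, but the number past 2-fold ran from 0 to 8, and after quantile normalization *Cwc22*, *Gm13691* and *Gm13695* alone passed 2-fold. Their levels went up and down together across arrays, so they are not counted as independent. At 10 mg/kg GenX the level of *Cwc22* was 8.20 ± 1.04, and 1 and 5 mg/kg PFOA gave log2 changes of 0.018 (SE 0.416) and 0.58 (SE 0.416). In male placentas 2 mg/kg GenX gave 8.76 ± 1.16 against 8.18 ± 0.652 in controls (SD, n = 5 each), a log2 change of 0.58 (SE 0.537, exact permutation p = 0.365). Over all 10 E 17.5 controls of both sexes *Cwc22* spanned 1.57 log2 units.
*Tmem255a*, which encodes a membrane protein, also rose after 2 mg/kg GenX, by 0.83 (SE 0.210, exact permutation p = 0.0159). *Ear-ps2* and *Ear-ps9* changed by −0.45 (SE 0.250) and −0.45 (SE 0.254) and did not pass.

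**Figure D2:**
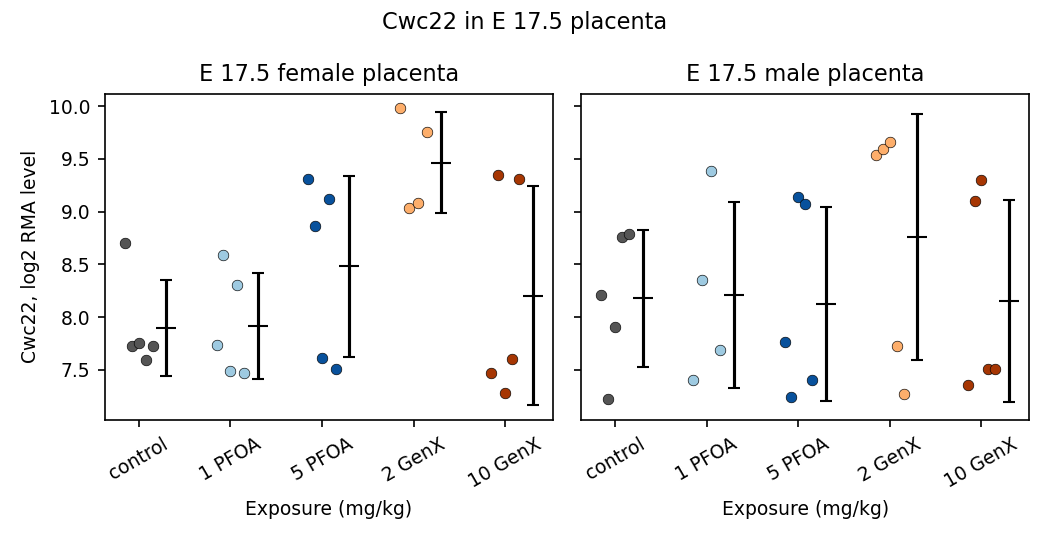
Log2 RMA level of *Cwc22* in each E 17.5 placenta, females on the left and males on the right, by exposure in mg/kg. Dots are single placentas and bars the mean ± SD; females exposed to 2 mg/kg GenX lie between 9.03 and 9.98, and female controls between 7.59 and 8.71.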

There were no significant DEGs identified in E 17.5 female placenta exposed to 10 mg/kg GenX. 

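In female placentas exposed to 10 mg/kg GenX, the Ear pseudogenes and an embryonic globin were lower without reaching 2-fold. *Ear-ps2* changed by −0.91 (SE 0.235, exact permutation p = 0.0159), from the control level to 5.55 ± 0.494 (SD, n = 5), and *Ear-ps9* by −0.83 (SE 0.239, exact permutation p = 0.0238). *Hbb-y*, an embryonic globin, changed by −0.88 (SE 0.271, exact permutation p = 0.0397). These 3 passed at 1.5-fold and kept that call without each array in turn. *Gdpd3*, a lysophospholipase D, had the largest log2 change, −2.18 (SE 1.03, exact permutation p = 0.111), but its standard error left it outside 2-fold with an unadjusted p of 0.005 or less. Its levels were split within groups. The library labelled control replicate 4 was at 5.20 and the other female controls at 8.09 to 9.72. Exposed replicate 3 was at 8.76 and the other exposed females at 5.02 to 6.175, while male controls spanned 5.125 to 9.57. The eosinophil markers had a median log2 change of −0.029, and 4 against 9 of the 13 measured members lay above and below the controls (camera adjusted p = 0.00109, adjusted p = 0.425 with an estimated correlation). The number of genes past 2-fold here, 0, was 1 without control replicate 3 or 5, and 2 without 10 mg/kg GenX replicate 1.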

In E 17.5 male placenta, all DEGs were down-regulated and included the Ear genes in the PFOA-exposed groups (1 mg/kg PFOA: *Ear-ps2*, 5 mg/kg PFOA: *Ear12*, *Ear-ps-9*, *Ear1*, *Ear-ps2*) as well as Apolipoprotein A2 (*Apoa2*) in the 5 mg/kg group. 

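*Ear-ps2* and *Ear-ps9* fell in male E 17.5 placentas at both doses of PFOA, and *Apoa2* at 5 mg/kg. The level of *Ear-ps2* was 6.57 ± 0.267 in vehicle controls (SD, n = 5), 5.54 ± 0.434 after 1 mg/kg PFOA (SD, n = 4) and 5.29 ± 0.383 after 5 mg/kg PFOA (SD, n = 5). Its log2 changes were −1.03 (SE 0.254, exact permutation p = 0.00794) and −1.29 (SE 0.240, exact permutation p = 0.00794), and 4 of 4 and 5 of 5 exposed placentas lay below every control. *Ear-ps9* changed by −1.00 (SE 0.279) and −1.27 (SE 0.263). Among 13 measured members of the eosinophil markers at 5 mg/kg PFOA, 4 were higher and 9 lower, at a median log2 change of −0.038 (adjusted p = 0.000648 by camera and adjusted p = 0.524 with an estimated correlation). Of these, 0 higher and 3 lower members passed when adjusted over the list alone.
*Apoa2* encodes apolipoprotein A2 of high density lipoprotein and lies on chromosome 1 from 171221564 to 171226379 of GRCm38. It was at 7.98 ± 0.338 after 5 mg/kg PFOA and at 9.22 ± 0.434 in controls (SD, n = 5 each), a log2 change of −1.24 (SE 0.461, exact permutation p = 0.0159), with 4 of 5 exposed placentas below every control. Its unadjusted p from limma kept it from the 2-fold threshold. Of 34 measured yolk sac endoderm markers, among which *Apoa2* counts, 33 were lower in the same placentas (median log2 change −0.38, camera adjusted p = 1.49e-12, adjusted p = 0.524 with an estimated correlation). *Ear-ps2*, *Ear-ps9* and *Apoa2* kept their 1.5-fold call without each array in turn.

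**Figure D3:**
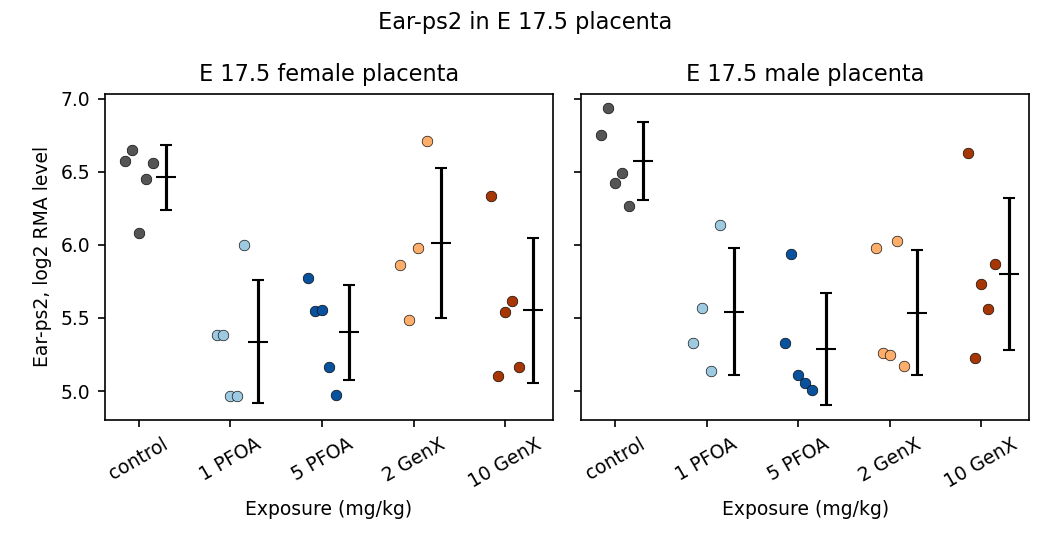
Log2 RMA level of *Ear-ps2* in each E 17.5 placenta, females on the left and males on the right, by exposure in mg/kg. Dots are single placentas and bars the mean ± SD; male controls lie between 6.26 and 6.93 and males exposed to 5 mg/kg PFOA between 5.01 and 5.93.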

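In male placentas exposed to 2 mg/kg GenX, *Ear-ps2* was at 5.54 ± 0.426 (SD, n = 5), a log2 change of −1.04 (SE 0.240, exact permutation p = 0.00794) from vehicle controls, and 5 of 5 placentas lay below every control. *Ear-ps9* changed by −0.85 (SE 0.263, exact permutation p = 0.00794), which passed at 1.5-fold. The eosinophil markers showed a median log2 change of −0.061 over 13 measured members, 2 of them higher and 11 lower than in controls (camera, adjusted p = 0.00412, or adjusted p = 0.597 with an estimated correlation). Adjusted over the list alone, 0 higher and 3 lower members passed, *Ear-ps2* and *Ear-ps9* among them. The number of genes past 2-fold here, 1, was 0 without control replicate 1 or 2, or 2 mg/kg GenX replicate 2, 3 or 5, and 2 without control replicate 4.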

In GenX-exposed E 17.5 male placentas, only one significant DEG was identified in the 2 mg/kg group (*Ear-ps2*). 

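Male placentas exposed to 10 mg/kg GenX had 5 DEGs at 1.5-fold and none at 2-fold. *Icosl*, which encodes the ligand of the T cell costimulator ICOS, changed by −0.93 (SE 0.248, exact permutation p = 0.0159), and *Ear-ps2* by −0.77 (SE 0.240, exact permutation p = 0.0318), with 4 of 5 placentas below every control. Both kept the call without each array in turn. *Ear-ps9* changed by −0.71 (SE 0.263, exact permutation p = 0.0556) and lost the call without 10 mg/kg GenX replicate 2 (−0.58). The eosinophil markers had 2 of 13 measured members above and 11 below the controls, with a median log2 change of −0.044 (camera, adjusted p = 0.0134, and adjusted p = 0.621 with an estimated correlation). Replicate 3 of this group carries transcripts of younger placenta, and without it the camera adjusted p of these markers was 0.143. The number of genes past 2-fold, 0, was 1 without control replicate 2.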

There were no significant DEGs identified in E 17.5 male placenta exposed to 10 mg/kg of GenX.

**1 tbl1:** Number of Significant[Table-fn t1fn1] Differentially Expressed Genes (DEGs) in Placenta at Embryonic Day (E) 11.5 or 17.5 Following Exposure to PFOA or GenX

**Time point**	**Dose group**	**Up-regulated**	**Down-regulated**	**Total**
E 11.5	1 mg/kg PFOA	0	0	0
E 11.5	5 mg/kg PFOA	0	0	0
E 11.5	2 mg/kg GenX	1	0	1
E 11.5	10 mg/kg GenX	1	0	1
E 17.5 female	1 mg/kg PFOA	0	3	3
E 17.5 female	5 mg/kg PFOA	0	4	4
E 17.5 female	2 mg/kg GenX	8	0	8
E 17.5 female	10 mg/kg GenX	0	0	0
E 17.5 male	1 mg/kg PFOA	0	1	1
E 17.5 male	5 mg/kg PFOA	0	5	5
E 17.5 male	2 mg/kg GenX	0	1	1
E 17.5 male	10 mg/kg GenX	0	0	0

a DEGs were considered significant if absolute fold-change values were ≥2 and *P* ≤ 0.005.

Given the weak clustering of treatment groups and low number of significant DEGs at an absolute fold change ≥2.0 and *P* ≤ 0.005, a less stringent threshold was set in order to explore DEGs at an absolute fold change ≥1.5 and *P* ≤ 0.05. This less stringent analysis yielded 96 total significant DEGs identified in at least one treatment group at either time point (Figure [Fig fig1] and Table S2). 

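At 1.5-fold, 99 distinct genes passed in at least 1 of the 12 comparisons, 62 of them higher, 35 lower and 2 in both directions (*Ear-ps2* and *Ear-ps9*, higher in E 11.5 placentas exposed to 5 mg/kg PFOA and lower at E 17.5). They made 142 pairs of a gene and a comparison, 15 of them of small nuclear, nucleolar or ribosomal RNA genes, and 27 genes passed in more than 1 comparison. *Ear-ps2* and *Ear-ps9* passed in 3 of the 4 exposures in females and in all 4 in males at E 17.5. For each comparison the same threshold called between 3 and 22 genes by limma and between 2 and 20 by the methods' t-test, and none by limma after adjustment. The paper reasons from the weak clustering of the exposure groups and the low number of DEGs at 2-fold to a less stringent threshold for exploring them.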

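E 11.5 placentas exposed to PFOA had more higher than lower DEGs. At 1 mg/kg PFOA 20 genes were higher and 2 lower. *Cyp4a12a* and *Cyp4a12b*, cytochromes that hydroxylate fatty acids, changed by 0.86 (SE 0.256, exact permutation p = 0.0159) and 0.91 (SE 0.282, exact permutation p = 0.0159), and 4 of 5 exposed samples lay above every control for *Cyp4a12b*. A family of predicted genes on chromosome 2 was higher at this dose and at 5 mg/kg PFOA: *Gm14403* changed by 0.95 (SE 0.252, exact permutation p = 0.00794) and 0.96 (SE 0.252) and *Gm14295* by 0.85 (SE 0.211, exact permutation p = 0.00794) and 0.91 (SE 0.211). *Gm14295* lies on chromosome 2 from 176798179 to 176814092 of GRCm38, and similar sequences of the family may share probe signal. *Pga5*, a pepsinogen, was lower at 1 mg/kg PFOA by −0.72 (SE 0.225, exact permutation p = 0.0238). These genes kept their calls at the PFOA doses without each array in turn. *Gm14295* and *Gm14305* of the chromosome 2 family also passed after 10 mg/kg GenX, with 0.62 (SE 0.211) and 0.63 (SE 0.209). There each lost its call in at least 1 fit without a single array, so the rise of this family is not particular to PFOA. *Kng2*, a kininogen, changed by 0.80 (SE 0.371) and lost the call without control replicate 3 (0.82) or 5 (0.31), or 1 mg/kg PFOA replicate 1 (0.69), 2 (0.79) or 5 (0.74). Of 34 measured yolk sac endoderm markers, 32 were higher at this dose (median log2 change 0.60, camera adjusted p = 2.69e-16, adjusted p = 0.451 with an estimated correlation), with a median of 0.23 without control replicate 5 and 2 mg/kg GenX replicate 5.
At 5 mg/kg PFOA all 20 DEGs were higher. Of these, 11 were predicted genes such as *Gm14295*, or the related *2210418O10Rik*, that were also higher at 1 mg/kg PFOA. Other members were the Ear genes *Ear-ps9*, *Ear-ps2* and *Ear10*. Similar sequences may share probe signal within each family, so the 20 are not counted as independent. *Ear-ps9* rose by 2.50 (SE 0.961, exact permutation p = 0.0318) and *Ear10*, an eosinophil-associated ribonuclease gene, by 0.80 (SE 0.262, exact permutation p = 0.0318), from a level in controls below the median of the negative control rows. High samples were not particular to this dose. *Ear-ps9* was at 8.92, 9.45 and 8.44 in 2 mg/kg GenX replicates 1, 3 and 4, and at 7.32 and 8.63 in 1 mg/kg PFOA replicates 2 and 3. It was at 8.59 in 10 mg/kg GenX replicate 3 and 7.52 in control replicate 1. The other samples of these groups were lower, as was 5 mg/kg PFOA replicate 2 at 5.165. *Ear-ps2* was at 7.74 ± 1.72 against 5.55 ± 1.04 in controls (SD, n = 5 each), a log2 change of 2.19 (SE 0.939, exact permutation p = 0.0556), and lost the call without control replicate 2 (2.03), 4 (2.11) or 5 (2.02), or 5 mg/kg PFOA replicate 1 (1.96), 3 (1.85) or 5 (1.95). After 2 mg/kg GenX 5 genes were higher and 1 lower. *Scgb1a1*, a secretoglobin, was at 9.36 ± 0.400 against 7.99 ± 1.08 in controls (SD, n = 5 each). Its log2 change of 1.37 (SE 0.648, exact permutation p = 0.00794) placed 5 of 5 samples above every control, but the call was lost without control replicate 2 (1.44), 4 (1.44) or 5 (0.90), or 2 mg/kg GenX replicate 1 (1.45), 2 (1.34), 3 (1.36) or 5 (1.23). After 10 mg/kg GenX 9 genes were higher and 10 lower, 8 of the latter small nuclear RNA genes. The steroid genes *Star*, which carries cholesterol into mitochondria, and *Hsd3b6*, an enzyme of progesterone synthesis, changed by −0.84 (SE 0.325, exact permutation p = 0.0952) and −0.69 (SE 0.286). *Star* lost the call without control replicate 5 (−0.60), or 10 mg/kg GenX replicate 4 (−0.70), and *Hsd3b6* without control replicate 5 (−0.46), or 10 mg/kg GenX replicate 2 (−0.60) or 4 (−0.53).
The count of 22 at 1 mg/kg PFOA was 35 without control replicate 2, 41 without 1 mg/kg PFOA replicate 3, 56 without control replicate 1, and 60 without 1 mg/kg PFOA replicate 4. That of 20 at 5 mg/kg PFOA was 12 without control replicate 1, 33 without control replicate 4, and 35 without 5 mg/kg PFOA replicate 1. For 2 mg/kg GenX the count of 6 became 10 without 2 mg/kg GenX replicate 3, 19 without control replicate 1, and 21 without control replicate 4, and for 10 mg/kg GenX that of 19 became 7 without control replicate 5, 11 without 10 mg/kg GenX replicate 3, and 37 without 10 mg/kg GenX replicate 1 or 5.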

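Female E 17.5 placentas had 3 DEGs at 1.5-fold after 1 mg/kg PFOA, all lower, and 7 after 5 mg/kg PFOA, 3 higher and 4 lower. After 5 mg/kg PFOA *Tmem255a* was higher by 0.72 (SE 0.198, exact permutation p = 0.0238) and *Mmp12*, the macrophage elastase, lower by −0.68 (SE 0.189, exact permutation p = 0.0159). *Tmem255a* lost the call without 5 mg/kg PFOA replicate 5 (0.58) and *Mmp12* without control replicate 5 (−0.53). After 2 mg/kg GenX 12 genes were higher, among them *Cwc22* and its relatives, and 6 lower. The lower genes included *Alb*, which encodes serum albumin, at 5.96 ± 1.06 (SD, n = 4) against 8.24 ± 1.34 (SD, n = 5) in controls. This is a log2 change of −2.28 (SE 0.862, exact permutation p = 0.0397), with the call lost without control replicate 1 (−1.79). *Apoa2* changed by −1.51 (SE 0.680, exact permutation p = 0.0635) in the same placentas, with its call lost without control replicate 1 (−1.23), 2 (−1.36) or 3 (−1.44), or 2 mg/kg GenX replicate 1 (−1.18), 3 (−1.52) or 4 (−1.30). In these placentas 34 of 34 yolk sac endoderm markers, which include *Alb* and *Apoa2*, were lower (median log2 change −0.49, camera adjusted p = 9.79e-11, adjusted p = 0.462 with an estimated correlation). After 10 mg/kg GenX 2 genes were higher and 5 lower.
The count of 3 at 1 mg/kg PFOA was 5 without control replicate 3, or 1 mg/kg PFOA replicate 2, 9 without 1 mg/kg PFOA replicate 1, 12 without 1 mg/kg PFOA replicate 3, and 13 without control replicate 1. At 5 mg/kg PFOA that of 7 was 12 without control replicate 1, or the library labelled control replicate 4, 13 without 5 mg/kg PFOA replicate 4, and 14 without 5 mg/kg PFOA replicate 3. For 2 mg/kg GenX 18 became 39 without the library labelled control replicate 4, and 64 without 2 mg/kg GenX replicate 5, and for 10 mg/kg GenX 7 became 11 without 10 mg/kg GenX replicate 2 or 4.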

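Male E 17.5 placentas had 5 DEGs at 1.5-fold after 1 mg/kg PFOA and 17 after 5 mg/kg PFOA, of which 4 and 14 were lower. After 1 mg/kg PFOA the lower genes included *H60c*, a ligand of the NKG2D receptor of natural killer cells, at −0.93 (SE 0.286, exact permutation p = 0.0159), and *Icosl*, at −0.76 (SE 0.263, exact permutation p = 0.0397). After 5 mg/kg PFOA they included *Ogn*, a small proteoglycan of the extracellular matrix, at −0.75 (SE 0.221, exact permutation p = 0.0159). These 3 kept the call without each array in turn. *Rbp4*, which encodes the plasma carrier of retinol, changed by −0.72 (SE 0.294, exact permutation p = 0.0318) at 5 mg/kg PFOA and lost the call without control replicate 1 (−0.64), 2 (−0.63) or 4 (−0.61). The lower yolk sac endoderm markers of these placentas include *Rbp4*. After 2 mg/kg GenX 9 genes were higher and 4 lower. *Smpd1*, which encodes acid sphingomyelinase, was lower by −0.65 (SE 0.215, exact permutation p = 0.0397), a call lost without control replicate 2 (−0.54) or 3 (−0.57), or 2 mg/kg GenX replicate 4 (−0.55). After 10 mg/kg GenX 1 gene was higher and 4 were lower.
The count of 5 at 1 mg/kg PFOA was 8 without control replicate 2, 9 without control replicate 4, or 1 mg/kg PFOA replicate 4, and 11 without control replicate 1, or 1 mg/kg PFOA replicate 1 or 3, and that of 17 at 5 mg/kg PFOA was 10 without control replicate 1, and 11 without control replicate 2 or 3. For 2 mg/kg GenX 13 became 20 without control replicate 4, 32 without 2 mg/kg GenX replicate 4, and 34 without 2 mg/kg GenX replicate 3. For 10 mg/kg GenX 5 became 8 without control replicate 2 or 3, or 10 mg/kg GenX replicate 4, 10 without control replicate 5, 11 without 10 mg/kg GenX replicate 1, 12 without control replicate 4, and 13 without 10 mg/kg GenX replicate 2.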

To more broadly explore the biological landscape of these 96 DEGs, Gene Ontology (GO) Enrichment Analysis was conducted. 

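Genes of innate immunity stood among the higher genes of GenX-exposed male placentas. *Ifi27l2b* and *Trim12c*, both induced by interferon, changed by 0.65 (SE 0.171, exact permutation p = 0.0397) and 0.66 (SE 0.223, exact permutation p = 0.0635) after 2 mg/kg GenX, and *C4b*, a complement component, by 0.65 (SE 0.286, exact permutation p = 0.143). *Ifit1*, an interferon-induced RNA-binding protein, changed by 0.62 (SE 0.177, exact permutation p = 0.0318) after 10 mg/kg GenX, with 4 of 5 placentas above every control. In female placentas exposed to 5 mg/kg PFOA, *Ltf*, which encodes lactoferrin, changed by 0.61 (SE 0.245, exact permutation p = 0.0159). None of these calls held without every array. *Ifi27l2b* lost it without control replicate 1 (0.57), or 2 mg/kg GenX replicate 1 (0.55) or 2 (0.58), *Trim12c* without control replicate 2 (0.53) or 3 (0.53), or 2 mg/kg GenX replicate 4 (0.56), and *C4b* without control replicate 1 (0.62), 3 (0.57) or 5 (0.63), or 2 mg/kg GenX replicate 1 (0.62), 2 (0.34) or 5 (0.58). *Ifit1* lost it without control replicate 5 (0.55), or 10 mg/kg GenX replicate 3 (0.55) or 4 (0.54), and *Ltf* without control replicate 2 (0.54) or 3 (0.57), or 5 mg/kg PFOA replicate 5 (0.46).
For the interferon-stimulated genes in males exposed to 2 mg/kg GenX, the median log2 change over 33 measured members was 0.11, with 29 higher and 4 lower (adjusted p = 1.01e-10 from camera, adjusted p = 0.188 with an estimated correlation). The same list in males exposed to 10 mg/kg GenX had a median log2 change of 0.14, and 29 against 4 of the 33 measured members lay above and below the controls (camera adjusted p = 5.19e-14, adjusted p = 0.0995 with an estimated correlation). In these groups 1 and 2 members passed when adjusted over the list alone, and 0 in females exposed to 5 mg/kg PFOA. Among 33 measured members of this list in females exposed to 5 mg/kg PFOA, 26 were higher and 7 lower, at a median log2 change of 0.094 (adjusted p = 8.04e-05 by camera and adjusted p = 0.462 with an estimated correlation). Its largest changes there and in males exposed to 10 mg/kg GenX included *Rsad2* with 0.36 (SE 0.124) and *Ifit3* with 0.40 (SE 0.106). In males exposed to 10 mg/kg GenX the list had a median log2 change of 0.10 without replicate 3 of that group. A separate list of interferon alpha/beta signaling genes was not called in any of these groups.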

GO Enrichment Analysis of the 65 up-regulated genes yielded 35 hits, of which 33 mapped to biological processes including: Cell killing, Regulation of response to biotic stimulus, Regulation of defense response, Innate immune response, Response to bacterium, and Regulation of response to external stimulus (Table S3). The same analysis conducted on the 31 down-regulated genes yielded 26 hits, of which 25 mapped to biological processes including: response to methanol, response to chromate, negative regulation of serine-type endopeptidase activity, and hydrogen peroxide catabolic process (Table S4).

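Among the lower genes were 3 inhibitors of serine proteases, a group for which no list was tested, and embryonic globins. *Serpina1b*, an inhibitor of neutrophil elastase, was lower in male placentas exposed to 5 mg/kg PFOA by −0.79 (SE 0.342, exact permutation p = 0.0397), *Spink1*, a trypsin inhibitor, by −1.04 (SE 0.452, exact permutation p = 0.0159), and *Tfpi2*, an inhibitor of plasmin and other serine proteases, by −0.63 (SE 0.243, exact permutation p = 0.0794). *Serpina1b* and *Spink1* also belong to the yolk sac endoderm markers. Yolk sac endoderm markers in these males showed a median log2 change of −0.38 over 34 measured members, 1 of them higher and 33 lower than in controls (camera, adjusted p = 1.49e-12, or adjusted p = 0.524 with an estimated correlation). *Tfpi2* was also lower in female placentas exposed to 5 mg/kg PFOA, by −0.61 (SE 0.273, exact permutation p = 0.0397). *Hbb-y*, an embryonic globin, was lower in females after 1 mg/kg PFOA by −0.71 (SE 0.271, exact permutation p = 0.0873) and after 2 mg/kg GenX by −0.60 (SE 0.288, exact permutation p = 0.151), and *Hbb-bh1* in E 11.5 placentas after 2 mg/kg GenX by −0.67 (SE 0.217, exact permutation p = 0.0318). *Serpina1b* lost the call without control replicate 1 (−0.72), 2 (−0.73) or 4 (−0.70), or 5 mg/kg PFOA replicate 1 (−0.71), *Spink1* without control replicate 1 (−0.94), 2 (−0.95) or 4 (−0.85), or 5 mg/kg PFOA replicate 1 (−0.99) or 5 (−0.99), and *Tfpi2* in males without control replicate 1 (−0.52) or 2 (−0.58), or 5 mg/kg PFOA replicate 3 (−0.55) or 5 (−0.50) and in females without control replicate 1 (−0.58) or 2 (−0.58), 5 mg/kg PFOA replicate 2 (−0.55) or 5 (−0.40), or the library labelled control replicate 4 (−0.53). *Hbb-y* lost it at 1 mg/kg PFOA without control replicate 2 (−0.51) and at 2 mg/kg GenX without control replicate 1 (−0.55), 2 (−0.39) or 3 (−0.55), or 2 mg/kg GenX replicate 1 (−0.57), 4 (−0.56) or 5 (−0.48), and *Hbb-bh1* without control replicate 5 (−0.57), or 2 mg/kg GenX replicate 4 (−0.54). The primitive erythroid genes in females exposed to 1 mg/kg PFOA had 0 of 3 measured members above and 3 below the controls, with a median log2 change of −0.074 (camera, adjusted p = 0.0340, and adjusted p = 0.462 with an estimated correlation). Of these, 1 passed when adjusted over the list alone.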

**1 fig1:**
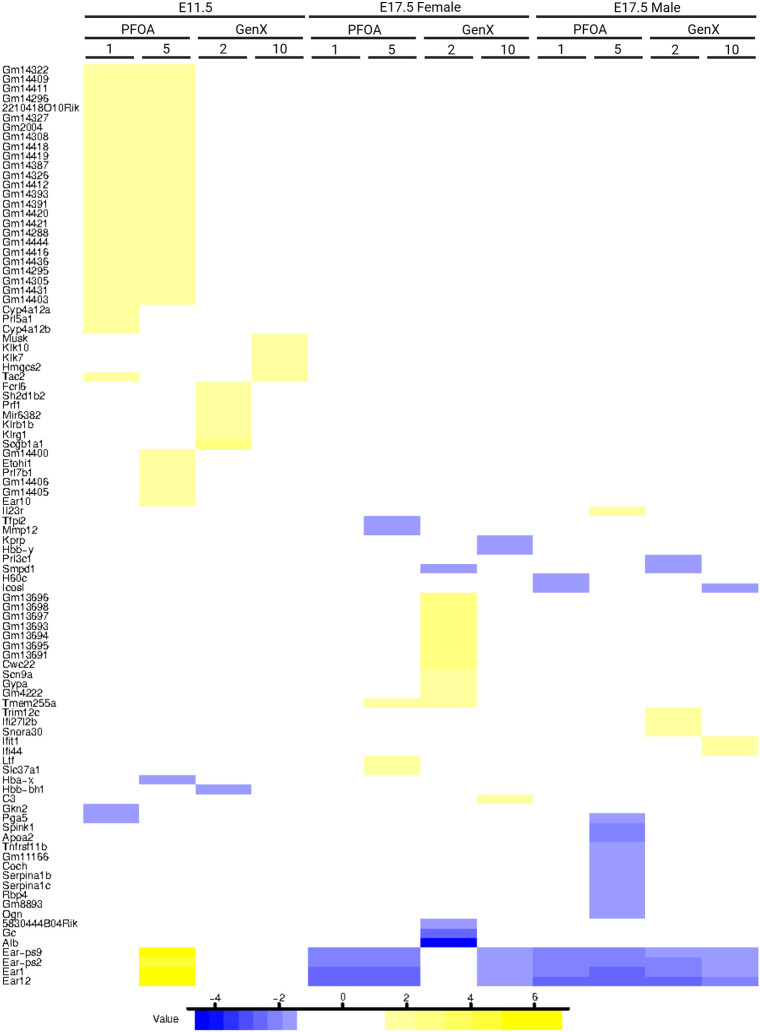
Heatmap indicates significant DEGs identified in placenta after exposure to PFOA (1 or 5 mg/kg) or GenX (2 or 10 mg/kg) at E11.5 and E17.5. Color shading indicates fold-change for the 96 genes with significant expression levels in at least one experimental group, with an absolute fold change of ≥1.5 and *P* ≤ 0.05. White spaces represent comparisons where the gene did not meet the significance threshold.

### 3.2 Verification of Gene Expression by qPCR

Following the transcriptomics analysis, a group of genes underwent further verification by qPCR. The selected genes for verification satisfied one of the two conditions: they displayed either a significant increase (e.g., E 11.5: *Ear1*, *Scgb1a1*; E 17.5: *C3*) or a decrease in expression (e.g., E 11.5: *Gkn2*; E 17.5: *Alb*), or their expression patterns differed between the female (e.g., *GC, Gypa*) and male placenta (e.g., *Rbp4, Serpina1b*) and/or treatment (e.g., GenX: *Smpd1, Prf1*, *Scgb1a1*; PFOA: *Cyp4a12b, Prl5a1*). The verification process confirmed a high level of concordance, with 91% overall agreement between the E 11.5 placenta qPCR gene expression data and the transcriptomics data. 

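The arrays cover 7 of the genes measured by qPCR at E 11.5 with a single symbol, among them *Scgb1a1*, *Gkn2*, *Cyp4a12b* and *Prl5a1*, which makes 28 pairs of a gene and an exposure. In 27 of 28 pairs the array log2 change had the sign of the qPCR value of Table S5, and *Gkn2*, a gastrokine, after 2 mg/kg GenX had the opposite sign on the arrays, with −0.12 (SE 0.336). After 1 mg/kg PFOA the log2 change of *Gkn2* on the arrays was −0.68 (SE 0.336, exact permutation p = 0.0556). Across pairs, Pearson's r was 0.869 and Spearman's rho 0.871, a description only, since genes and exposures that share controls are not independent replicates. The change was larger by qPCR in 25 pairs. Of 5 pairs past 1.5-fold and p of 0.05 by qPCR, 4 passed on the arrays at 1.5-fold and 1 at 2-fold. *Ear1* is not named here, since no transcript cluster carried it as its single symbol.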

A 97% agreement was achieved with respect to expression directionality and 84% agreement of statistically changed genes exhibiting similar expression (qPCR: 1.5-fold change, *P*-value ≤ 0.05; transcriptomics: 2-fold change, *P*-value ≤ 0.005). With respect to the E 17.5 placenta data, a 96% concordance between the qPCR expression data and the transcriptomics data for the established data points falling within the specified thresholds was attained (qPCR: 1.5-fold change, *P*-value ≤ 0.05; transcriptomics: 2-fold change, *P*-value ≤ 0.005). 

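At E 17.5 the arrays cover 6 of the genes measured by qPCR with a single symbol, among them *Alb*, *Apoa2*, *Rbp4* and *Serpina1b*, in 48 pairs of a gene, a sex and an exposure. The array log2 change had the sign of the value of Table S5 in 41 of them. The 7 pairs of opposite sign were *Alb* in females exposed to 10 mg/kg GenX (0.59, SE 0.813 on the arrays), *Apoa2* in females exposed to 1 mg/kg PFOA (0.15, SE 0.641) and in males exposed to 2 (−0.37, SE 0.461) or 10 mg/kg GenX (−0.33, SE 0.461), *Rbp4* in males exposed to 1 mg/kg PFOA (0.049, SE 0.311) or 10 mg/kg GenX (−0.10, SE 0.294) and *Serpina1b* in females exposed to 10 mg/kg GenX (0.013, SE 0.398). Pearson's r across the pairs, which are not independent replicates, was 0.827 and Spearman's rho 0.789, and 37 changes were larger by qPCR. All 6 pairs past 1.5-fold and p of 0.05 by qPCR passed on the arrays at 1.5-fold, and 0 at 2-fold. *C3*, *Gc* and *Gypa* are not named here, since no transcript cluster carried any of them as its single symbol.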

We achieved complete agreement (100%) for directionality and 93% concordance for statistically changed genes exhibiting similar expression (Figure S3 and Table S5).

Expression levels of the prolactin gene family are well characterized spatially and temporally in the mouse placenta, and these genes play important roles during pregnancy; therefore, we used qPCR to further investigate expression levels of prolactin genes which were not captured by our transcriptomics approach. 

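The arrays measured 22 prolactin family genes with a single symbol, which encode placental lactogens and related hormones of trophoblast. For in females exposed to 1 mg/kg PFOA, the family, the median log2 change over 22 measured members was −0.16, with 2 higher and 20 lower (adjusted p = 7.37e-06 from camera, adjusted p = 0.427 with an estimated correlation). Its largest changes at this dose were −0.47 (SE 0.336) for *Prl3c1* and −0.38 (SE 0.290) for *Prl7a1*. The family in females exposed to 10 mg/kg GenX had a median log2 change of −0.12, and 3 against 19 of the 22 measured members lay above and below the controls (camera adjusted p = 0.000172, adjusted p = 0.462 with an estimated correlation). Among 22 measured members of the family in males exposed to 1 mg/kg PFOA, 4 were higher and 18 lower, at a median log2 change of −0.065 (adjusted p = 0.00271 by camera and adjusted p = 0.597 with an estimated correlation). The family in males exposed to 5 mg/kg PFOA showed a median log2 change of −0.10 over 22 measured members, 4 of them higher and 18 lower than in controls (camera, adjusted p = 0.000318, or adjusted p = 0.524 with an estimated correlation). In males exposed to 5 mg/kg PFOA the largest changes were *Prl3c1* with −0.87 (SE 0.336, exact permutation p = 0.0873) and *Prl3d2* with −0.50 (SE 0.401). *Prl3c1* lost its 1.5-fold call there without control replicate 5 (−0.71), or 5 mg/kg PFOA replicate 5 (−0.56). At E 11.5 the family was called higher at 5 mg/kg PFOA. The prolactin family in these placentas had 17 of 22 measured members above and 5 below the controls, with a median log2 change of 0.13 (camera, adjusted p = 0.00656, and adjusted p = 0.565 with an estimated correlation). *Prl7b1* was highest with 0.72 (SE 0.273, exact permutation p = 0.0238), a call lost without control replicate 1 (0.57), followed by *Prl7c1* with 0.70 (SE 0.375). In none of these groups did a member pass when adjusted over the list alone. *Prl6a1* is not named here, since no transcript cluster carried it as its single symbol.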

At E 11.5, *Prl5a1* levels were significantly increased in placenta exposed to 1 mg/kg PFOA (Figure [Fig fig2]A). 

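On the arrays, *Prl5a1*, a member of the prolactin family on chromosome 13 from 28142484 to 28151595 of GRCm38, rose in E 11.5 placentas exposed to 1 mg/kg PFOA. Its level was 7.24 ± 0.518 against 6.40 ± 0.267 in vehicle controls (SD, n = 5 each), a log2 change of 0.84 (SE 0.305, exact permutation p = 0.0318), with 4 of 5 samples above every control. This 1.5-fold call held without each array in turn. The other exposures gave log2 changes of 0.27 (SE 0.305) at 5 mg/kg PFOA, 0.33 (SE 0.305) at 2 mg/kg GenX and 0.14 (SE 0.305) at 10 mg/kg GenX and did not pass.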

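*Prl3a1*, a prolactin family gene of the late placenta on chromosome 13 from 27259489 to 27276660 of GRCm38, was at 11.0 ± 0.118 after 1 mg/kg PFOA and at 11.0 ± 0.122 after 5 mg/kg PFOA in E 17.5 female placentas (SD, n = 5 each). The log2 changes from vehicle controls were −0.29 (SE 0.0943, exact permutation p = 0.0318) and −0.32 (SE 0.0943, exact permutation p = 0.0238), and 2 and 3 of 5 placentas lay below every control. GenX gave −0.14 (SE 0.100) at 2 mg/kg and −0.19 (SE 0.0943) at 10 mg/kg. None of these changes reached 1.5-fold. In male placentas exposed to 5 mg/kg PFOA the log2 change was −0.30 (SE 0.161).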

At E 17.5, expression levels of *Prl3a1* in female placenta exposed to 1 or 5 mg/kg PFOA were significantly lower than those in female vehicle controls (*P* ≤ 0.05; Figure [Fig fig2]B). In male placenta at E 17.5, *Prl4a1* expression levels were significantly lower for both 1 mg/kg PFOA and 2 mg/kg GenX, while only *Prl3c1* levels were significantly lower for the 2 mg/kg GenX group (Figure [Fig fig2]C). 

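On the arrays, *Prl4a1*, on chromosome 13 from 28016212 to 28023548 of GRCm38, was at 9.10 ± 0.156 in male vehicle controls (SD, n = 5), 8.58 ± 0.233 after 1 mg/kg PFOA (SD, n = 4) and 8.78 ± 0.224 after 2 mg/kg GenX (SD, n = 5). The log2 changes were −0.52 (SE 0.196, exact permutation p = 0.0159) and −0.32 (SE 0.185, exact permutation p = 0.0397), both under 1.5-fold, and 3 of 4 and 3 of 5 exposed placentas lay below every control. *Prl3c1*, on the same chromosome from 27196660 to 27203749, was at 6.45 ± 0.455 after 2 mg/kg GenX against 7.25 ± 0.538 in controls (SD, n = 5 each). Its log2 change of −0.81 (SE 0.336, exact permutation p = 0.0397) passed at 1.5-fold, and the call was lost without control replicate 1 (−0.72) or 5 (−0.64), or 2 mg/kg GenX replicate 1 (−0.62). *Prl3c1* also had log2 changes of −0.69 (SE 0.356, exact permutation p = 0.0952) after 1 mg/kg PFOA and −0.69 (SE 0.336, exact permutation p = 0.0873) after 10 mg/kg GenX, which did not pass.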

A significant increase in *Prl6a1* expression levels was observed in male E 17.5 placenta for the 5 mg/kg of PFOA and 10 mg/kg of GenX groups (Figure [Fig fig2]C).

**2 fig2:**
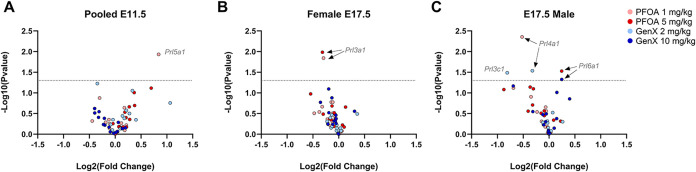
Volcano plots illustrating the perturbations in the distribution of the prolactin gene family in the placenta at (A) E11.5, (B) female placentas at E17.5, and (C) male placentas at E17.5 caused by PFOA and GenX. Transcriptomic data plotted based on −log_10_(*P*-value) as a function of log­(fold change), labeling the statistically significant genes (*P* < 0.05) denoted by gray dotted line.

### 3.3 Pathway Analyses

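Some gene groups were called in the same direction in several exposures, which share their controls. The eosinophil markers were called lower by camera in 7 of 8 exposures at E 17.5. This list includes *Ear-ps2*, *Ear-ps9* and *Ear10*, so its call is not separate from the changes of these genes. Its 8 members outside the Ear family had a median log2 change of −0.0126 over all exposures, at levels near the negative control rows. The list was not tested without the Ear genes. Definitive erythroid genes, which make adult hemoglobin and the red cell membrane, were called lower in all 4 exposures at E 11.5 and higher in 4 of 8 at E 17.5, and interferon-stimulated genes were called higher in 4 of 8 at E 17.5. A separate list of interferon alpha/beta signaling genes was called in no exposure. Hypoxia response genes and targets of PPARα, the nuclear receptor of fatty acids, were called higher in all 4 exposures at E 11.5. Markers of decidual stroma and of uterine natural killer cells were called higher in the same 4, so a larger share of maternal tissue is not excluded. Among 35 lists, 67 of 140 pairs of a list and an exposure were called at E 11.5 (58 higher and 9 lower), 47 in E 17.5 females (28 and 19) and 45 in E 17.5 males (23 and 22). With an estimated correlation 0 pairs were called, the smallest values being adjusted p = 0.362, adjusted p = 0.317 and adjusted p = 0.0995, and limma's fry, which tests whether a list moves on balance 1 way, called 0. Without E 11.5 control replicate 5, 34 pairs were called at E 11.5.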

Significant differentially enriched pathways (DEPs) were detected in all treatment groups across both time points, except E 17.5 male placenta exposed to 1 mg/kg PFOA. 

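Placentas exposed to 1 mg/kg PFOA had the fewest called gene groups among males and among females at E 17.5, and more than at 5 mg/kg PFOA at E 11.5. At E 11.5 camera called 17 (16 higher and 1 lower) of 35 lists at 1 mg/kg PFOA, 14 (12 higher and 2 lower) at 5 mg/kg PFOA, 14 (12 higher and 2 lower) at 2 mg/kg GenX and 22 (18 higher and 4 lower) at 10 mg/kg GenX. In E 17.5 females the numbers were 10 (5 higher and 5 lower), 15 (11 higher and 4 lower), 11 (5 higher and 6 lower) and 11 (7 higher and 4 lower) in the same order. In E 17.5 males they were 6 (1 higher and 5 lower), 14 (1 higher and 13 lower), 13 (12 higher and 1 lower) and 12 (9 higher and 3 lower). The 6 lists of males exposed to 1 mg/kg PFOA were the prolactin family and the markers of spongiotrophoblast and glycogen cells, markers of labyrinth trophoblast, sphingolipid metabolism and TGF-beta receptor signaling, called lower, and the interferon-stimulated genes, called higher. For the spongiotrophoblast and glycogen cell markers, the median log2 change over 28 measured members was −0.055, with 5 higher and 23 lower (adjusted p = 0.000118 from camera, adjusted p = 0.524 with an estimated correlation). The labyrinth trophoblast markers had a median log2 change of −0.061, and 4 against 19 of the 23 measured members lay above and below the controls (camera adjusted p = 0.0200, adjusted p = 0.613 with an estimated correlation). Among 33 measured members of the interferon-stimulated genes, 24 were higher and 9 lower, at a median log2 change of 0.058 (adjusted p = 0.0202 by camera and adjusted p = 0.624 with an estimated correlation). No member of these 3 lists passed when adjusted over the list alone.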

In general, placentas exposed to 1 mg/kg PFOA were less sensitive to significant alterations in MSigDB Hallmark Pathway enrichment and placentas at E 11.5 had fewer DEPs than placentas at E 17.5 (Figure [Fig fig3] and Table S6). 

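In female placentas exposed to 5 mg/kg PFOA, 15 of 35 lists were called, 11 of them higher. Ribosome biogenesis genes, targets of MYC, showed a median log2 change of 0.073 over 28 measured members, 22 of them higher and 6 lower than in controls (camera, adjusted p = 0.000130, or adjusted p = 0.425 with an estimated correlation). TGF-beta receptor signaling genes had 43 of 61 measured members above and 18 below the controls, with a median log2 change of 0.039 (camera, adjusted p = 0.000139, and adjusted p = 0.427 with an estimated correlation). The latter included *Skil*, an inhibitor of SMAD proteins, with 0.28 (SE 0.134) and *Smurf1*, a ubiquitin ligase, with 0.23 (SE 0.0573). For respiratory electron transport genes, the median log2 change over 70 measured members was 0.016, with 41 higher and 29 lower (adjusted p = 0.0276 from camera, adjusted p = 0.623 with an estimated correlation). VEGF signaling genes had a median log2 change of 0.042, and 55 against 28 of the 83 measured members lay above and below the controls (camera adjusted p = 0.00184, adjusted p = 0.317 with an estimated correlation). Adjusted over the list alone, 1 ribosome biogenesis gene and 1 TGF-beta gene passed, and 0 genes of respiratory electron transport and VEGF signaling.
Among 242 measured members of extracellular matrix genes, 58 were higher and 184 lower, at a median log2 change of −0.067 (adjusted p = 0.000690 by camera and adjusted p = 0.564 with an estimated correlation). Besides *Mmp12*, the matrix list had *Mmp10*, another matrix metalloproteinase, at −0.48 (SE 0.229). Collagen formation genes showed a median log2 change of −0.088 over 64 measured members, 10 of them higher and 54 lower than in controls (camera, adjusted p = 0.000130, or adjusted p = 0.623 with an estimated correlation). *Lox*, which crosslinks collagen, was at −0.31 (SE 0.104) and *Col5a2* at −0.30 (SE 0.119), and no gene of either list passed when adjusted over the list alone.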

Female placentas at E 17.5 exposed to 5 mg/kg PFOA had the greatest number of DEPs, which included: Adipogenesis (up), Fatty acid metabolism (up), Heme metabolism (up), MYC targets V1 (up), MYC targets V2 (up), Oxidative phosphorylation (up), and TGF β signaling (up) (Figure [Fig fig3] and Table S7). Six DEPs were identified in male placentas at E 17.5 exposed to 5 mg/kg PFOA, none of which overlapped with those identified in female placentas in the same treatment group: Angiogenesis (down), Cholesterol homeostasis (down), Coagulation (down), Epithelial-mesenchymal transition (down), and Estrogen response late (down) (Figure [Fig fig3] and Table S8). 

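In male placentas exposed to 5 mg/kg PFOA, 13 of the 14 called lists were lower. The extracellular matrix list had 69 of 242 measured members above and 173 below the controls, with a median log2 change of −0.041 (camera, adjusted p = 2.76e-08, and adjusted p = 0.497 with an estimated correlation). For the collagen formation list, the median log2 change over 64 measured members was −0.021, with 20 higher and 44 lower (adjusted p = 0.000318 from camera, adjusted p = 0.624 with an estimated correlation). *Lox*, which crosslinks collagen fibres, was at −0.52 (SE 0.183), and the collagens *Col5a2*, *Col1a2* and *Col6a3* were at −0.43 (SE 0.145), −0.43 (SE 0.169) and −0.40 (SE 0.173). The complement cascade had a median log2 change of −0.073, and 3 against 20 of the 23 measured members lay above and below the controls (camera adjusted p = 0.00115, adjusted p = 0.524 with an estimated correlation). Among 21 measured members of markers of decidual stroma, 3 were higher and 18 lower, at a median log2 change of −0.17 (adjusted p = 0.00137 by camera and adjusted p = 0.597 with an estimated correlation). The ribosome biogenesis list, the called list that was higher, showed a median log2 change of 0.028 over 28 measured members, 21 of them higher and 7 lower than in controls (camera, adjusted p = 0.00297, or adjusted p = 0.524 with an estimated correlation). Lipoprotein metabolism genes had 4 of 19 measured members above and 15 below the controls, with a median log2 change of −0.12 (camera, adjusted p = 0.00575, and adjusted p = 0.597 with an estimated correlation). No member of these lists passed when adjusted over the list alone. The yolk sac endoderm markers, many of which are plasma proteins that liver also makes, were lower in the same placentas, at the median given for *Apoa2*. Placentas of females and of males exposed to 5 mg/kg PFOA shared 4 lists called lower and 1 called higher, and the difference between the sexes was not tested for lists.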

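Of 99 distinct DEGs at 1.5-fold, 27 were called in more than 1 comparison. At E 11.5, 1 and 5 mg/kg PFOA shared 11 higher genes, all predicted genes such as *Gm14295*, *Gm14305* and *Gm14403* or the related *2210418O10Rik*. Independent lists would share 0.0132, and 100 simulations of unchanged groups with a shared control group gave 3.44 on average. In these, all arrays, controls included, were drawn with replacement from the deviations from group means. The same array could therefore enter several groups, and the averages count any shared gene. Such averages do not show how often the same genes would recur across pairs of exposures. *Gm14295* and *Gm14305* were also shared by 5 mg/kg PFOA and 10 mg/kg GenX (2 genes, against 4.66 simulated). In E 17.5 females the genes shared by 1 and 5 mg/kg PFOA were *Ear-ps2* and *Ear-ps9* (2, against 1 simulated and 0.000398 for independent lists), and in males each of the 4 pairs of exposures tested shared *Ear-ps2* and *Ear-ps9*, where the simulations of unchanged groups gave 1.87 to 2.53 shared lower genes on average. Log2 changes over 30179 genes correlated between 0.257 and 0.620 over 12 pairs of exposures, where the simulated medians lay between 0.434 and 0.563, and between −0.219 and −0.0165 when each exposure was set against a separate part of the controls. Between 1 and 5 mg/kg PFOA the covariance was 0.00363 at E 11.5 against a simulated 0.00490, 0.00296 against 0.00411 in females and 0.00268 against 0.00365 in males, and the difference over the 12 pairs ranged from −0.00255 to 0.000839. Genes are not independent replicates in these correlations.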

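GenX and PFOA, which differ in chain length and in the ether oxygen of GenX, were set against each other at the lower and at the higher dose of each, which are 2 against 1 and 10 against 5 mg/kg. *Tac2* at E 11.5 was higher after 10 mg/kg GenX than after 5 mg/kg PFOA by 0.82 (95% interval 0.22 to 1.42). In E 17.5 females *Cwc22* was higher after 2 mg/kg GenX than after 1 mg/kg PFOA by 1.54 (95% interval 0.63 to 2.46) and *Alb* lower, by −3.08 (95% interval −4.86 to −1.29). At the other pair of doses each of these differences had the opposite sign. *Tac2* changed from controls by 0.50 after 2 mg/kg GenX and 0.81 after 1 mg/kg PFOA. *Alb* in females changed by 0.59 after 10 mg/kg GenX and −0.067 after 5 mg/kg PFOA. *Ear-ps2* differed by 0.67 (95% interval 0.16 to 1.19) at the lower and 0.15 (95% interval −0.34 to 0.64) at the higher doses in females, and by −0.0072 (95% interval −0.53 to 0.52) and 0.52 (95% interval 0.021 to 1.01) in males. After adjustment none of these differences passed, and limma called 0 genes in any of the 6 contrasts. The smallest adjusted p was 0.732, and 859 to 1663 genes had an unadjusted p below 0.05. The methods' t-test called 1 gene in males, and limma called 1 there without male 10 mg/kg GenX replicate 2. The intervals leave differences of the size of the exposure effects open.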

Overall, there was very little overlap within (e.g., high dose vs low dose) and between chemical groups at either time point. Fatty acid metabolism, Heme metabolism, and Peroxisome pathways were all positively enriched in female E 17.5 placentas (*P* ≤ 0.05 for all except Peroxisome in the 5 mg/kg PFOA group, which was borderline significant). 

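In female E 17.5 placentas, genes of fatty acid oxidation, red cells and peroxisomes were called higher after 5 mg/kg PFOA and 10 mg/kg GenX. For mitochondrial fatty acid β-oxidation genes at 5 mg/kg PFOA, the median log2 change over 15 measured members was 0.047, with 12 higher and 3 lower (adjusted p = 0.0186 from camera, adjusted p = 0.462 with an estimated correlation). β-oxidation genes at 10 mg/kg GenX had a median log2 change of 0.041, and 11 against 4 of the 15 measured members lay above and below the controls (camera adjusted p = 0.0325, adjusted p = 0.462 with an estimated correlation). Among 15 measured members of β-oxidation genes at 1 mg/kg PFOA, 12 were higher and 3 lower, at a median log2 change of 0.027 (adjusted p = 0.0237 by camera and adjusted p = 0.462 with an estimated correlation). *Acadl*, an acyl-CoA dehydrogenase, was at 0.21 (SE 0.120) after 5 mg/kg PFOA. Definitive erythroid genes at 5 mg/kg PFOA showed a median log2 change of 0.062 over 17 measured members, 11 of them higher and 6 lower than in controls (camera, adjusted p = 0.0146, or adjusted p = 0.623 with an estimated correlation). *Alas2*, the first enzyme of heme synthesis in red cells, was at 0.44 (SE 0.185), *Fech*, the last, at 0.31 (SE 0.134), and *Slc25a37*, which brings iron into mitochondria, at 0.40 (SE 0.127). Definitive erythroid genes at 2 mg/kg GenX had 12 of 17 measured members above and 5 below the controls, with a median log2 change of 0.069 (camera, adjusted p = 0.00535, and adjusted p = 0.564 with an estimated correlation). For definitive erythroid genes at 10 mg/kg GenX, the median log2 change over 17 measured members was 0.066, with 11 higher and 6 lower (adjusted p = 0.0297 from camera, adjusted p = 0.683 with an estimated correlation). Peroxisomal lipid metabolism at 5 mg/kg PFOA had a median log2 change of 0.074, and 14 against 6 of the 20 measured members lay above and below the controls (camera adjusted p = 0.0297, adjusted p = 0.425 with an estimated correlation). Among 20 measured members of peroxisomal lipid metabolism at 10 mg/kg GenX, 17 were higher and 3 lower, at a median log2 change of 0.021 (adjusted p = 0.0265 by camera and adjusted p = 0.425 with an estimated correlation). No member of these lists passed when adjusted over the list alone. Without the library labelled female control replicate 4 the camera adjusted p of β-oxidation was 0.261 at 1 mg/kg PFOA, 0.117 at 5 mg/kg PFOA and 0.299 at 10 mg/kg GenX, and that of peroxisomal lipid metabolism 0.232 at 5 mg/kg PFOA and 0.330 at 10 mg/kg GenX. For the erythroid genes it was 0.00583 at 5 mg/kg PFOA, 0.00333 at 2 mg/kg GenX and 0.0123 at 10 mg/kg GenX.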

For other pathways, the direction of the effect was consistent across groups without reaching statistical significance in every group. For example, epithelial-mesenchymal transition was negatively enriched across all groups at E 17.5 (significant for 5 mg/kg PFOA males and borderline for 10 mg/kg GenX females), and Hypoxia was positively enriched across all groups at E 11.5 (significant for 10 mg/kg GenX and borderline for 2 mg/kg GenX).

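Extracellular matrix genes, many of which serve epithelial-mesenchymal transition, were called lower at 10 mg/kg GenX as well in both sexes at E 17.5, and collagen formation genes in males (camera adjusted p = 0.0567 in females). Matrix genes in females exposed to 10 mg/kg GenX showed a median log2 change of −0.020 over 242 measured members, 87 of them higher and 155 lower than in controls (camera, adjusted p = 0.0145, or adjusted p = 0.716 with an estimated correlation). Matrix genes in males exposed to 10 mg/kg GenX had 58 of 242 measured members above and 184 below the controls, with a median log2 change of −0.049 (camera, adjusted p = 0.00271, and adjusted p = 0.624 with an estimated correlation). For collagen formation in males exposed to 10 mg/kg GenX, the median log2 change over 64 measured members was −0.072, with 6 higher and 58 lower (adjusted p = 8.79e-05 from camera, adjusted p = 0.624 with an estimated correlation). *Col3a1*, a fibrillar collagen, was at −0.33 (SE 0.152) there. The camera adjusted p of the matrix list was 0.0839 in these females without the library labelled female control replicate 4, and 0.00245 in these males without 10 mg/kg GenX replicate 3. No matrix or collagen gene passed in these groups when adjusted over the list alone. At E 11.5 the matrix list at 1 mg/kg PFOA had a median of −0.000754 and a mean of 0.0581, of opposite sign, and was called higher (camera adjusted p = 0.0102, adjusted p = 0.610 with an estimated correlation).
At E 11.5 the hypoxia response genes were called higher in each exposed group. Hypoxia response genes at 10 mg/kg GenX had a median log2 change of 0.14, and 24 against 7 of the 31 measured members lay above and below the controls (camera adjusted p = 2.66e-08, adjusted p = 0.362 with an estimated correlation). *Adm*, which encodes adrenomedullin, was at 0.64 (SE 0.595), *Egln3*, an oxygen-sensing hydroxylase, at 0.58 (SE 0.342), *Hk2*, a hexokinase, at 0.45 (SE 0.331) and *Lox* at 0.87 (SE 0.616). Among 31 measured members of hypoxia response genes at 2 mg/kg GenX, 26 were higher and 5 lower, at a median log2 change of 0.091 (adjusted p = 7.88e-07 by camera and adjusted p = 0.362 with an estimated correlation). *Vegfa* was at 0.36 (SE 0.104) and *Slc2a1*, a glucose transporter, at 0.30 (SE 0.0844), and adjusted over the list alone 2 members passed. Hypoxia response genes at 1 mg/kg PFOA showed a median log2 change of 0.059 over 31 measured members, 22 of them higher and 9 lower than in controls (camera, adjusted p = 0.000558, or adjusted p = 0.451 with an estimated correlation). Hypoxia response genes at 5 mg/kg PFOA had 27 of 31 measured members above and 4 below the controls, with a median log2 change of 0.055 (camera, adjusted p = 0.000236, and adjusted p = 0.451 with an estimated correlation). Without control replicate 5 and 2 mg/kg GenX replicate 5, the median log2 change was 0.13 at 10 mg/kg GenX and 0.021 at 2 mg/kg GenX, and the camera adjusted p 0.0561 at 1 mg/kg PFOA, 0.0270 at 5 mg/kg PFOA, 0.0166 at 2 mg/kg GenX and 1.54e-05 at 10 mg/kg GenX.
Markers of maternal cells were called higher in the same 4 groups. For decidual stroma markers at 10 mg/kg GenX, the median log2 change over 21 measured members was 0.40, with 20 higher and 1 lower (adjusted p = 7.88e-07 from camera, adjusted p = 0.451 with an estimated correlation). Uterine natural killer cell markers at 10 mg/kg GenX had a median log2 change of 0.10, and 20 against 7 of the 27 measured members lay above and below the controls (camera adjusted p = 0.000182, adjusted p = 0.538 with an estimated correlation). In the other 3 groups the median log2 changes were 0.12 at 1 mg/kg PFOA, 0.20 at 5 mg/kg PFOA and 0.17 at 2 mg/kg GenX for decidual stroma, and 0.10, 0.092 and 0.063 for uterine natural killer cells (camera adjusted p from 0.000510 to 0.0204, and adjusted p from 0.565 to 0.721 with an estimated correlation). Without control replicate 5 and 2 mg/kg GenX replicate 5, those for decidual stroma were −0.12, −0.094 and −0.17, and 0.088 at 10 mg/kg GenX, and those for uterine natural killer cells stayed above 0 in all 4. A larger share of maternal tissue in the exposed samples is therefore not excluded, nor is a control sample with less of it.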

**3 fig3:**
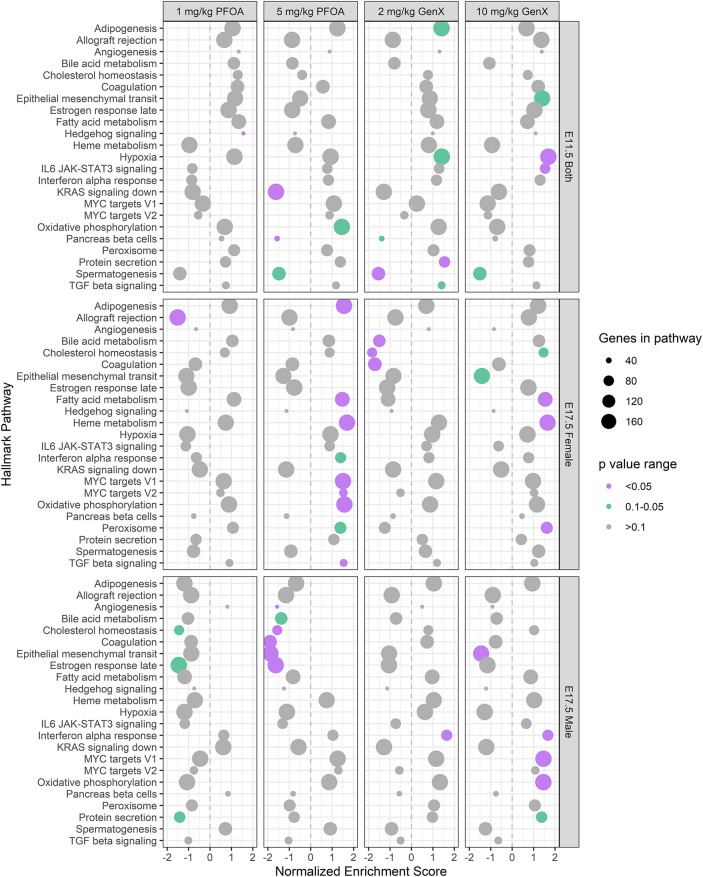
Normalized enrichment scores (NES) for significantly enriched MSigDB Hallmark Pathways in E 11.5 placenta (top panel), E 17.5 female placenta (middle panel), and E 17.5 male placenta (bottom panel). Dot color corresponds to the range of *P*-values associated with the pathway NES (purple: *P* ≤ 0.05, green: 0.05 ≤ *P* ≤ 0.1, and gray: *P* > 0.1). Dot size corresponds to the number of genes in the pathway. Of the 50 MSigDB Hallmark Pathways, only 23 are shown in this figure and represent pathways with a significant NES for at least one time point/treatment group.

Pathway analyses were also performed using IPA and resulted in the identification of numerous significantly enriched pathways with time point and sex-specific patterns. The most common significantly enriched pathways in this analysis included LXR/RXR Activation (2 and 10 mg/kg GenX E 17.5 Female, 5 mg/kg PFOA E 17.5 Male), FXR/RXR Activation (2 and 10 mg/kg GenX E 17.5 Female, 5 mg/kg PFOA E 17.5 Male), Acute Phase Response Signaling (10 mg/kg GenX E 17.5 Female and 5 mg/kg PFOA E 17.5 Male), Erythropoietin Signaling Pathway (5 mg/kg PFOA E 11.5 and 10 mg/kg GenX E 17.5 Female), Iron homeostasis signaling pathway (5 mg/kg PFOA E 11.5 and 10 mg/kg GenX E 17.5 Female), and Sphingomyelin metabolism (2 mg/kg GenX E 17.5 Female and Male, adjusted *P*-value ≤ 0.05; Figure [Fig fig4]A). 

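Lipoprotein and cholesterol synthesis genes were called lower in females exposed to 2 mg/kg GenX, and bile acid and cholesterol synthesis genes higher in females exposed to 10 mg/kg GenX, while camera did not call the acute phase genes in the groups named here. Among 19 measured members of lipoprotein metabolism genes, which are targets of LXR and FXR, in females exposed to 2 mg/kg GenX, 4 were higher and 15 lower, at a median log2 change of −0.15 (adjusted p = 0.000465 by camera and adjusted p = 0.425 with an estimated correlation). Bile acid metabolism genes in females exposed to 10 mg/kg GenX showed a median log2 change of 0.046 over 43 measured members, 35 of them higher and 8 lower than in controls (camera, adjusted p = 6.74e-05, or adjusted p = 0.425 with an estimated correlation). Cholesterol synthesis genes in females exposed to 2 mg/kg GenX had 3 of 19 measured members above and 16 below the controls, with a median log2 change of −0.058 (camera, adjusted p = 0.0130, and adjusted p = 0.425 with an estimated correlation). For cholesterol synthesis genes in females exposed to 10 mg/kg GenX, the median log2 change over 19 measured members was 0.052, with 14 higher and 5 lower (adjusted p = 0.00873 from camera, adjusted p = 0.425 with an estimated correlation). Acute phase genes in males exposed to 5 mg/kg PFOA had a median log2 change of −0.060, and 10 against 14 of the 24 measured members lay above and below the controls (camera adjusted p = 0.816, adjusted p = 0.962 with an estimated correlation). Among 24 measured members of acute phase genes in females exposed to 10 mg/kg GenX, 16 were higher and 8 lower, at a median log2 change of 0.036 (adjusted p = 0.381 by camera and adjusted p = 0.899 with an estimated correlation). The lipoprotein and acute phase lists hold plasma protein genes that yolk sac endoderm also expresses, and the yolk sac markers moved the same way as the lipoprotein genes in females exposed to 2 mg/kg GenX. Yolk sac endoderm markers in females exposed to 2 mg/kg GenX showed a median log2 change of −0.49 over 34 measured members, 0 of them higher and 34 lower than in controls (camera, adjusted p = 9.79e-11, or adjusted p = 0.462 with an estimated correlation). Yolk sac endoderm markers in females exposed to 10 mg/kg GenX had 28 of 34 measured members above and 6 below the controls, with a median log2 change of 0.14 (camera, adjusted p = 0.0951, and adjusted p = 0.907 with an estimated correlation).
For definitive erythroid genes in E 11.5 placentas exposed to 5 mg/kg PFOA, the median log2 change over 17 measured members was −0.20, with 2 higher and 15 lower (adjusted p = 0.00168 from camera, adjusted p = 0.610 with an estimated correlation). Definitive erythroid genes at E 11.5 after 10 mg/kg GenX had a median log2 change of −0.24, and 0 against 17 of the 17 measured members lay above and below the controls (camera adjusted p = 8.74e-07, adjusted p = 0.451 with an estimated correlation). *Rhag*, a protein of the red cell membrane, was at −0.53 (SE 0.253) there. Without control replicate 5 and 2 mg/kg GenX replicate 5 the camera adjusted p was 0.108 at 5 mg/kg PFOA and 0.00117 at 10 mg/kg GenX. Among 42 measured members of iron uptake and transport genes at 5 mg/kg PFOA in E 11.5 placentas, 26 were higher and 16 lower, at a median log2 change of 0.030 (adjusted p = 0.121 by camera and adjusted p = 0.610 with an estimated correlation). *Smpd1*, which encodes acid sphingomyelinase, was lower in females exposed to 2 mg/kg GenX by −0.64 (SE 0.196, exact permutation p = 0.0238), a call lost without control replicate 3 (−0.58), or 2 mg/kg GenX replicate 1 (−0.56) or 4 (−0.55). Sphingolipid metabolism genes in females exposed to 2 mg/kg GenX showed a median log2 change of −0.015 over 60 measured members, 21 of them higher and 39 lower than in controls (camera, adjusted p = 0.269, or adjusted p = 0.683 with an estimated correlation). Sphingolipid metabolism genes in males exposed to 2 mg/kg GenX had 25 of 60 measured members above and 35 below the controls, with a median log2 change of −0.011 (camera, adjusted p = 0.710, and adjusted p = 0.853 with an estimated correlation). Camera called neither the iron list nor the sphingolipid list in these groups. Adjusted over the list alone, 1 iron gene passed, and 0 genes of the other lists.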

Upstream regulator analysis in IPA yielded five enriched upstream genes that were significantly enriched in 5 mg/kg PFOA E 11.5 and all E 17.5 dose groups for both sexes except 2 mg/kg GenX E 17.5 Female: Doublesex and mab-3 related transcription factor 1 (DMRT1), C2 Calcium-Dependent Domain Containing 5 (C2CD5), Forkhead Box A3 (FOXA3), Mbt Domain Containing 1 (MBTD1), and Peptidylprolyl Cis/Trans Isomerase, NIMA-Interacting 1 (PIN1; Figure [Fig fig4]B). The greatest number of significantly enriched upstream regulators were identified for the 10 mg/kg GenX E 17.5 Male group (*N* = 38 genes; Figure [Fig fig4]B). The most significantly enriched genes included AIRE (10 mg/kg GenX E 17.5 Male), FZD9 (10 mg/kg GenX E 17.5 Male), and ADAR (10 mg/kg GenX E 17.5 Male; Figure [Fig fig4]B).

**4 fig4:**
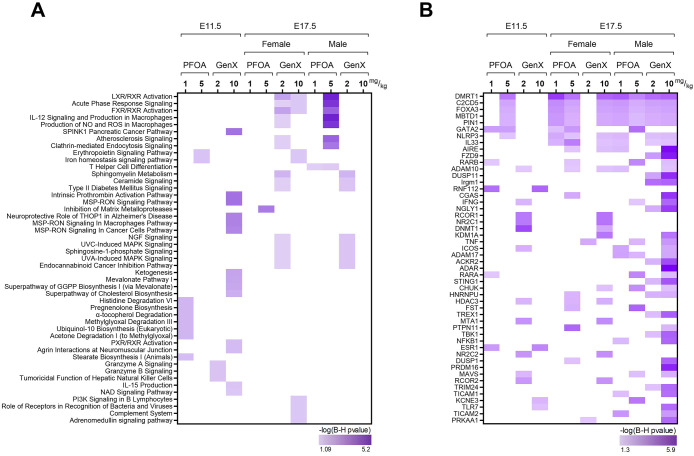
Ingenuity pathway analysis comparison of shared canonical pathways and upstream regulators. (A) Heatmap indicating significantly enriched pathways identified in placenta after exposure to PFOA or GenX at E 11.5 and E 17.5. Color shading indicates −log­(Benjamini-Hochberg adjusted *P-*value), *P ≤ 0.05. White spaces represent comparisons where the pathway did not meet the significance threshold. (B) Heatmap indicating significantly enriched upstream genes identified in placenta after exposure to PFOA or GenX at E 11.5 and E 17.5. Color shading indicates *P* ≤ 0.05 with −log­(Benjamini-Hochberg adjusted *P*-value). White spaces represent comparisons where the pathway did not meet the significance threshold.

### 3.4 Placental Morphometry

Based on preliminary histopathological findings in our earlier report,[Bibr ref21] a more thorough investigation of adverse histopathological changes in the placenta was conducted by Foley et al.,[Bibr ref32] who found that treatment-related effects in the placenta were consistent with maternal vascular malperfusion of the placenta. Therefore, morphometric analyses were performed on the placenta collected at E 17.5 to provide deeper insight into the impact of PFAS on the size of the different placental regions (both absolute and relative to total placental area) and spiral arteries (Figure [Fig fig5]A–G). There were no treatment-related effects on the absolute area of the decidua or junctional zone for male and female E 17.5 placenta (Figure [Fig fig5]B, Tables S9 and S10), though it should be noted that Foley et al.[Bibr ref32] reported increased thickness of the junctional zone. Labyrinth area was significantly increased in the high dose groups for both PFOA and GenX in E 17.5 females and males, while total placenta area was significantly increased in E 17.5 males in the 5 mg/kg PFOA group only (*p* < 0.05, Figure [Fig fig5]B,E,F, Tables S9 and S10). The size of the labyrinth, junctional zone, and decidua relative to the total placenta area was also determined for placenta collected at E 17.5. Relative decidua area was significantly decreased by 32% (females) and 21% (males) in the 10 mg/kg GenX group and 19% (females) and 27% (males) in the 5 mg/kg PFOA group (*P* < 0.05, Figure [Fig fig5]B, Tables S9 and S10). In general, the relative decidua size in treated groups tended to be reduced relative to controls, but this effect did not reach statistical significance in the low-dose groups. There was also a significant 14% increase in relative labyrinth size in E 17.5 female placenta in the 10 mg/kg GenX group (*P* < 0.05, Figure [Fig fig5]B and Table S9) and a significant increase in the ratio of labyrinth to decidua for 10 mg/kg GenX female placenta and 5 mg/kg PFOA male placenta (*P* < 0.05, Figure [Fig fig5]G, Tables S9 and S10).

**5 fig5:**
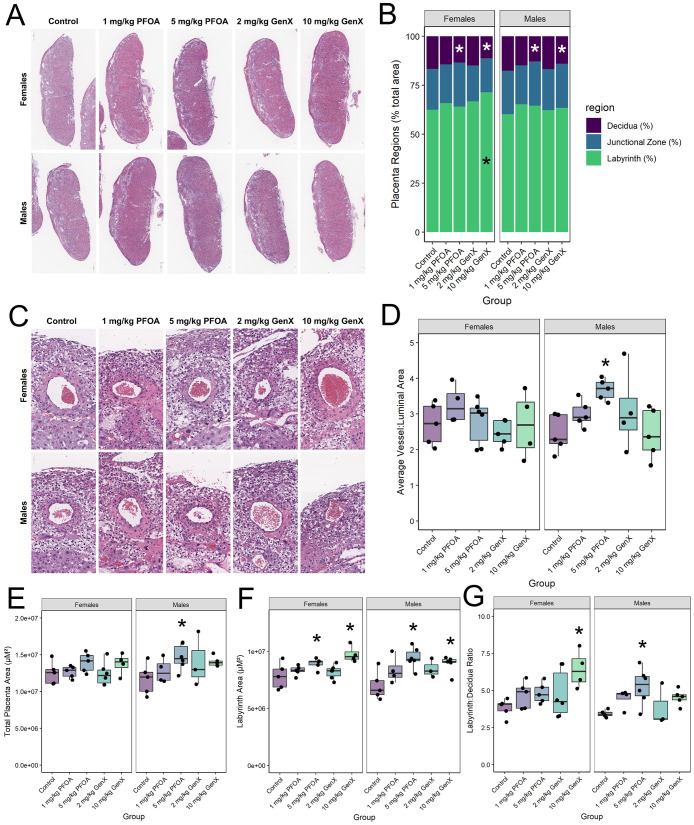
Placental morphometry is altered in male and female placentas following the gestational exposure to PFOA or GenX. (A) Representative cross sections of whole placentas at 5× magnification stained with hematoxylin and eosin (H&E). (B) Relative area of the placental decidua, junctional zone, and labyrinth shown as a percentage of total placenta area. (C) Representative images of the maternal spiral arteries at 40× magnification stained with H&E. (D) Average vessel area to average luminal area of the spiral arteries. (E) Total placenta area, (F) labyrinth area, (G) ratio of the labyrinth area to the decidua area. *P < 0.05 ANOVA with post hoc correction using Dunn Test. Image created using BioRender.

The luminal area and total vessel area, inclusive of the arterial wall, were determined, and the ratio between the two was calculated as an estimate of impaired arterial remodeling. There was a significant increase in the ratio of average vessel to luminal area for 5 mg/kg PFOA male placenta (*P* < 0.05, Figure [Fig fig5]C,D and Table S10). There were no significant treatment-related effects for the average vessel area, average luminal area, and average luminal length (Tables S9 and S10).

### 3.5 Gene Expression-Phenotype Analysis

To determine whether specific genes or sets of genes were associated with phenotypic changes in the placenta, we performed correlation analyses (for fetal weight, placental weight, fetal:placental weight ratios, morphometry, and histopathology).

Overall, for E 17.5 female placenta, there were 451 genes significantly correlated with at least one phenotypic end point, while for E 17.5 male placenta, there were 603 significantly correlated genes (Table S11). For E 17.5 female placenta, end points with the greatest number of significantly correlated genes included coagulative necrosis of spongiotrophoblasts in the junctional zone (*N* = 109), fetal:placental weight ratio (*N* = 45), average vessel luminal area (*N* = 37), angiectasis of the junctional zone (*N* = 31), labyrinth congestion (*N* = 24), and glycogen cell lacunae with minimal acellular contents (*N* = 24; Table S11). For E 17.5 male placenta, end points with the greatest number of significantly correlated genes included decidua to junctional zone ratio (*N* = 104), relative decidua area (*N* = 61), coagulative necrosis of spongiotrophoblasts in the junctional zone (*N* = 56), glycogen cell lacunae with acellular basophilic contents in the junctional zone (*N* = 32), and angiectasis in the junctional zone (*N* = 32, Table S11). 

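In male E 17.5 placentas exposed to 5 mg/kg PFOA, the genes *Serpina1b*, an inhibitor of elastase, and *Gm8893*, a neighbouring predicted gene, had lower mean levels, as had *Apoa2*. *Serpina1b* lies on chromosome 12 from 103728156 to 103738189 of GRCm38 and *Gm8893* on the same chromosome from 103817771 to 103822261. *Serpina1b* was at 6.43 ± 0.253 against 7.22 ± 0.533 in vehicle controls and *Gm8893* at 6.21 ± 0.325 against 6.95 ± 0.602 (SD, n = 5 each). *Gm8893* had a log2 change of −0.74 (SE 0.369, exact permutation p = 0.0556), which missed the unadjusted p of 0.05 from limma, with 1 of 5 exposed placentas below every control. At the other exposures *Serpina1b* had log2 changes of −0.47 (SE 0.363) at 1 mg/kg PFOA, 0.044 (SE 0.342) at 2 mg/kg GenX and −0.27 (SE 0.342) at 10 mg/kg GenX, and *Gm8893* −0.30 (SE 0.391), 0.065 (SE 0.369) and −0.22 (SE 0.369). The yolk sac endoderm markers were called lower in the placentas exposed to 5 mg/kg PFOA as well by camera, but not with an estimated correlation (adjusted p = 0.524).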

Of the 104 genes significantly correlated with decidua to junctional zone ratio in male placenta, 3 of these genes overlapped with the group of DEGs identified using less stringent criteria (fold ≥1.5 and *P* ≤ 0.05) and included *Apoa2*, *Serpina1b*, and *Gm8893* (Figure [Fig fig5]A–C; Table S11). 

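*Fam189a2*, on chromosome 19 from 23972750 to 24031436 of GRCm38, was at 7.78 ± 0.319 in male E 17.5 vehicle controls and at 7.46 ± 0.214 after 5 mg/kg PFOA (SD, n = 5 each). The log2 change of −0.32 (SE 0.126, exact permutation p = 0.0794) was under 1.5-fold, with 0 of 5 exposed placentas below every control. The other exposures gave −0.036 (SE 0.133) at 1 mg/kg PFOA, −0.049 (SE 0.126) at 2 mg/kg GenX and −0.20 (SE 0.126) at 10 mg/kg GenX.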

Of the 8 genes significantly correlated with decidua necrosis in E 17.5 males, only *Fam189a2* was identified as a DEG (Figure [Fig fig6]D; Table S11). 

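*Met*, which encodes the receptor of hepatocyte growth factor and lies on chromosome 6 from 17463349 to 17573980 of GRCm38, was at 6.49 ± 0.121 in female E 17.5 vehicle controls, 6.76 ± 0.168 after 5 mg/kg PFOA and 6.78 ± 0.201 after 10 mg/kg GenX (SD, n = 5 each). These are log2 changes of 0.27 (SE 0.105, exact permutation p = 0.0159) and 0.29 (SE 0.105, exact permutation p = 0.0476), and in each group 4 of 5 placentas lay above every control. The lower doses gave 0.20 (SE 0.105) with PFOA and 0.15 (SE 0.111) with GenX. *Gm13316*, a predicted gene on chromosome 2 from 14811753 to 14812536, had log2 changes of 0.18 (SE 0.0562, exact permutation p = 0.00794) at 1 mg/kg PFOA, 0.17 (SE 0.0562, exact permutation p = 0.0318) at 5 mg/kg PFOA, 0.17 (SE 0.0596, exact permutation p = 0.0318) at 2 mg/kg GenX and 0.10 (SE 0.0562) at 10 mg/kg GenX. None of these changes reached 1.5-fold. The gene *2310036O22Rik* is not named here, since no transcript cluster carried it as its single symbol.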

For the E 17.5 female placenta, three of the 15 genes significantly correlated with maternal sinus dilation were identified as DEGS: *2310036O22Rik*, *Gm13316*, and *Met* (Figure [Fig fig6]E–G; Table S11).

**6 fig6:**
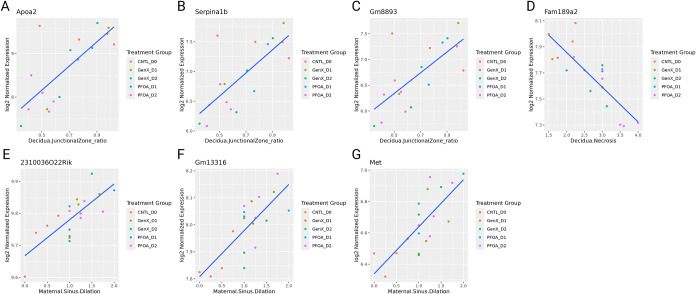
DEGs significantly correlated with placenta end points in E17.5 male (A–D) and female (E–G) placenta following gestational exposure to PFOA or GenX. Gene expression of (A) *Apoa2*, (B) *Serpina1b*, and (C) *Gm8893* was positively correlated with the ratio of decidua to junctional zone area, with higher expression levels and ratios in E17.5 male controls. Gene expression of (D) *Fam189a2* was negatively correlated with decidua necrosis, with higher expression levels and lower decidua necrosis in E17.5 male controls. Gene expression of (E) *2310036O22Rik*, (F) *Gm13316*, and (G) *Met* was positively correlated with maternal sinus dilation, with lower expression levels and lower maternal sinus dilation in E17.5 female controls.

### 3.6 Quantitative Adverse Outcome Pathway (qAOP) Analysis

We assessed the three recently published putative AOPs for neonatal mortality (AOP 1), low birth weight (LBW)/fetal growth restriction (FGR) (AOP 2), and neonatal mortality (AOP 3) (described in Rogers et al. 2023[Bibr ref37]) for significant enrichment by the transcriptome-wide placental gene expression changes reported here (Figure [Fig fig7]). For AOP 1, there was significant enrichment of three out of four molecular initiating events: PPARalpha activation (E 11.5 1 mg/kg PFOA; E 11.5 10 mg/kg GenX; E 17.5 Female 1 mg/kg PFOA), PPARgamma activation (E 11.5 2 mg/kg GenX; E 11.5 10 mg/kg GenX; E 17.5 Female 2 mg/kg GenX; E 17.5 Female 10 mg/kg GenX; E 17.5 Female 1 mg/kg PFOA; E 17.5 Female 5 mg/kg PFOA), and CAR/PXR activation (E 17.5 Female 1 mg/kg PFOA; E 17.5 5 mg/kg PFOA; Figure [Fig fig7]). 

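Targets of PPARα, genes of fatty acid oxidation and storage, were called higher in each group at E 11.5, as were markers of decidual stroma and uterine natural killer cells, so a larger share of maternal tissue is not excluded. For PPARα targets at E 11.5 after 1 mg/kg PFOA, the median log2 change over 37 measured members was 0.014, with 22 higher and 15 lower (adjusted p = 0.00930 from camera, adjusted p = 0.513 with an estimated correlation). PPARα targets at E 11.5 after 10 mg/kg GenX had a median log2 change of 0.034, and 22 against 15 of the 37 measured members lay above and below the controls (camera adjusted p = 0.000118, adjusted p = 0.378 with an estimated correlation). *Pdk4*, a kinase that turns fuel use towards fat, was at 0.55 (SE 0.186) after 10 mg/kg GenX, *Ehhadh*, a peroxisomal oxidation enzyme, at 0.53 (SE 0.162) and *Acot2*, an acyl-CoA thioesterase, at 0.45 (SE 0.210). Among 37 measured members of PPARα targets at E 11.5 after 5 mg/kg PFOA, 22 were higher and 15 lower, at a median log2 change of 0.033 (adjusted p = 0.0219 by camera and adjusted p = 0.552 with an estimated correlation). PPARα targets at E 11.5 after 2 mg/kg GenX showed a median log2 change of 0.061 over 37 measured members, 24 of them higher and 13 lower than in controls (camera, adjusted p = 0.000889, or adjusted p = 0.451 with an estimated correlation). In E 17.5 females exposed to 1 mg/kg PFOA camera did not call the list. PPARα targets in these placentas had 24 of 37 measured members above and 13 below the controls, with a median log2 change of 0.025 (camera, adjusted p = 0.0918, and adjusted p = 0.539 with an estimated correlation). For PPARα targets in E 17.5 females after 5 mg/kg PFOA, the median log2 change over 37 measured members was 0.052, with 22 higher and 15 lower (adjusted p = 0.0179 from camera, adjusted p = 0.425 with an estimated correlation). PPARα targets in E 17.5 males after 2 mg/kg GenX had a median log2 change of 0.047, and 23 against 14 of the 37 measured members lay above and below the controls (camera adjusted p = 0.00271, adjusted p = 0.274 with an estimated correlation). No member passed in any of these groups when adjusted over the list alone. Without E 11.5 control replicate 5 and 2 mg/kg GenX replicate 5 the camera adjusted p was 0.0732 after 1 mg/kg PFOA and 0.00127 after 10 mg/kg GenX, and without the library labelled female control replicate 4 it was 0.150 in E 17.5 females after 5 mg/kg PFOA.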

Cell and organ level key events with significant enrichment in AOP 1 included decreased trophoblast invasion and angiogenesis (E 11.5 1 mg/kg PFOA, 5 mg/kg PFOA, 2 mg/kg GenX, 10 mg/kg GenX; E 17.5 Female 2 mg/kg GenX), and perinatal hypoglycemia (E 17.5 Female 2 and 10 mg/kg GenX; E 17.5 Male 2 mg/kg GenX; Figure [Fig fig7]). AOP 2 shared several MIEs with AOP 1 (CAR/PXR activation, PPARalpha and γ activation) and was significantly enriched in a separate MIE unique to AOP 2: transthyrethrin binding (E 11.5 1 mg/kg PFOA; E 11.5 10 mg/kg GenX; E 17.5 Female 1 mg/kg PFOA). AOP 3 was significantly enriched at both MIEs: Impaired pulmonary surfactant function (E 17.5 F 5 mg/kg PFOA) and PPARgamma downregulation (E 11.5 5 mg/kg PFOA; E 11.5 2 mg/kg GenX; E 17.5 Female 1 mg/kg PFOA, 5 mg/kg PFOA, 2 mg/kg GenX, 10 mg/kg GenX; Figure [Fig fig7]).

**7 fig7:**
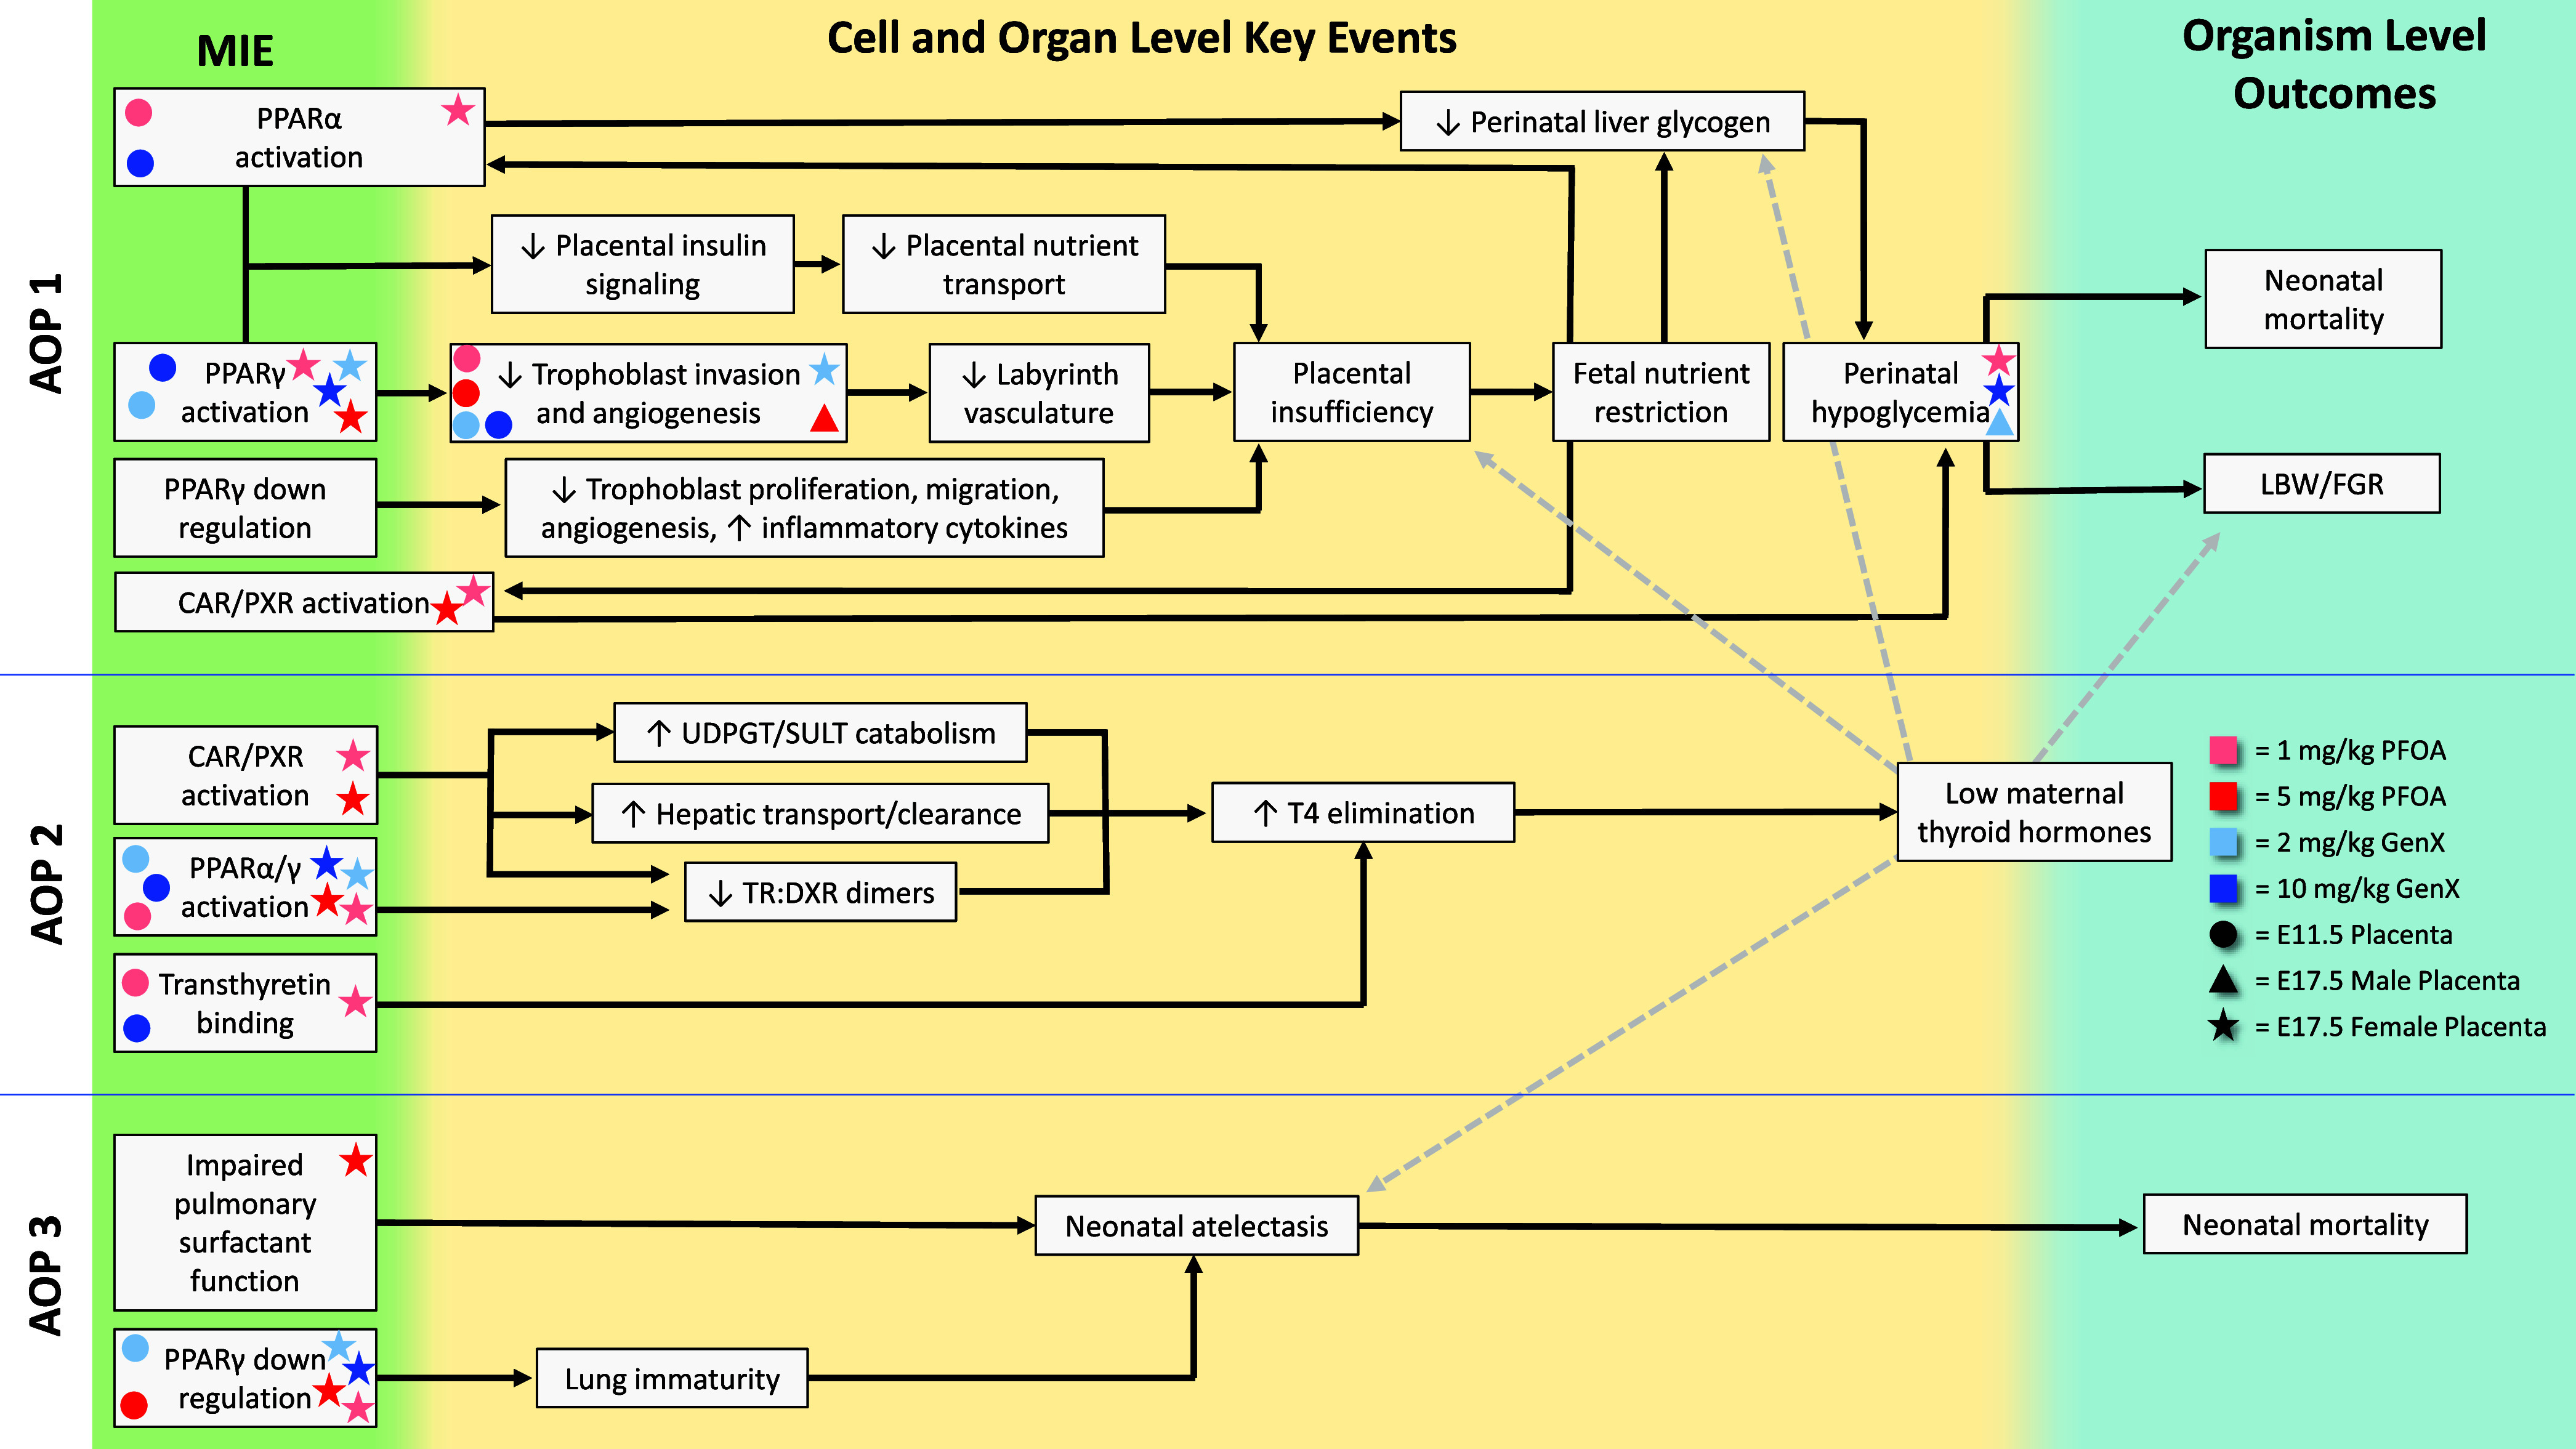
Mapping of transcriptomic data to the AOP network proposed by Rogers et al. (2023). Molecular initiating events and Key Events are marked with symbols to indicate significant enrichment of the AOP component by placental transcriptomic results. Pink symbols = 1 mg/kg PFOA, red symbols = 5 mg/kg PFOA, light blue symbols = 2 mg/kg GenX, and dark blue symbols = 10 mg/kg GenX. Circles = pooled E 11.5 placenta, triangles = E 17.5 male placenta, and stars = E 17.5 female placenta. Figure adapted with permission from Rogers et al. (2023) 2023 The Authors. *Birth Defects Research* is published by Wiley Periodicals LLC.

## 4 Discussion

Placental transcriptomic data were evaluated in samples collected during the original study by Blake et al. (2020)[Bibr ref21] following gestational exposure to PFOA (1 or 5 mg/kg/day) or GenX (2 or 10 mg/kg/day) from E 1.5 through E 11.5 and E 17.5 in order to determine molecular pathways underlying previously observed phenotypic changes, including altered fetal-placental weight ratios and histopathological changes consistent with maternal vascular malperfusion in the placenta. [Bibr ref21],[Bibr ref32] Although a relatively low number of individual significant DEGs were identified, placental morphometry, pathway analyses, and gene expression-phenotype correlation analyses revealed developmental time point and sex-specific placental responses to gestational exposure to PFOA or GenX. Furthermore, we mapped the transcriptomic data to a putative adverse outcome pathway (AOP) network for neonatal mortality and lower birth weight proposed by Rogers et al. (2023)[Bibr ref37] and found significant enrichment of molecular initiating events (MIE) for all three AOPs in the network. Taken together, the data presented herein provide insight into the underlying biological pathways disrupted in the placenta following gestational exposure to two different PFAS.

Exposure to certain PFAS in humans is associated with increased risk for numerous adverse pregnancy outcomes including hypertensive disorders of pregnancy (HDP) such as preeclampsia. Preeclampsia is a complex pregnancy condition thought to represent a heterogeneous syndrome resulting from multiple pathogenic pathways.[Bibr ref38] One hypothesized pathway is excess hypercoagulation leading to microthrombi in placental circulation and decreased placental perfusion, resulting in maternal hypertension and proteinuria.[Bibr ref39] In healthy pregnancies, various hemostatic and inflammatory mediators interact to generate a state of hypercoagulability. [Bibr ref40],[Bibr ref41] A study in humans comparing the proteomic profile of maternal serum in early onset severe preeclamptic to uncomplicated pregnancies demonstrated that the complement and coagulation cascades were the main differentially enriched pathways.[Bibr ref42] Here we report dysregulation of numerous pathways related to hemostasis (e.g., coagulation Hallmark Pathway and atherosclerosis, erythropoietin signaling, intrinsic prothrombin activation, and complement system Canonical Pathways) in placenta after gestational exposure to PFOA or GenX. These pathway changes were coherent with the observed maternal vascular malperfusion phenotype reported in Foley et al.[Bibr ref32] It is possible that gestational exposure to certain PFAS increases risk for hypertensive disorders of pregnancy such as preeclampsia through disruption of hemostatic processes.

Hypercoagulability and low-grade inflammation are among the many physiological adaptations that occur during normal pregnancy and disruptions in hemostasis and inflammatory responses (also called thrombo-inflammatory processes) have been implicated in the etiology of adverse pregnancy outcomes including preeclampsia and intrauterine growth restriction. [Bibr ref40],[Bibr ref43] Specifically, placental trophoblast activation of platelets, which in turn activates pro-inflammatory factors, may play a critical role in mediating thrombo-inflammatory processes implicated in HDP.[Bibr ref40] Our data support the hypothesis that complex thrombo-inflammatory interactions involving hemostasis and the innate immune system may be perturbed by gestational exposure to certain PFAS. In addition to providing evidence for disrupted hemostatic pathways, we also identified disrupted pathways in the innate immune response (e.g., IL-12 signaling and production in macrophages, acute phase response signaling) in the mouse placenta following exposure to PFOA or GenX, which may indicate immune maladaptation in response to the exposure. Furthermore, IL-33 and NLRP3 were identified as significant upstream regulators in all exposure groups at E 17.5 except for the 2 mg/kg GenX female group. Prior work has suggested that activation of the NLRP3 inflammasome inhibits IL-33 signaling in preeclampsia, resulting from disruption of abnormal vascular remodeling during early pregnancy. [Bibr ref44],[Bibr ref45] In a human pregnancy cohort, total serum PFAS levels were found to be significantly inversely associated with numerous hematological biomarkers with specific roles in the immune system, including platelets.[Bibr ref46] Given that several well-studied PFAS are considered immunotoxicants, [Bibr ref47],[Bibr ref48] the link between maternal levels of these are other PFAS, thrombo-inflammatory processes, and birth outcomes is a critical data gap warranting further exploration.

The placental prolactin gene family (*Prl*) plays a critical role in the establishment and maintenance of healthy pregnancy, including vascular remodeling, hematopoiesis, and immune regulation of uterine natural killer cells.[Bibr ref49] Additionally, placental prolactin plays an important role in the epithelial-mesenchymal transition (EMT) of extravillous trophoblasts, which facilitates the ability of trophoblasts to invade the decidua. [Bibr ref50],[Bibr ref51] In the present study, the EMT pathway was found to have decreased enrichment in E 17.5 male placenta in the 5 mg/kg PFOA group. Further, we identified alterations in the expression level of several members of the prolactin gene family, including decreased expression of *Prl3a1* (E 17.5 female 1 and 5 mg/kg PFOA), *Prl3c1* (E 17.5 male 2 mg/kg GenX) and *Prl4a1* (E 17.5 male 1 mg/kg PFOA and 2 mg/kg GenX) and increased expression of *Prl5a1* (E 11.5 1 mg/kg GenX) and *Prl6a1* (E 17.5 male 5 mg/kg PFOA and 10 mg/kg GenX). *Prl4a1* is thought to play an important role in regulating pregnancy adaptations in response to hypoxia. [Bibr ref52],[Bibr ref53] Prior work in humans have shown reduced expression of *PRL3A1* in placentas of humans born small for gestational age,[Bibr ref54] while *Prl3a1* levels were reduced in term placenta in nutrient-restricted mice.[Bibr ref55] *Prl5a1* levels were increased at E 11.5 (1 mg/kg PFOA), which may reflect a compensatory change as *Prl5a1* is a specific marker of intrauterine invasive trophoblast cells.[Bibr ref56]

We observed significant correlations between gene expression and placental phenotypes in male and female E 17.5 placenta including several genes that were also identified as significant DEGs. In E 17.5 males, serine peptidase inhibitor, clade A, member 1B (*Serpina1b*) and apolipoprotein A2 (*Apoa2*) expression levels were positively correlated with the ratio of decidua to junctional zone, with exposed males having lower levels of expression and lower ratios compared with control males. In a study of human pregnancies, protein and mRNA levels of SERPINA1 were decreased on the maternal side of the placenta in spontaneous preterm births[Bibr ref57] while other studies have found that increased and aberrant urinary SERPINA1 peptides were associated with preeclampsia. [Bibr ref58],[Bibr ref59] The link between placenta *Serpina1* expression and urinary SERPINA1 peptides is not entirely clear, but it has been hypothesized that the serine protease inhibitor (SERPIN) gene family is induced by hypoxia and expression levels are modified in preeclamptic placentas.[Bibr ref60] Studies of nutrient restriction in rats[Bibr ref61] and of intrahepatic cholestasis of pregnancy in women[Bibr ref62] have shown up-regulation of the *Apoa2* gene and protein, respectively. A study of women with gestational diabetes mellitus, however, found plasma levels of APOA2 were significantly lower than controls.[Bibr ref63] While our study showed exposed animals had decreased expression of *Apoa2*, coinciding with decreased decidua to junctional zone ratios, it is possible that this gene expression pattern may reflect a compensatory mechanism occurring in late gestation. Regardless, the expression and activity of apolipoproteins play a critical role in placental cholesterol transport and is downstream of LXR/RXR and FXR/RXR activation,[Bibr ref61] which we found to be significantly enriched by the gene set in the GenX-exposed E 17.5 female placenta and 5 mg/kg PFOA E 17.5 male placenta. The biological significance of the correlation between expression levels of genes like *Apoa2* and *Serpina1b* and the ratio of decidua to junctional zone is not yet clear, however in a reduced uterine perfusion pressure mouse model of preeclampsia, the junctional zone was found to be significantly larger than in control animals.[Bibr ref64]

Aberrant hypoxia may be an important mechanism through which certain PFAS induce placental alterations. We observed consistent positive normalized enrichment scores for the Hypoxia Hallmark pathway in placenta at E 11.5, though only the 10 mg/kg GenX group reached statistical significance. Under normal circumstances, hypoxia serves as an essential signaling mechanism that directs trophoblast cell differentiation, placentation, and placental development (reviewed by Soares et al. 2018[Bibr ref65]). Thus, even small disruptions of hypoxia levels in the developing placenta may be biologically significant to the developing fetus. As discussed, prolactin family genes and SERPIN family genes regulate expression levels in response to placental hypoxia and were significantly altered in this study. Expression levels of MET proto-oncogene, receptor tyrosine kinase (*Met*) were significantly correlated with the severity of maternal sinus dilation in female E17.5 placenta, with controls exhibiting low expression levels and low incidence of sinus dilation. During placental development, Met serves as a receptor for hepatocyte growth factor (HGF), a critical regulator of placental development involved in trophoblast migration, invasion, and vascular remodeling. A study of *ex vivo* human placental cells provided evidence for the dysregulation of HGF/Met signaling under hypoxic conditions[Bibr ref49] while other studies have demonstrated a link between dysregulation of the Met/ERK pathway (downstream of HGF/Met) and preeclampsia. [Bibr ref66]−[Bibr ref67] [Bibr ref68]

Fatty acid uptake, metabolism, and oxidation in the placenta are critical to fuel its energetic demands at all stages of development, and disruptions in mitochondrial fatty acid oxidation (FAO) are associated with preeclampsia and HELLP syndrome (hemolysis, elevated liver enzymes, and low platelets).[Bibr ref69] Fetal growth and development can be altered by decreased placental fatty acid β-oxidation, leading to intracellular lipid accumulation, which perturbs the transport of fatty acids to the developing fetus.[Bibr ref70] In mice exposed to a high-fat diet during pregnancy, placental FAO gene expression was disrupted, placental weights were increased, and fetal-placental weight ratios were decreased.[Bibr ref71] In our prior work, we reported increased placental weights and decreased fetal-placental weight ratios following gestational exposure to PFOA or GenX,[Bibr ref21] and in the present work, we show alterations in Hallmark pathways related to fatty acid metabolism, cholesterol homeostasis, oxidative phosphorylation, and peroxisomes. Similarly, gestational exposure to perfluorohexane sulfonate (PFHxS) in mice resulted in disrupted placental lipid homeostasis as well as histopathological changes in the placental labyrinth.[Bibr ref72] It is likely that PFAS disrupts lipid and fatty acid metabolism across the maternal liver-placenta-fetal liver axis, reducing the capacity of the placenta to appropriately deliver nutrients to the developing fetus. Indeed, a metabolomics study in adolescents identified dysregulated lipid metabolism, increased lipolysis, and β-oxidation as underlying mechanisms through which exposure to certain PFAS elicits adverse cardiometabolic effects.[Bibr ref73] Similarly, mouse offspring gestationally exposed to GenX exhibited increased fat mass, insulin sensitivity, and hepatocellular microvesicular fatty change in the liver.[Bibr ref74] In rats, gestational exposure to GenX resulted in liver gene expression changes, reduced liver glycogen, and other outcomes consistent with disrupted lipid and fatty acid metabolism in the offspring and dams. [Bibr ref75]−[Bibr ref76] [Bibr ref77] Similar findings have been reported in rats following gestational exposure to PFOS, PFOA, PFMOAA, POFO5DoA, and PFO4DA. [Bibr ref78]−[Bibr ref79] [Bibr ref80] [Bibr ref81] PFAS-induced lipid dysfunction has also been mechanistically corroborated by *in vitro* studies of placental trophoblasts, summarized in the review by Szilagyi et al. (2020).[Bibr ref82] Disrupted lipid homeostasis during pregnancy may have long-lasting effects on the cardiometabolic health of the offspring. Our prior work demonstrated adverse metabolic outcomes in the offspring with males being particularly affected.[Bibr ref74] The present work provides further insight into the mechanisms through which certain PFAS may induce developmental maladaptive programming of cardiometabolic health.

The placenta itself is a critical modulator of bile acid transport between maternal and fetal circulation, and it has been hypothesized that the functional effects of bile acids may activate sphingosine-1-phosphate (S1P) receptors to improve nutrient delivery to the fetus, thereby supporting placental and fetal development.[Bibr ref83] Sphingolipids (such as S1P) are bioactive lipids with important roles in vascular homeostasis, and disruptions in sphingolipid synthesis and metabolism have been implicated in preeclampsia pathogenesis in mice[Bibr ref84] and humans.[Bibr ref85] Here we show that gestational exposure to PFOA or GenX disrupted placental sphingomyelin metabolism, S1P signaling, ceramide signaling, FXR/RXR activation, and bile acid metabolism. Our findings parallel those reported in mice following gestational exposure to PFHxS; in addition to reporting decreased placental labyrinth zone area and thickness, decreased placental sinusoid area, and altered fetal:placental weight ratios, PFHxS exposure also disrupted placental lipidomics, including sphingomyelins (among other lipid classes) and altered metabolic pathways that included phospholipid biosynthesis, steroid biosynthesis, and glycerolipid metabolism.[Bibr ref72] In a human cohort study, cord blood levels of PFAS were associated with dysregulation of multiple lipid classes as well as bile acids.[Bibr ref86] Based on their findings, Sinisalu et al. (2021) hypothesized that the mechanism through which certain PFAS disrupt lipid metabolism may also occur through bile acid activation of the farnesoid X receptor (FXR).[Bibr ref86] FXR is considered a bile acid sensor and activation of FXR has been shown to protect the placenta from oxidative stress caused by maternal cholestasis in mice.[Bibr ref87] Studies of PFOA, PFOS, PFO4DA, and PFO5DoA have shown increased levels of fetal bile acids following gestational exposure in rats. [Bibr ref79]−[Bibr ref80] [Bibr ref81] Taken together, these findings suggest certain PFAS may alter the entero-hepatoplacental bile acid axis during pregnancy.

The placenta is a sexually dimorphic organ, and fetal sex is associated with variable risk levels for adverse pregnancy outcomes. In their systematic review and meta-analysis, Broere-Brown et al. (2020) reported male fetal sex was associated with an increased risk for preeclampsia and gestational hypertension and hypothesized this could be due to the higher cardiovascular and metabolic load experienced during pregnancy with a male fetus.[Bibr ref88] Another explanation for the higher risk of pregnancy complications associated with male fetal sex is sex-specific differences in the immune response during pregnancy. Pregnancies with male fetuses have higher levels of inflammatory immune responses (reviewed in Baines and West 2023[Bibr ref89]). Here, we observed sex differences in placenta at E 17.5 with males in the 5 mg/kg PFOA group showing the greatest number of significantly altered pathways and E17.5 male placenta having a greater number of genes significantly correlated with histopathological or morphological changes compared with females. However, it should be noted that the variability in response between chemicals, doses, and developmental time points was similar to the level of variability in response between sexes. Additionally, robust sex differences in placental morphometry and histopathology (reported in Foley et al.[Bibr ref32]) were not apparent. While sex differences should not be discounted in studies of the placenta, sex differences were not robust in the present work. Further studies are needed to improve our understanding of the sex differences in placental susceptibility to PFAS exposure.

Several of the significantly enriched upstream regulators identified in our analysis point to disruptions in early placental development as potential causes of the observed tissue- and organ-level sequalae. For example, Malignant Brain Tumor Domain-containing Protein 1 (MBTD1), plays a critical role in endometrial stromal cell decidualization[Bibr ref90] while peptidyl-prolyl cis/trans isomerase (PIN1) knockdown in mice impairs implantation and decidualization, and PIN1 inactivation has been reported in preeclamptic human placentas. [Bibr ref91],[Bibr ref92] *In vitro*, Forkhead Box O3A (FOXA3) protein has been shown to play a role in regulating trophoblast invasion and migration during placental development,[Bibr ref93] while *in vivo* studies have shown GATA2 is crucial for syncytiotrophoblast development[Bibr ref94] and circulating GATA2 mRNA levels are decreased in preeclamptic pregnancies.[Bibr ref95] These early disruptions in placental development are consistent with the finding of a significant negative normalized enrichment score for EMT observed in the 5 mg/kg of PFOA and 10 mg/kg GenX E17.5 male groups. During EMT in early placental development, extravillous trophoblasts transition from an epithelial phenotype into a migratory/invasive mesenchymal phenotype, which allows them to remodel the maternal decidua and vessels.[Bibr ref96] Thus, dysregulated EMT has been implicated in the pathogenesis of pre-eclampsia and fetal growth restriction. While this evidence requires further interrogation, it may provide a useful starting point for future studies aimed at delving deeper into the mechanistic origins of placental perturbations induced by certain PFAS.

Overall, these data represent an explorative study of placental transcriptome-wide gene expression changes after gestational exposure to PFOA or GenX. Although validation studies are needed for some of the specific findings, the results suggest PFOA and GenX disrupt placental pathways involved in cholesterol and lipid nutrient transport, the innate immune response (specifically inflammation), and hemostasis (specifically blood coagulation systems), ultimately resulting in a phenotype consistent with maternal vascular malperfusion of the placenta. These pathways have translational relevance to human pregnancy conditions previously associated with maternal exposure to certain PFAS, including preeclampsia and other hypertensive disorders of pregnancy, and suggest a putative toxicological mechanism through which certain PFAS exert adverse effects on the maternal-placental-fetal unit.

There are several limitations to the work presented here. As noted in our prior work, the sample sizes are relatively small (*N* = 4–5 per treatment group, time point, and sex). Despite the small sample size, we were still able to detect significant effects, particularly using the pathway, gene expression-phenotype, and other correlation analyses. A larger sample size would increase confidence in these findings, but our results are consistent with our prior work as well as studies conducted by other groups (e.g., Yao et al. 2023[Bibr ref72]). As with our prior work, an important strength of this study is that the transcriptomic and pathway analyses are supported by robust phenotypic and histopathological data collected from the same cohort of animals. A potential limitation of the current work is the relatively modest extent to which individual genes were differentially expressed, particularly in comparison to the level of effect observed in our prior transcriptomics study using maternal and fetal liver.[Bibr ref33] It is likely the placenta has more compensatory capability than the liver and/or is more resistant to gene expression changes than the liver or that more profound PFAS-induced alterations in the placenta occur downstream from gene expression changes. Future work should consider incorporating multiomics (e.g., metabolomics, lipidomics) into experiments designed to evaluate placental toxicity of PFAS or utilize spatial transcriptomics to identify the areas (cells) which are the primary developmental targets.

## 5 Conclusions

In this study of gene expression, pathway, and morphometric changes in the mouse placenta following gestational exposure to PFOA or GenX, we found that pathway-level effects were coherent with alterations in placental morphometry (e.g., altered spiral arteries, decreased decidua, increased labyrinth to decidua ratios) and histopathological analyses reported by Foley et al.[Bibr ref32] (e.g., decidual necrosis, fibrinoid necrosis of the spiral artery, labyrinth congestion). Pathway analyses provide an improved understanding of the mechanisms underlying these tissue-level effects and included biological processes related to hemostasis, the innate immune response, fatty acid uptake, metabolism, and oxidation, cholesterol homeostasis, bile acid metabolism, FXR/RXR activation, and sphingomyelin metabolism and signaling. These findings are consistent with and build upon a growing body of evidence implicating certain PFAS in placental dysfunction via maternal vessel malperfusion, leading to increased risk for hypertensive disorders of pregnancy and related adverse pregnancy outcomes.

## Supplementary Material

## Data Availability

The data presented in the study can be accessed from the NTP data repository at https://doi.org/10.22427/NTP-DATA-109-003-003-000-6. Supplemental data can be found in the Supporting Information file.

## Notes

Methods, additional data related to the transcriptomic and qPCR analyses, pathway analyses, placental morphometry, and gene expression-phenotype correlations

# Supplementary material for: Transcriptomic Perturbations in Placental Gene Expression Following Developmental Exposure to Perfluorooctanoic Acid (PFOA) or Hexafluoropropylene Oxide-Dimer Acid (HFPO–DA or GenX) in CD‑1 Mice Are Consistent with Placental Insufficiency
**Source:** Environ Health (Wash). 2026 Mar 13;4(7):1417–32. doi: 10.1021/envhealth.5c00350
**Supplement:** Supplementary file 1

Transcriptomic perturbations in placental gene expression following developmental exposure to perfluorooctanoic acid (PFOA) or hexafluoropropylene oxide-dimer acid (HFPO-DA or GenX) in CD-1 mice are consistent with placental insufficiency

Bevin E. Blake^{1,2}, Vesna A. Chappell², Colette N. Miller¹, Helen Nguyen³, Trina P. Phan², Dhiral P. Phadke⁴, Michele R. Balik-Meisner⁴, Ignacio J. Tripodi⁴, Deepak Mav⁴, Ruchir R. Shah⁴, Suzanne E. Fenton^{5*}

⁴Sciome LLC, Research Triangle Park, NC, USA

Appendix A: Detailed Methods

A.1 Animals

All samples were obtained during experiments previously performed in Blake et al. (2020)¹¹. CD-1 mice were selected for this work for the following reasons: (1) CD-1 mice are more representative of the diversity of the human population as they are genetically outbred, (2) they produce large litters ($N = 10-13$) which requires fewer animals to achieve appropriate statistical power, (3) they are more health-protective in the context of human health risk assessment as they are more sensitive to PFAS than other mouse strains¹⁹, and (4) they have been previously used in toxicological studies of PFOA and GenX in support of human health risk assessments^{16, 20}. Two doses of PFOA were selected; a higher dose of 5 mg/kg/day which was previously shown to reduce birth weight and a lower dose of 1 mg/kg/day that does not induce the reduced birth weight phenotype in CD-1 mice²¹. We selected 10 mg/kg/day and 2 mg/kg/day GenX as “PFOA-equivalent” doses based on the two-fold difference between the U.S. EPA lifetime health advisory level for PFOA in drinking water of 70 ppt²⁰ and the provisional North Carolina state health goal for GenX of 140 ppt²² (note that these health advisories and state health goals were selected during the design of the original experiment in 2018¹¹). Oral administration of these doses resulted in comparable levels of PFOA or GenX in maternal serum at E 17.5 (1 mg/kg/day PFOA: 18.7 ± 3.2 μg PFOA/mL serum; 2 mg/kg/day GenX: 22.9 ± 17.1 μg GenX/mL serum; 5 mg/kg/day PFOA: 95.1 ± 14.1 μg PFOA/mL serum; 10 mg/kg/day GenX: 58.5 ± 34.6 μg GenX/mL serum)¹¹. For PFOA, serum levels at the 1 mg/kg dose were within one order of magnitude of occupationally exposed populations in the US (median serum concentrations ranging from 0.58 to 5.71 $\mu\text{g/mL}$, reviewed by He et al. 2025)²³. For GenX, serum levels at the 2 mg/kg dose were within three to four orders of magnitude for an occupationally exposed population (serum concentrations ranged from 0.0006 to 0.025 $\mu\text{g/mL}$)²⁴.

All tissues were obtained during experiments described in Blake et al. (2020)¹¹, which were approved by the NIEHS Animal Care and Use Committee (ASP #2017-0022). Briefly, mice were bred in-house during single overnight cohabitation and copulatory plug-positive mice were identified as embryonic day (E) 0.5. Pregnant CD-1 mice from the NIEHS colony were singly housed in humidity (45%-60%) and temperature (25°C)-controlled 12-hour light cycle rooms in polypropylene cages with *ad libitum* access to NIH-31 diet and reverse osmosis deionized (RODI)

water. Pregnant dams (2 blocks of equal size and total N = 10-13 per group) were exposed to 1 or 5 mg/kg perfluorooctanoic acid ammonium salt (PFOA, CAS #3825-26-1, Millipore Sigma, Burlington, MA, USA), 2 or 10 mg/kg GenX (ammonium 2,3,3,3-tetrafluoro-2-(heptafluoropropoxy) propanoate, CAS# 62037-80-3, SynQuest Laboratories, Alachua, FL, USA), or vehicle (RODI water) via daily oral gavage from E 1.5 to E 11.5 or E 17.5. The E 11.5 early gestation timepoint was selected as it overlaps a critical period of placental development in the mouse where the placenta undergoes vascularization with the uterine wall and chorioallantoic branching of vessels begins²⁵ while the later timepoint of E 17.5 was selected as the placenta is considered a mature organ at this stage. These timepoints allowed for the comparison of effects of chemical exposure in the immature/developing placenta (E 11.5) and mature/developed placenta (E 17.5).

A.2 Necropsy

Detailed necropsy procedures can be found in Blake et al. (2020)¹¹. Briefly, on E 11.5 or 17.5 pregnant dams were weighed and humanely euthanized by swift decapitation and trunk blood was collected for internal dosimetry, as reported¹¹. The uterus was removed and the placentas from viable embryos were collected in succession from the left uterine horn and immediately snap frozen in liquid nitrogen ($N = 2-5$ placentas/litter). For placentas collected at E 17.5, a portion of fetal tissue corresponding to each snap frozen placenta was reserved and genotyped by PCR amplification of the sex determining region-Y (SRY) gene (F: 5' GCTTCAGTAATCTCAGCACCTAGAA 3', R: 3' CACATTGGCATGATAGCTCCAAATT 5') to determine whether the fetus was genotypically male or female (TransnetYX, Inc). Sex determination was not conducted for placentas collected at E 11.5 as the embryo reproductive organs are not yet fully developed and thus not producing sex-specific steroids, thereby mitigating potential sex-specific effects²⁶. By E 17.5, fetal gametes are fully developed and previous reports have shown important sex-specific differences in placental gene expression and response to exogenous insults²⁷.

A.3 RNA Isolation and Quantification

RNA isolation and quantification methods are reported in detail in our previous work²⁸. In summary, a total of $N = 4-5$ placenta per treatment group, timepoint, and sex (E 17.5 only) were used in the current study. For placentas collected at E 11.5, three placentas per litter were pooled to achieve sufficient tissue mass for the RNA extraction protocol (> 0.5 mg). For placentas collected at E 17.5, no more than one placenta of each sex was used from a given litter. Snap frozen tissues were weighed then homogenized using a FastPrep-24™ 5G (MP Biomedicals, Valiant Co., Ltd, China) in Buffer RLT (Cat# 79216, Qiagen, Hilden, Germany) within 2mL, 2.4mm metal bead homogenization tubes (Thermo Fisher Scientific, Waltham, MA, USA). Homogenized placenta samples were snap frozen and stored at -80°C prior to RNA extraction. RNeasy kits were used following manufacturer's protocols to extract RNA from thawed samples (Cat# 75144, Qiagen, Hilden, Germany). Quality control of the resulting purified RNA was conducted using a NanoDrop™ 2000/2000c Spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA) and Bioanalyzer High Sensitivity RNA Analysis (Agilent, Santa Clara, CA, USA). All RNA samples used for transcriptomics analysis had a 260/280 ratio > 2.0 and RIN > 5.0 . RNA isolates were diluted to a standard concentration of 100 ng RNA/ 1 μL H_2O . RNA expression analysis was conducted using Affymetrix Mouse Clariom D arrays (Affymetrix, Santa Clara, CA, USA). Total RNA (25 ng/sample) was first amplified and labeled using the Affymetrix WT Plus Reagent Kit (WT Plus Kit) per manufacturer's instructions. Amplified biotin-cDNAs (5 μg /sample) were fragmented and hybridized to each array for 16 hours at 45°C in a rotating hybridization oven. Array slides were stained with streptavidin/phycoerythrin utilizing a double-antibody staining procedure and then washed for antibody amplification per the GeneChip Hybridization, Wash and Stain Kit user manual (Cat# 900720, ThermoFisher Scientific, Waltham, MA, USA). Arrays were scanned in an Affymetrix Scanner 3000 and data was obtained using Transcriptome Analysis Console Software (Affymetrix, Santa Clara, CA, USA).

A.4 Gene Expression Data Analyses

A detailed description of the transcriptomic analysis and workflow is described in Blake et al. (2022)²⁸ and raw data are accessible on NCBI GEO (accession number GSE262609). The probe

level raw intensity signal from the Affymetrix Mouse Clariom D Array (previously known as the Mouse Transcriptome Assay 1.0) was extracted. For each transcript these raw intensities were background adjusted, summarized using robust multi-array average (RMA) technique, and log₂ transformed. The normalized expression was averaged across transcripts from the same gene to produce Entrez gene-level signal. Potential outliers were identified using a combination of approaches including principal component analysis, hierarchical cluster plots, and correlation plots resulting in one outlier detected and removed from the analyses. We utilized Student's t-test statistics to measure gene-level differential activity. A customized implementation of conventional Gene Set Enrichment Analysis (GSEA)²⁹ was employed to simultaneously identify differentially expressed genes (DEGs) and corresponding differentially enriched pathways (DEPs) for each chemical at each dose relative to the corresponding maternal or fetal vehicle control. Student's t-test statistics were used to measure gene-level differential activity and perform GSEA tests on all Hallmark pathways from the Molecular Signature Database (MSigDB, version 6.2) for which five or more genes were present in the microarray^{29, 30}. A total of 50 pathways were used for the gene set enrichment analysis. The significant p-values, false detection rate, and familywise error rate (FWER) for gene/pathway level activity were computed using 10,000 random permutations of sample labels. False detection rate and FWER calculations were performed separately for all pathways. In the initial analysis, a gene was required to have an absolute fold change ≥ 2 and a distribution *P*-value ≤ 0.005 to be considered a significant DEG. However, these stringent parameters yielded very few genes, so a secondary analysis was performed using cutoffs of an absolute fold change ≥ 1.5 and a distribution *P*-value ≤ 0.05 . The statistical cutoff used for a given figure or table is explicitly described in the legend or footnote. A significant DEP required an absolute Normalized Enrichment Score (NES) ≥ 1.5 and a NES *P*-value ≤ 0.05 .

To further characterize the pathway-level differences between chemical exposure (PFOA or GenX) and placenta, gene-level results (fold change ≥ 1.5 and *P*-value ≤ 0.05) were imported into Ingenuity Pathway Analysis (IPA) software (Qiagen, Hilden, Germany) and analyzed using the Ingenuity Analysis Knowledgebase. A comparison analysis was performed to identify similarities and differences in canonical pathways and upstream regulators between the experimental groups and embryonic timepoints. The comparison analysis was visualized using heatmaps. IPA uses the right-tailed Fisher's Exact Test to calculate the *P*-value of overlap for identifying significant pathways. The *P*-values were then adjusted using the Benjamini-Hochberg

multiple testing correction method. Pathways with a $-\log(P\text{-value}) \geq 1.3$ were considered significantly activated.

We then used the DEG set identified using the less stringent criteria (absolute fold change ≥ 1.5 and $P \leq 0.05$) to explore the Gene Ontology (GO) Enrichment Analysis (PANTHER version 17.0, GO release 2023-01-01³¹ The Gene Ontology Consortium, 2020). GO Enrichment Analysis was conducted first using the set of up-regulated DEGs identified across all treatment groups and time points in order to explore the biological processes associated with this suite of genes. GO Enrichment Analysis was conducted a second time using the set of down-regulated DEGs identified across all treatment groups and time points. Both analyses utilized PANTHER Overrepresentation Test using *Mus musculus* as the reference list and Fisher's Exact test with a False Discovery Rate (FDR) < 0.05 .

A.5 Verification of Microarray Data

Placental RNA samples were used to verify the transcriptomics analysis. RNA (1 μ g) was transcribed into cDNA using High-Capacity cDNA synthesis kit (Applied Biosystems, Waltham, MA, USA). Complimentary DNA (12.5ng) was amplified for genes of interest in a QuantStudio 7 Flex Real Time PCR System (Applied Biosystems, Waltham, MA, USA) using PowerUP SYBR Green 2x mastermix (Applied Biosystems, Waltham, MA, USA). Primer sets for genes of interest were designed assays from IDT DNA (Coralville, IA, USA) and are presented in the supplemental materials section (**Table S1**). Relative mRNA levels were calculated by using $\Delta\Delta C_t$ method and presented as fold change over respective vehicle control. Data is presented as fold change over vehicle control. One-way ANOVA, with Dunnett's multiple comparisons post hoc test (GraphPad Prism v.7), was performed to determine statistical significance between control and dose groups using ΔC_t values ($P\text{-value} \leq 0.05$) and 2-fold change or greater changes are presented as mean fold change for $N=4-5$, biological replicates, and visualized as a heatmap and $P\text{-value}$ table.

A.6 Histopathology and placental morphometry

Additional detail on the histopathological methods and analyses performed on samples used in the present study are reported thoroughly in Foley et al¹⁸. Briefly, paraffin-embedded placentas were sectioned at 5 μ m thickness and stained with hematoxylin and eosin (H&E)

according to standard protocols. Two trained histopathologists evaluated slides scanned at 40x using the Hamamatsu Nanozoomer S360 (Bridgewater, NJ, USA) and recorded consensus diagnoses, which included a severity score ranging from 0 = none, 1 = minimal, 2 = mild, 3 = moderate, 4 = marked, to 5 = severe.

For the morphometric analyses, only the E 17.5 timepoint was evaluated. Two trained experimenters blinded to the experimental conditions performed separate morphological assessments for the placental layers and decidual arteries ($N = 3\text{--}6$ placentas/group/sex). The total, decidual, and labyrinth area for each placenta was manually assessed using Aperio ImageScope software (Leica Biosystems). The junctional zone area was determined by calculating the difference between the measured areas. The decidual arterial wall thickness was calculated by determining the ratio of the total vessel area to the luminal area. Arteries were identified in the decidua region of the tissue through the presence of round endothelial cell nuclei, red blood cell abundance, thickened wall, and the overall circular shape of the vessel.

A.7 Gene expression-phenotype analysis

To determine whether specific genes or sets of genes were associated with phenotypic changes in the placenta, we performed analyses to evaluate relationships between gene expression and multiple placenta phenotypes. For each E 17.5 placenta with transcriptomic data, we looked at all littermates from the same dam and of the same sex. Continuous phenotypes (fetal weight, placenta weight, ratio of placenta to fetal weight, and placental morphometry) and histopathological severity scores were averaged across littermates.

Phenotypic endpoints were assessed to compare the 5 groups (vehicle control, GenX low dose (2 mg/kg/day GenX), GenX high dose (10 mg/kg/day GenX), PFOA low dose (1 mg/kg/day PFOA), and PFOA high dose (5 mg/kg/day PFOA)). To directly compare each treatment group to the control group, the many-to-one (treatment groups to control group) Dunn Test was performed using a standard normal distribution. Endpoints with a treatment vs control P -value ≤ 0.05 were considered significant. To assess the relationship between differential gene expression and phenotype, a correlation analysis was performed. Pearson's product moment correlation test was performed for each gene/phenotype combination to measure the degree of linear dependence between expression and phenotype. Unadjusted and adjusted (to control the false discovery rate)

P-values were calculated (Benjamini and Hochberg, 1995). Gene-phenotype pairs with correlations ≥ 0.7 and unadjusted *P*-values ≤ 0.05 were considered significant.

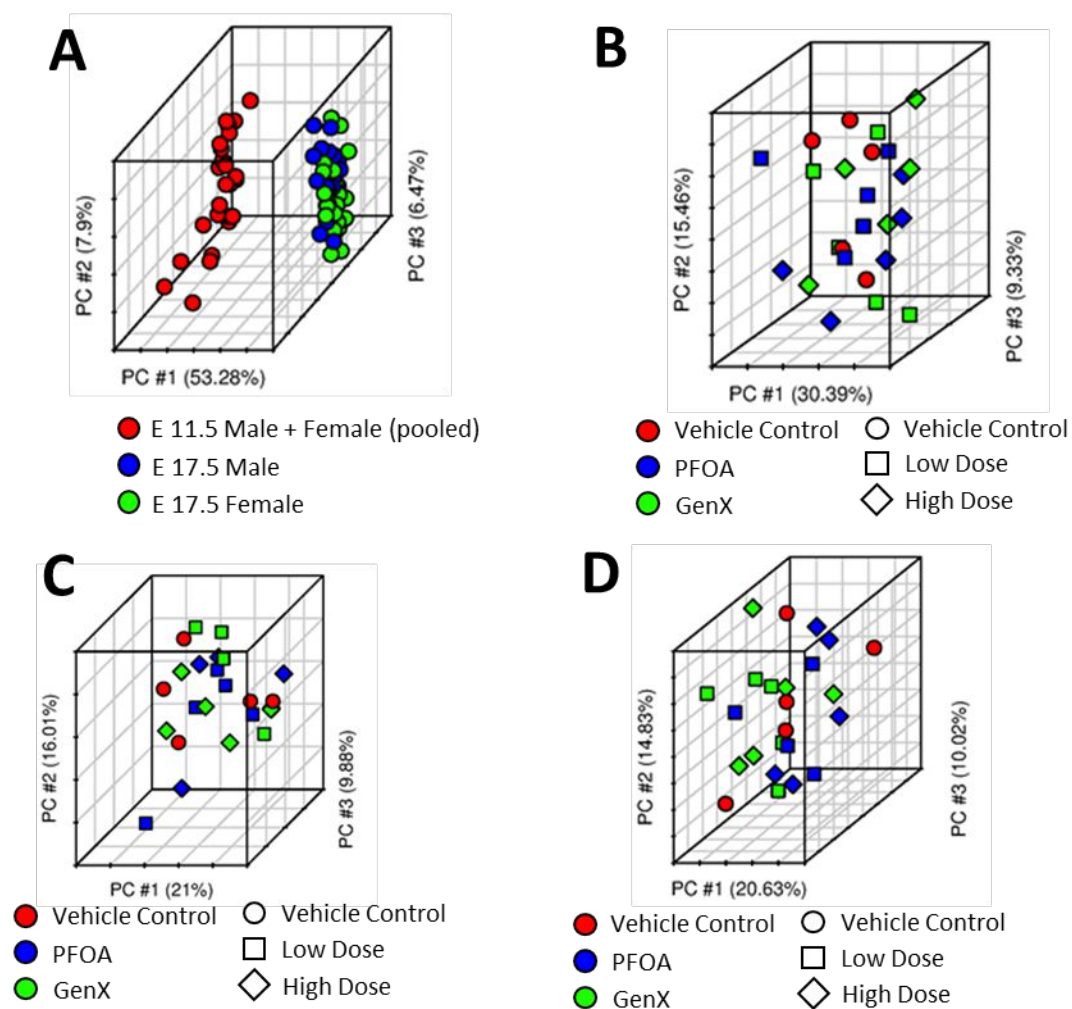

Figure S1. Principal components analysis of transcriptomic profiles for placenta showing separation of samples by timepoint (A) E 11.5 vs E 17.5, whereas samples did not exhibit a clear separation by treatment group or dose at E 11.5 (B) or E 17.5 for female placenta (C) or male placenta (D). Low Dose = 1 mg/kg/day for PFOA or 2 mg/kg/day for GenX, High Dose = 5 mg/kg/day PFOA or 10 mg/kg/day GenX.

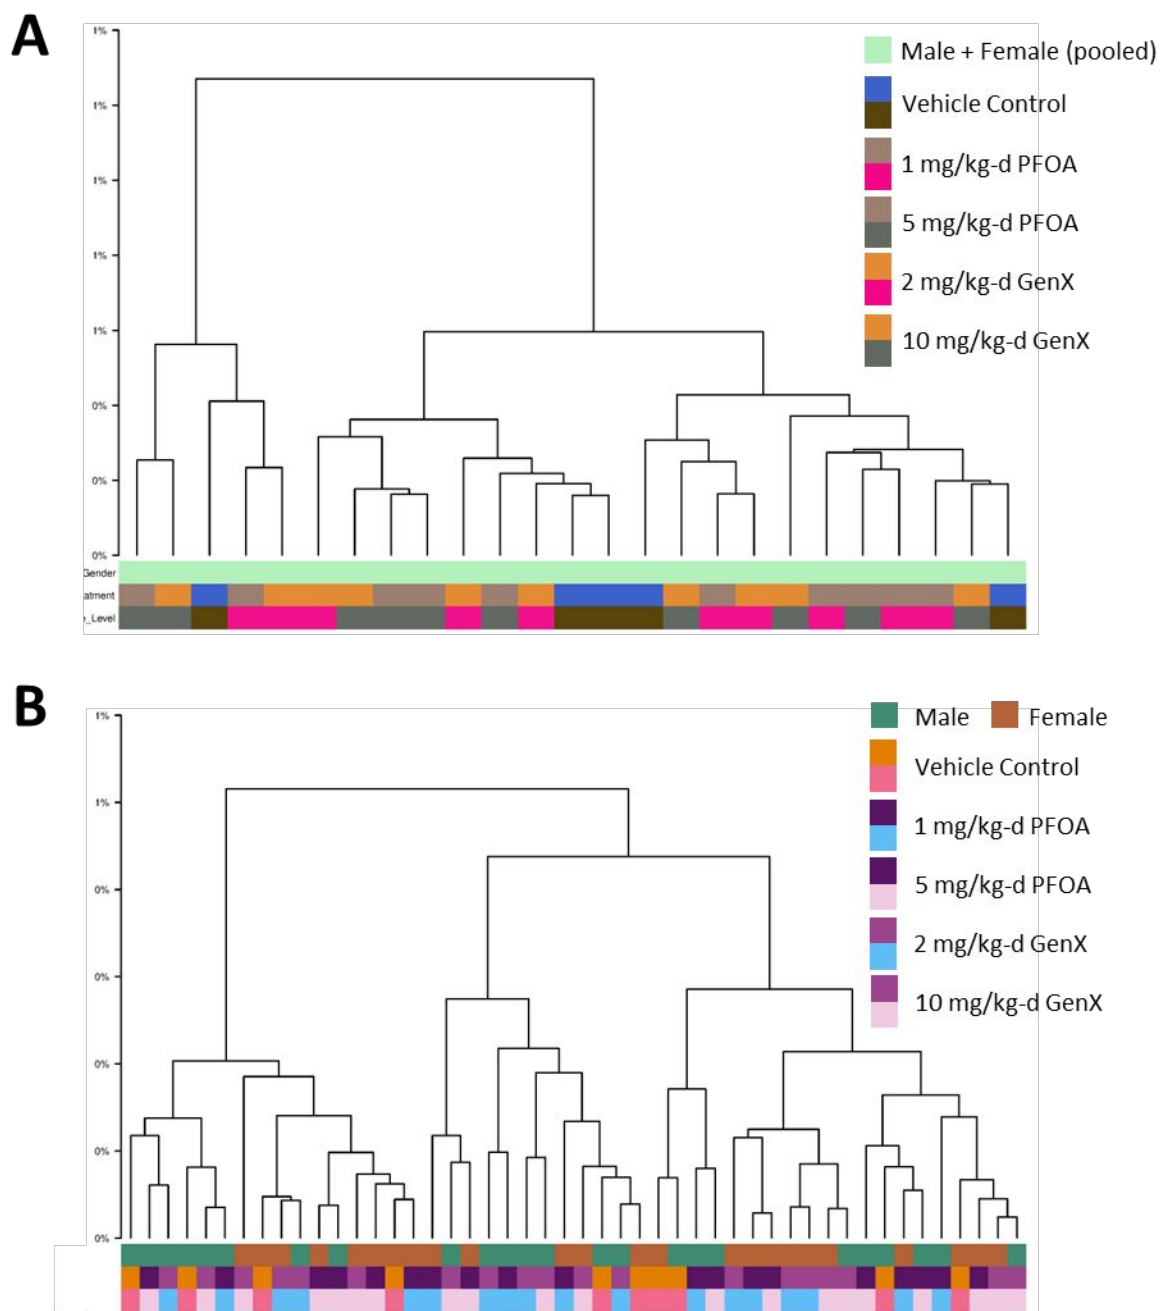

Figure S2. Hierarchical clustering of placenta transcriptomic profiles after outlier removal at E 11.5 (A) and E 17.5 (B). No obvious separation between treatment groups or doses were observed.

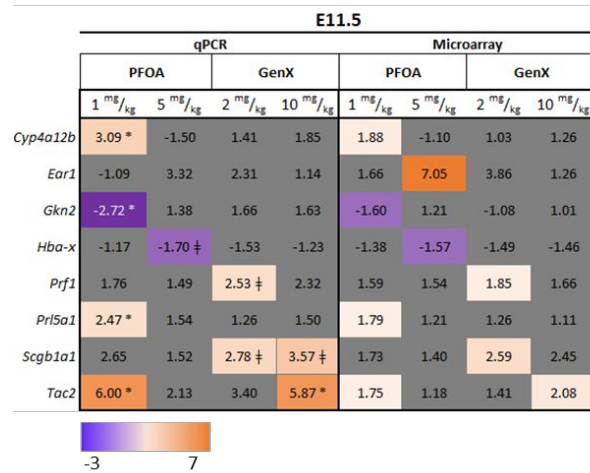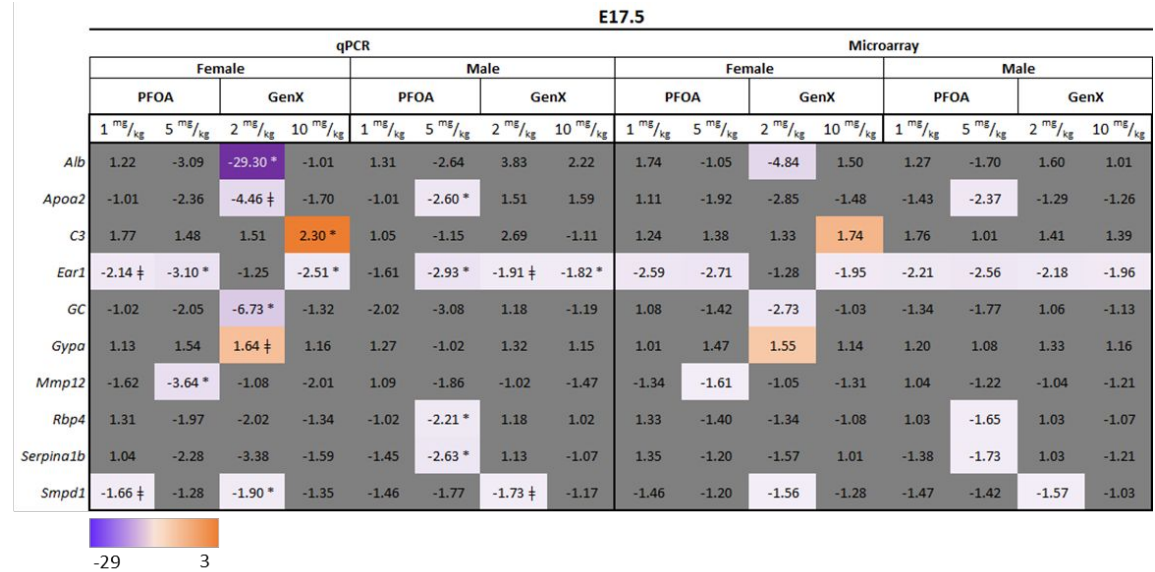

Figure S3. Heatmap of select genes from E 11.5 and E 17.5 placenta transcriptomic microarray analysis and corresponding qPCR gene expression. Scale bars indicating the magnitude and direction of gene expression fold change are illustrated in the heatmap. Data is presented as mean fold change over control. Gray cells correspond to non-significant genes or genes with non-detectable levels of expression. Statistical cutoffs were applied to each gene: * P -value<0.05, ‡ P -value<0.1 and an absolute fold-change ≥ 1.5 .

Table S1. IDT PrimeTime Primer Assay IDs

GOI	Target Name	TimePoint (E)	IDT Assay ID
<i>Alb</i>	Albumin	17.5	Mm.PT.58.6130903
<i>Apoa2</i>	Apolipoprotein A2	17.5	Mm.PT.58.43280476
<i>C3</i>	Complement C3	17.5	Mm.PT.58.17325540
<i>Cyp4a12b</i>	Cytochrome P450, family 4, subfamily a, polypeptide 12b	11.5	Mm.PT.58.41899199.g
<i>Ear1</i>	Eosinophil-associated ribonuclease A family 1	11.5	Mm.PT.58.31367994.g
<i>GC</i>	GC vitamin D binding protein	17.5	Mm.PT.58.29436747
<i>Gkn2</i>	Gastrokine 2	11.5	Mm.PT.56a.29739955
<i>Gypa</i>	Glycophorin A	17.5	Mm.PT.58.6297630
<i>Hbz</i>	Hemoglobin X, alpha-like embryonic chain in Hba	11.5	Mm.PT.58.10597504
<i>Mmp12</i>	Matrix metalloproteinase 12	17.5	Mm.PT.58.41952469
<i>Prf1</i>	Perforin 1	11.5	Mm.PT.58.41904164
<i>Rbp4</i>	Retinol binding protein 4	17.5	Mm.PT.58.30037794
<i>Scgb1a1</i>	Secretoglobulin, family 1A, member 1	11.5	Mm.PT.58.6840684
<i>Serpina1b</i>	Serine peptidase inhibitor, clade A, member 1b	17.5	Mm.PT.58.8603196
<i>Smpd1</i>	Sphingomyelin phosphodiesterase 1	17.5	Mm.PT.58.10193202
<i>Tac2</i>	Tachykinin 2	11.5	Mm.PT.58.11219843
<i>Prl3a1</i>	Prolactin family 3, subfamily a, member 1	17.5	Mm.PT.56a.28423184
<i>Prl8a6</i>	Prolactin family 8, subfamily a, member 6	17.5	Mm.PT.58.17192859
<i>Prl8a8</i>	Prolactin family 8, subfamily a, member 8	17.5	Mm.PT.58.13974397
<i>Prl5a1</i>	Prolactin family 5, subfamily a, member 1	17.5	Mm.PT.58.32401996
<i>Rpl19</i>	Ribosomal protein L19	HKG	Mm.PT.58.12385796

Note: PrimeTime primer assays ordered from IDT.DNA.COM as primers only, for use with SYBR reagents. GOI = gene of interest. Mm = *Mus musculus*. HKG = housekeeping gene. Timepoint (E) = embryonic day.

Table S2. Number of significant* differentially expressed genes (DEGs) in placenta at embryonic day (E) 11.5 or 17.5 following exposure to PFOA or GenX.

		1 mg/kg PFOA	5 mg/kg PFOA	2 mg/kg GenX	10 mg/kg GenX
E 11.5	Up-regulated	29	35	7	5
	Down-regulated	2	1	1	0
	Total	31	36	8	5
E 17.5 Female	Up-regulated	0	3	12	1
	Down-regulated	4	6	4	6
	Total	4	9	16	7
E 17.5 Male	Up-regulated	0	1	3	2
	Down-regulated	6	15	6	5
	Total	6	16	9	7

*DEGs were considered significant if absolute fold-change values were ≥ 1.5 and $P \leq 0.05$

Table S3. Gene ontology biological process analysis for up-regulated DEGs identified in placentas exposed to PFOA or GenX

**GO biological process complete**	**Mus<br>musculus -<br>REFLIST<br>(21997)**	**upload_1<br>(35)**	**upload_1<br>(expected)**	**upload_1<br>(over/under)**	**upload_1 (fold<br>Enrichment)**	**upload_1<br>(raw P-<br>value)**	**upload_1<br>(FDR)**
cell killing (GO:0001906)	144	5	0.23	+	21.82	3.65E-06	1.44E-02
regulation of response to biotic stimulus<br>(GO:0002831)	370	6	0.59	+	10.19	2.54E-05	3.33E-02
regulation of defense response (GO:0031347)	655	8	1.04	+	7.68	7.39E-06	1.94E-02
innate immune response (GO:0045087)	897	9	1.43	+	6.31	8.69E-06	1.96E-02
response to bacterium (GO:0009617)	922	9	1.47	+	6.13	1.08E-05	1.89E-02
regulation of response to external stimulus<br>(GO:0032101)	993	9	1.58	+	5.7	1.94E-05	2.79E-02
defense response to other organism (GO:0098542)	1171	10	1.86	+	5.37	1.01E-05	1.99E-02
response to other organism (GO:0051707)	1513	12	2.41	+	4.98	2.16E-06	3.41E-02
response to external biotic stimulus (GO:0043207)	1515	12	2.41	+	4.98	2.19E-06	1.73E-02
response to biotic stimulus (GO:0009607)	1554	12	2.47	+	4.85	2.85E-06	1.50E-02
biological process involved in interspecies interaction<br>between organisms (GO:0044419)	1646	12	2.62	+	4.58	5.17E-06	1.63E-02
defense response (GO:0006952)	1554	11	2.47	+	4.45	1.90E-05	3.00E-02

Table S4. Gene ontology biological process analysis for down-regulated DEGs identified in placentas exposed to PFOA or GenX

**GO biological process complete**	**Mus<br>musculus -<br>REFLIST<br>(21997)**	**upload_1<br>(26)**	**upload_1<br>(expected)**	**upload_1<br>(over/under)**	**upload_1 (fold<br>Enrichment)**	**upload_1<br>(raw P-<br>value)**	**upload_1<br>(FDR)**
response to methanol (GO:0033986)	4	2	0	+	> 100	2.00E-05	4.51E-02
response to chromate (GO:0046687)	5	2	0.01	+	> 100	2.80E-05	4.91E-02
negative regulation of serine-type peptidase activity<br>(GO:1902572)	9	3	0.01	+	> 100	3.19E-07	5.03E-03
regulation of serine-type peptidase activity<br>(GO:1902571)	9	3	0.01	+	> 100	3.19E-07	2.51E-03
negative regulation of serine-type endopeptidase<br>activity (GO:1900004)	9	3	0.01	+	> 100	3.19E-07	1.68E-03
regulation of serine-type endopeptidase activity<br>(GO:1900003)	9	3	0.01	+	> 100	3.19E-07	1.26E-03
hydrogen peroxide catabolic process (GO:0042744)	27	3	0.03	+	94	5.81E-06	1.83E-02
hydrogen peroxide metabolic process (GO:0042743)	43	3	0.05	+	59.03	2.14E-05	4.22E-02
negative regulation of biological process<br>(GO:0048519)	5444	17	6.43	+	2.64	1.43E-05	3.76E-02

Table S5. Gene expression fold change and pvalues from qPCR gene expression analysis

GOI	Pooled E 11.5				E 17.5 Female				E 17.5 Male			
	PFOA<br>1 mg/kg	PFOA<br>5 mg/kg	GenX<br>2 mg/kg	GenX<br>10 mg/kg	PFOA<br>1 mg/kg	PFOA<br>5 mg/kg	GenX<br>2 mg/kg	GenX<br>10 mg/kg	PFOA<br>1 mg/kg	PFOA<br>5 mg/kg	GenX<br>2 mg/kg	GenX<br>10 mg/kg
<i>Alb</i>					1.22<br>(0.972)	**-3.09**<br>(0.530)	**-29.30**<br>(0.017)**	-1.01<br>(0.974)	1.31<br>(0.806)	**-2.64**<br>(0.352)	**3.83**<br>(0.714)	**2.22**<br>(0.988)
<i>Apoa2</i>					-1.01<br>(0.999)	**-2.36**<br>(0.245)	**-4.46**<br>(0.058)*	**-1.70**<br>(0.451)	-1.01<br>(0.992)	**-2.60**<br>(0.022)**	**1.51**<br>(0.779)	**1.59**<br>(0.873)
<i>C3</i>					**1.77**<br>(0.270)	1.48<br>(0.333)	**1.51**<br>(0.253)	**2.30**<br>(0.045)	1.05<br>(0.834)	1.15<br>(0.651)	**2.69**<br>(0.285)	1.11<br>(0.588)
<i>Cyp4a12b</i>	**3.09**<br>(0.027)**	-1.50<br>(0.406)	1.41<br>(0.922)	**1.85**<br>(0.446)								
<i>Ear1</i>	-1.09<br>(0.999)	**3.32**<br>(0.184)	**2.31**<br>(0.847)	1.14<br>(0.995)	**-2.14**<br>(0.073)*	**-3.10**<br>(0.014)**	-1.25<br>(0.539)	**-2.51**<br>(0.011)**	**-1.61**<br>(0.112)	**-2.93**<br>(0.012)**	**-1.91**<br>(0.062)	**-1.82**<br>(0.035)**
<i>GC</i>					-1.02<br>(0.948)	**-2.05**<br>(0.324)	**-6.73**<br>(0.031)**	-1.32<br>(0.734)	**-2.02**<br>(0.582)	**-3.08**<br>(0.141)	1.18<br>(0.868)	-1.19<br>(0.968)
<i>Gkn2</i>	**-2.72**<br>(0.020)**	1.38<br>(0.404)	**1.66**<br>(0.975)	**1.63**<br>(0.639)								
<i>Gypa</i>					1.13<br>(0.910)	**1.54**<br>(0.259)	**1.64**<br>(0.089)*	1.16<br>(0.556)	1.27<br>(0.481)	-1.02<br>(0.981)	1.32<br>(0.955)	1.15<br>(0.865)
<i>Hbz</i>	-1.17<br>(0.551)	**-1.70**<br>(0.087)	**-1.53**<br>(0.121)	-1.23<br>(0.395)								
<i>Mmp12</i>					**-1.62**<br>(0.369)	**-3.64**<br>(0.017)**	-1.08<br>(0.997)	**-2.01**<br>(0.237)	1.09<br>(0.992)	**-1.86**<br>(0.124)	-1.02<br>(0.996)	-1.47<br>(0.223)
<i>Prfl</i>	**1.76**<br>(0.647)	1.49<br>(0.678)	**2.53**<br>(0.063)*	**2.32**<br>(0.134)								
<i>Prl5a1</i>	**2.47**<br>(0.038)**	**1.54**<br>(0.290)	1.26<br>(0.751)	1.50<br>(0.957)								
<i>Rbp4</i>					1.31<br>(0.626)	**-1.97**<br>(0.120)	**-2.02**<br>(0.287)	-1.34<br>(0.526)	-1.02<br>(0.978)	**-2.21**<br>(0.021)**	1.18<br>(0.857)	1.02<br>(0.922)
<i>Scgb1a1</i>	**2.65**<br>(0.627)	**1.52**<br>(0.710)	**2.78**<br>(0.088)*	**3.57**<br>(0.082)*								
<i>Serpina1b</i>					1.04<br>(0.950)	**-2.28**<br>(0.418)	**-3.38**<br>(0.199)	**-1.59**<br>(0.809)	-1.45<br>(0.524)	**-2.63**<br>(0.043)**	1.13<br>(1.000)	-1.07<br>(0.901)
<i>Smpd1</i>					**-1.66**<br>(0.064)*	-1.28<br>(0.463)	**-1.90**<br>(0.036)**	-1.35<br>(0.306)	-1.46<br>(0.312)	**-1.77**<br>(0.113)	**-1.73**<br>(0.059*)	-1.17<br>(0.880)
<i>Tac2</i>	**6.00**<br>(0.040)**	**2.13**<br>(0.565)	**3.40**<br>(0.169)	**5.87**<br>(0.017)**								

Note: Data presented as mean fold change over control (*P*-value). Statistical tests were performed using dCt values from ddCT method of calculating fold change. One-way ANOVA within a chemical group with a Dunnett's multiple comparison post hoc test.

**P-values < 0.05, **P*-values < 0.1 are italicized. Absolute fold changes |> 1.5| are bolded. Grayed cells indicate genes that were not analyzed because they were not present in the microarray for that timepoint.

Table S6. Hallmark pathway normalized enrichment scores (*P*-value) in E 11.5 placentas after exposure to PFOA or GenX

Hallmark Pathway	1 mg/kg PFOA	5 mg/kg PFOA	2 mg/kg GenX	10 mg/kg GenX
Coagulation	1.29 (0.18)	0.57 (0.90)	0.69 (0.79)	1.22 (0.21)
Interferon alpha response	-0.85 (0.60)	0.83 (0.60)	1.17 (0.24)	1.31 (0.15)
Heme metabolism	-0.96 (0.47)	-0.71 (0.75)	0.82 (0.63)	-0.94 (0.47)
Cholesterol homeostasis	1.30 (0.17)	-0.4 (0.98)	0.77 (0.69)	0.73 (0.73)
Spermatogenesis	-1.41 (0.10)	-1.48 (0.06)	-1.54 (0.04)*	-1.51 (0.05)
Hedgehog signaling	1.56 (0.04)*	-0.73 (0.72)	1.00 (0.41)	1.10 (0.31)
Bile acid metabolism	1.11 (0.31)	-0.85 (0.57)	-0.79 (0.66)	-1.06 (0.34)
Pancreas beta cells	0.54 (0.93)	-1.57 (0.04)*	-1.38 (0.10)	-0.79 (0.66)
Oxidative phosphorylation	0.69 (0.79)	1.45 (0.07)	1.27 (0.16)	-0.70 (0.76)
KRAS signaling down	-0.81 (0.65)	-1.62 (0.02)	-1.29 (0.15)	-0.62 (0.86)
Protein secretion	0.73 (0.74)	1.38 (0.11)	1.55 (0.03)*	0.77 (0.68)
Adipogenesis	1.05 (0.37)	1.24 (0.19)	1.41 (0.09)	0.67 (0.80)
TGF beta signaling	0.74 (0.73)	1.18 (0.24)	1.41 (0.09)	1.14 (0.28)
Estrogen response late	0.87 (0.58)	-0.86 (0.57)	0.79 (0.67)	1.04 (0.36)
Hypoxia	1.14 (0.29)	0.93 (0.49)	1.42 (0.08)	1.69 (0.01)*
Epithelial mesenchymal transition	1.17 (0.26)	-0.49 (0.95)	0.86 (0.58)	1.40 (0.10)
Peroxisome	1.13 (0.30)	0.77 (0.69)	1.03 (0.37)	0.81 (0.62)
Allograft rejection	0.67 (0.82)	-0.87 (0.55)	-0.87 (0.56)	1.36 (0.12)
IL6 JAK STAT3 signaling	-0.82 (0.63)	0.77 (0.68)	1.29 (0.15)	1.53 (0.04)
Fatty acid metabolism	1.35 (0.14)	0.84 (0.60)	1.19 (0.22)	0.71 (0.75)
Angiogenesis	1.34 (0.14)	0.88 (0.54)	1.31 (0.14)	1.38 (0.11)
MYC targets V2	-0.55 (0.92)	0.88 (0.55)	-0.33 (1.00)	-1.13 (0.28)
MYC targets V1	-0.34 (0.99)	1.08 (0.34)	0.25 (1.00)	-1.14 (0.27)
Unfolded protein response	0.47 (0.97)	1.46 (0.07)	1.02 (0.39)	-0.56 (0.90)
Inflammatory response	-0.72 (0.75)	-0.66 (0.81)	0.94 (0.48)	1.46 (0.07)
Complement	0.91 (0.54)	0.89 (0.53)	1.07 (0.33)	1.16 (0.26)
TNFA signaling via NFkB	-0.56 (0.91)	0.75 (0.71)	1.15 (0.26)	1.50 (0.05)
PI3K AKT MTOR signaling	-0.77 (0.69)	1.17 (0.26)	1.06 (0.34)	-0.71 (0.75)
WNT beta catenin signaling	0.85 (0.60)	-1.01 (0.40)	0.58 (0.91)	-0.66 (0.81)
Myogenesis	-0.67 (0.81)	-1.07 (0.34)	-0.93 (0.48)	1.03 (0.37)
UV response up	-0.81 (0.64)	-0.72 (0.74)	0.86 (0.58)	0.83 (0.60)
E2F targets	-0.37 (0.99)	0.29 (1.00)	-0.55 (0.93)	-1.43 (0.08)
MTORC1 signaling	0.97 (0.47)	1.09 (0.33)	0.85 (0.59)	-0.58 (0.89)
Apical surface	0.72 (0.76)	-1.19 (0.23)	0.88 (0.55)	1.16 (0.25)
Apoptosis	0.94 (0.50)	0.92 (0.50)	1.22 (0.19)	1.49 (0.06)
Apical junction	0.89 (0.55)	-0.99 (0.42)	0.86 (0.58)	0.99 (0.40)
Glycolysis	1.34 (0.14)	1.02 (0.40)	1.35 (0.11)	0.99 (0.41)
Androgen response	0.84 (0.61)	0.83 (0.61)	0.70 (0.78)	0.69 (0.77)
Estrogen response early	-0.91 (0.53)	-1.00 (0.41)	0.72 (0.75)	0.97 (0.43)
IL2 STAT5 signaling	0.91 (0.53)	0.69 (0.77)	1.11 (0.30)	1.35 (0.13)
DNA repair	-0.75 (0.72)	1.31 (0.15)	0.97 (0.45)	-0.87 (0.55)
P53 pathway	-0.81 (0.65)	1.01 (0.40)	1.20 (0.22)	1.27 (0.18)
G2M checkpoint	0.24 (1.00)	0.31 (0.99)	-0.43 (0.98)	-1.32 (0.14)
NOTCH signaling	0.86 (0.60)	0.45 (0.97)	1.16 (0.25)	0.92 (0.48)
KRAS signaling up	1.11 (0.31)	0.67 (0.80)	1.13 (0.28)	1.22 (0.21)
Reactive oxygen species pathway	0.78 (0.68)	0.88 (0.54)	0.80 (0.65)	0.73 (0.73)
Interferon gamma response	-0.56 (0.92)	0.63 (0.83)	1.04 (0.36)	1.44 (0.08)
Mitotic spindle	0.42 (0.98)	1.11 (0.30)	0.92 (0.50)	-0.94 (0.47)
Xenobiotic metabolism	1.36 (0.13)	0.84 (0.59)	0.90 (0.52)	1.03 (0.36)
UV response down	1.11 (0.31)	1.04 (0.37)	1.31 (0.14)	1.10 (0.30)

Table S7. Hallmark pathway normalized enrichment scores (*P*-value) in E 17.5 female placentas after exposure to PFOA or GenX

Hallmark Pathway	1 mg/kg PFOA	5 mg/kg PFOA	2 mg/kg GenX	10 mg/kg GenX
Coagulation	-0.68 (0.86)	-0.85 (0.65)	-1.71 (0.004)*	-0.61 (0.92)
Interferon alpha response	-0.63 (0.91)	1.4 (0.07)	0.82 (0.72)	0.77 (0.74)
Heme metabolism	0.74 (0.79)	1.69 (0.01)*	1.29 (0.15)	1.65 (0.01)*
Cholesterol homeostasis	0.69 (0.84)	0.88 (0.61)	-1.84 (0.007)*	1.47 (0.05)
Spermatogenesis	-0.77 (0.74)	-0.93 (0.54)	0.66 (0.91)	1.24 (0.17)
Hedgehog signaling	-1.08 (0.33)	-1.13 (0.29)	-0.93 (0.55)	-0.86 (0.60)
Bile acid metabolism	1.05 (0.37)	0.85 (0.66)	-1.5 (0.04)*	1.25 (0.16)
Pancreas beta cells	-0.76 (0.75)	-1.12 (0.30)	-0.86 (0.65)	0.46 (0.99)
Oxidative phosphorylation	0.89 (0.58)	1.57 (0.02)*	0.87 (0.64)	1.16 (0.23)
KRAS signaling down	-0.47 (0.99)	-1.15 (0.26)	-0.85 (0.65)	-0.52 (0.98)
Protein secretion	-0.65 (0.89)	1.08 (0.34)	0.51 (0.98)	0.43 (0.99)
Adipogenesis	0.92 (0.53)	1.56 (0.02)*	0.7 (0.87)	1.21 (0.19)
TGF beta signaling	0.91 (0.55)	1.53 (0.03)*	1.19 (0.23)	1.03 (0.37)
Estrogen response late	-0.99 (0.44)	-0.77 (0.79)	-1.13 (0.28)	0.76 (0.75)
Hypoxia	-1.05 (0.36)	0.93 (0.54)	0.97 (0.49)	0.71 (0.82)
Epithelial mesenchymal transition	-1.11 (0.30)	-1.27 (0.15)	-0.84 (0.67)	-1.41 (0.07)
Peroxisome	1.07 (0.34)	1.39 (0.08)	-1.24 (0.18)	1.62 (0.02)*
Allograft rejection	-1.51 (0.04)	-0.99 (0.45)	-0.75 (0.81)	0.78 (0.72)
IL6 JAK STAT3 signaling	-1.13 (0.27)	0.88 (0.60)	0.70 (0.86)	-0.63 (0.91)
Fatty acid metabolism	1.13 (0.28)	1.48 (0.04)*	-1.09 (0.33)	1.54 (0.03)*
Angiogenesis	-0.65 (0.89)	-0.82 (0.70)	0.81 (0.73)	-0.85 (0.62)
MYC targets V2	0.48 (0.98)	1.53 (0.03)*	-0.51 (0.99)	1.02 (0.39)
MYC targets V1	0.64 (0.91)	1.51 (0.04)	1.16 (0.26)	0.97 (0.45)
Unfolded protein response	-1.09 (0.32)	0.99 (0.46)	-0.42 (1.00)	-0.48 (0.99)
Inflammatory response	-1.09 (0.32)	-0.72 (0.84)	-0.95 (0.52)	-0.70 (0.83)
Complement	-0.80 (0.70)	0.70 (0.87)	-1.10 (0.32)	0.97 (0.45)
TNFA signaling via NFkB	-0.82 (0.67)	0.8 (0.74)	0.81 (0.73)	-0.81 (0.68)
PI3K AKT MTOR signaling	-0.69 (0.84)	0.99 (0.45)	0.89 (0.61)	0.95 (0.47)
WNT beta catenin signaling	1.15 (0.25)	0.66 (0.90)	1.11 (0.31)	0.87 (0.59)
Myogenesis	0.87 (0.59)	-0.99 (0.46)	-0.82 (0.71)	-0.70 (0.83)
UV response up	-0.90 (0.56)	1.10 (0.32)	-0.93 (0.54)	1.11 (0.28)
E2F targets	-0.66 (0.88)	0.94 (0.53)	0.58 (0.96)	0.88 (0.58)
MTORC1 signaling	-0.90 (0.56)	1.30 (0.13)	-0.91 (0.57)	0.83 (0.65)
Apical surface	0.59 (0.94)	-0.98 (0.47)	-1.04 (0.40)	-0.93 (0.50)
Apoptosis	0.75 (0.77)	1.04 (0.39)	0.84 (0.68)	0.83 (0.65)
Apical junction	0.75 (0.76)	-0.84 (0.67)	1.23 (0.19)	0.76 (0.75)
Glycolysis	-1.04 (0.38)	0.97 (0.49)	-0.93 (0.55)	0.96 (0.46)
Androgen response	-0.68 (0.85)	1.22 (0.19)	-0.86 (0.64)	0.93 (0.50)
Estrogen response early	0.93 (0.52)	0.86 (0.63)	-1.05 (0.38)	0.99 (0.42)
IL2 STAT5 signaling	0.85 (0.62)	0.97 (0.48)	1.22 (0.20)	0.91 (0.52)
DNA repair	-0.59 (0.94)	1.33 (0.11)	0.71 (0.86)	0.82 (0.67)
P53 pathway	1.02 (0.40)	1.18 (0.24)	1.08 (0.35)	1.13 (0.27)
G2M checkpoint	-0.52 (0.97)	1.02 (0.41)	0.65 (0.92)	0.79 (0.71)
NOTCH signaling	1.18 (0.23)	1.03 (0.41)	1.48 (0.04)*	-0.88 (0.58)
KRAS signaling up	-0.84 (0.63)	-0.94 (0.52)	-0.85 (0.65)	-0.86 (0.61)
Reactive oxygen species pathway	-0.58 (0.95)	1.16 (0.25)	-0.78 (0.77)	0.82 (0.66)
Interferon gamma response	-0.93 (0.52)	1.17 (0.24)	0.67 (0.90)	0.78 (0.73)
Mitotic spindle	0.84 (0.63)	1.20 (0.21)	1.18 (0.24)	0.97 (0.45)
Xenobiotic metabolism	-0.94 (0.50)	0.91 (0.57)	-1.46 (0.05)	1.05 (0.36)
UV response down	1.16 (0.24)	1.23 (0.18)	1.36 (0.10)	0.73 (0.79)

Table S8. Hallmark pathway normalized enrichment scores (*P*-value) in E 17.5 male placentas after exposure to PFOA or GenX

Hallmark Pathway	1 mg/kg PFOA	5 mg/kg PFOA	2 mg/kg GenX	10 mg/kg GenX
Coagulation	-0.88 (0.58)	-1.90 (0.005)*	0.73 (0.76)	-0.77 (0.75)
Interferon alpha response	0.65 (0.90)	1.04 (0.37)	1.65 (0.01)*	1.67 (0.01)*
Heme metabolism	-0.71 (0.82)	0.74 (0.78)	1.04 (0.35)	1.03 (0.38)
Cholesterol homeostasis	-1.44 (0.06)	-1.56 (0.02)*	0.79 (0.68)	1.03 (0.38)
Spermatogenesis	0.72 (0.82)	0.91 (0.53)	-0.92 (0.50)	-1.24 (0.16)
Hedgehog signaling	-0.74 (0.79)	-1.25 (0.17)	-1.13 (0.26)	-1.21 (0.19)
Bile acid metabolism	-1.03 (0.38)	-1.37 (0.09)	-0.72 (0.78)	-0.73 (0.81)
Pancreas beta cells	0.84 (0.63)	-0.82 (0.67)	-0.56 (0.95)	-0.76 (0.77)
Oxidative phosphorylation	-1.07 (0.34)	0.86 (0.61)	1.33 (0.11)	1.46 (0.04)*
KRAS signaling down	0.62 (0.93)	-0.57 (0.95)	-1.28 (0.14)	-1.21 (0.20)
Protein secretion	-1.41 (0.07)	-0.78 (0.73)	0.98 (0.43)	1.38 (0.08)
Adipogenesis	-1.20 (0.22)	-0.68 (0.86)	1.05 (0.35)	0.94 (0.49)
TGF beta signaling	-1.01 (0.40)	-1.03 (0.37)	-0.51 (0.98)	-0.65 (0.90)
Estrogen response late	-1.45 (0.06)	-1.63 (0.01)*	-1.05 (0.34)	-1.15 (0.24)
Hypoxia	-1.19 (0.23)	-1.11 (0.30)	0.63 (0.89)	-1.28 (0.14)
Epithelial mesenchymal transition	-0.88 (0.58)	-1.88 (0.009)*	-1.04 (0.35)	-1.45 (0.05)
Peroxisome	-0.84 (0.64)	-0.98 (0.44)	1.06 (0.34)	1.06 (0.34)
Allograft rejection	-0.88 (0.58)	-1.16 (0.25)	-0.92 (0.50)	-0.91 (0.54)
IL6 JAK STAT3 signaling	-1.18 (0.24)	-1.31 (0.13)	-0.73 (0.77)	0.65 (0.90)
Fatty acid metabolism	-1.19 (0.23)	-0.82 (0.67)	0.97 (0.44)	0.87 (0.60)
Angiogenesis	0.82 (0.67)	-1.57 (0.02)*	0.50 (0.98)	-0.92 (0.53)
MYC targets V2	-0.75 (0.77)	1.29 (0.14)	-0.57 (0.95)	1.08 (0.31)
MYC targets V1	-0.46 (0.99)	1.26 (0.17)	1.16 (0.24)	1.46 (0.04)*
Unfolded protein response	-1.32 (0.12)	-0.58 (0.95)	-0.60 (0.92)	0.60 (0.94)
Inflammatory response	-0.89 (0.56)	-1.26 (0.16)	-0.91 (0.52)	-0.89 (0.57)
Complement	-1.13 (0.28)	-1.29 (0.14)	0.91 (0.53)	0.80 (0.71)
TNFA signaling via NFkB	-1.20 (0.21)	-1.14 (0.27)	-0.95 (0.47)	-1.08 (0.32)
PI3K AKT MTOR signaling	-1.30 (0.13)	0.77 (0.74)	0.64 (0.88)	0.91 (0.54)
WNT beta catenin signaling	-0.98 (0.44)	-0.79 (0.71)	-1.02 (0.38)	-0.83 (0.66)
Myogenesis	-0.92 (0.52)	-1.42 (0.07)	-1.11 (0.28)	-1.26 (0.15)
UV response up	-1.11 (0.29)	0.79 (0.71)	0.78 (0.69)	-0.60 (0.94)
E2F targets	-0.49 (0.98)	1.10 (0.32)	0.69 (0.82)	1.02 (0.39)
MTORC1 signaling	-1.34 (0.11)	-0.78 (0.72)	0.93 (0.49)	1.12 (0.28)
Apical surface	-0.86 (0.62)	-1.22 (0.19)	-1.06 (0.34)	-0.98 (0.44)
Apoptosis	-1.05 (0.36)	-1.25 (0.17)	0.69 (0.81)	-0.68 (0.87)
Apical junction	-0.81 (0.69)	-1.31 (0.13)	0.55 (0.96)	-1.01 (0.40)
Glycolysis	-1.15 (0.26)	-1.00 (0.41)	0.83 (0.62)	0.73 (0.81)
Androgen response	-1.23 (0.19)	-0.82 (0.67)	0.88 (0.56)	1.08 (0.32)
Estrogen response early	-1.04 (0.37)	-1.10 (0.31)	-0.94 (0.47)	-0.94 (0.50)
IL2 STAT5 signaling	-1.04 (0.37)	-1.19 (0.22)	0.69 (0.82)	-0.75 (0.77)
DNA repair	-1.01 (0.41)	0.86 (0.61)	0.73 (0.77)	1.03 (0.37)
P53 pathway	-0.90 (0.55)	-0.90 (0.56)	-0.64 (0.88)	-0.54 (0.97)
G2M checkpoint	-0.52 (0.97)	0.80 (0.70)	0.70 (0.81)	1.16 (0.23)
NOTCH signaling	-0.60 (0.93)	-0.94 (0.49)	-0.62 (0.90)	-0.93 (0.51)
KRAS signaling up	-0.68 (0.86)	-1.49 (0.04)*	-0.72 (0.78)	-0.86 (0.60)
Reactive oxygen species pathway	-1.16 (0.25)	-1.10 (0.31)	1.10 (0.29)	1.16 (0.23)
Interferon gamma response	0.64 (0.91)	0.77 (0.74)	1.38 (0.09)	1.34 (0.10)
Mitotic spindle	-0.67 (0.87)	0.71 (0.82)	0.90 (0.53)	1.05 (0.35)
Xenobiotic metabolism	-1.20 (0.22)	-1.28 (0.14)	1.04 (0.36)	0.95 (0.48)
UV response down	-0.75 (0.77)	-0.93 (0.50)	-0.72 (0.79)	-0.60 (0.94)

Table S9. E 17.5 female placenta morphometry (mean $\pm$ SD)

	Control	1 mg/kg PFOA	5 mg/kg PFOA	2 mg/kg GenX	10 mg/kg GenX
N	5	5	5	6	4
Total Placenta Area (um ²)	1.25E+07 $\pm$ 1.55E+06	1.27E+07 $\pm$ 8.18E+05	1.40E+07 $\pm$ 1.33E+06	1.24E+07 $\pm$ 1.59E+06	1.38E+07 $\pm$ 1.46E+06
Decidua (um ²)	2.07E+06 $\pm$ 2.69E+05	1.83E+06 $\pm$ 3.86E+05	1.88E+06 $\pm$ 3.26E+05	1.88E+06 $\pm$ 5.94E+05	1.55E+06 $\pm$ 2.51E+05
Labyrinth (um ²)	7.83E+06 $\pm$ 1.14E+06	8.33E+06 $\pm$ 4.21E+05	**8.93E+06 $\pm$ 4.87E+05** *	8.19E+06 $\pm$ 6.14E+05	**9.75E+06 $\pm$ 7.24E+05** *
Junctional Zone (um ²)	2.61E+06 $\pm$ 4.57E+05	2.51E+06 $\pm$ 3.66E+05	3.16E+06 $\pm$ 7.17E+05	2.33E+06 $\pm$ 9.27E+05	2.45E+06 $\pm$ 1.15E+06
Decidua (% total area)	16.64 $\pm$ 2.42	14.36 $\pm$ 2.36	**13.42 $\pm$ 1.15** *	14.91 $\pm$ 3.35	**11.27 $\pm$ 1.29** *
Labyrinth (% total area)	62.52 $\pm$ 3.10	65.83 $\pm$ 3.19	64.17 $\pm$ 3.99	66.72 $\pm$ 7.86	**71.36 $\pm$ 7.60** *
Junctional Zone (% total area)	20.84 $\pm$ 2.33	19.81 $\pm$ 2.51	22.42 $\pm$ 3.20	18.36 $\pm$ 5.56	17.37 $\pm$ 7.04
Labyrinth/Junctional Zone Ratio	3.04 $\pm$ 0.48	3.38 $\pm$ 0.56	2.93 $\pm$ 0.57	4.02 $\pm$ 1.60	5.02 $\pm$ 3.09
Decidua/Junctional Zone Ratio	0.81 $\pm$ 0.16	0.74 $\pm$ 0.15	0.60 $\pm$ 0.07	0.84 $\pm$ 0.17	0.76 $\pm$ 0.41
Labyrinth/Decidua Ratio	3.83 $\pm$ 0.62	4.70 $\pm$ 0.91	4.83 $\pm$ 0.69	4.77 $\pm$ 1.63	**6.43 $\pm$ 1.28** *
Average vessel area (um ²)	2.73E+04 $\pm$ 7.75E+03	2.42E+04 $\pm$ 7.26E+03	3.54E+04 $\pm$ 2.80E+04	3.43E+04 $\pm$ 1.57E+04	2.72E+04 $\pm$ 1.33E+04
Average luminal area (um ²)	8.82E+03 $\pm$ 3.55E+03	1.05E+04 $\pm$ 6.90E+03	1.49E+04 $\pm$ 1.20E+04	1.30E+04 $\pm$ 6.70E+03	1.02E+04 $\pm$ 5.13E+03
Average luminal length (um)	448.43 $\pm$ 111.51	469.30 $\pm$ 122.42	485.66 $\pm$ 135.69	500.13 $\pm$ 167.74	476.38 $\pm$ 150.17
Average vessel:luminal area	2.72 $\pm$ 0.59	3.27 $\pm$ 0.54	2.79 $\pm$ 0.64	2.47 $\pm$ 0.36	2.70 $\pm$ 0.93

*P<0.05 by ANOVA

Table S10. E 17.5 male placenta morphometry (mean $\pm$ SD)

	Control	1 mg/kg PFOA	5 mg/kg PFOA	2 mg/kg GenX	10 mg/kg GenX
N	5	4	6	3	5
Total Placenta Area (um ²)	1.17E+07 $\pm$ 2.11E+06	1.28E+07 $\pm$ 1.67E+06	**1.47E+07 $\pm$ 1.75E+06** *	1.40E+07 $\pm$ 3.70E+06	1.41E+07 $\pm$ 6.88E+05
Decidua (um ²)	2.06E+06 $\pm$ 4.50E+05	1.91E+06 $\pm$ 4.05E+05	1.89E+06 $\pm$ 5.18E+05	2.38E+06 $\pm$ 7.99E+05	1.97E+06 $\pm$ 1.43E+05
Labyrinth (um ²)	7.01E+06 $\pm$ 1.25E+06	8.37E+06 $\pm$ 1.18E+06	**9.44E+06 $\pm$ 9.09E+05** *	8.48E+06 $\pm$ 8.36E+05	**8.88E+06 $\pm$ 7.85E+05** *
Junctional Zone (um ²)	2.61E+06 $\pm$ 9.05E+05	2.54E+06 $\pm$ 4.34E+05	3.36E+06 $\pm$ 1.00E+06	3.18E+06 $\pm$ 2.29E+06	3.22E+06 $\pm$ 1.42E+06
Decidua (% total area)	17.61 $\pm$ 1.60	14.81 $\pm$ 2.01	**12.81 $\pm$ 3.17** *	16.81 $\pm$ 3.11	**14.00 $\pm$ 1.00** *
Labyrinth (% total area)	60.21 $\pm$ 4.46	65.29 $\pm$ 3.36	64.52 $\pm$ 4.30	62.30 $\pm$ 11.89	63.45 $\pm$ 8.01
Junctional Zone (% total area)	22.18 $\pm$ 5.65	19.90 $\pm$ 3.14	22.67 $\pm$ 4.76	20.89 $\pm$ 10.12	22.56 $\pm$ 8.55
Labyrinth/Junctional Zone Ratio	2.86 $\pm$ 0.70	3.36 $\pm$ 0.67	2.97 $\pm$ 0.69	3.79 $\pm$ 2.65	3.14 $\pm$ 1.11
Decidua/Junctional Zone Ratio	0.84 $\pm$ 0.22	0.76 $\pm$ 0.15	0.60 $\pm$ 0.27	0.92 $\pm$ 0.35	0.68 $\pm$ 0.21
Labyrinth/Decidua Ratio	3.43 $\pm$ 0.24	4.47 $\pm$ 0.65	**5.27 $\pm$ 1.23** *	3.86 $\pm$ 1.42	4.54 $\pm$ 0.54
Average vessel area (um ²)	4.26E+04 $\pm$ 2.91E+04	3.89E+04 $\pm$ 3.32E+04	3.35E+04 $\pm$ 1.27E+04	2.87E+04 $\pm$ 1.48E+04	2.65E+04 $\pm$ 1.62E+04
Average luminal area (um ²)	1.40E+04 $\pm$ 8.99E+03	1.40E+04 $\pm$ 9.40E+03	1.21E+04 $\pm$ 7.26E+03	8.12E+03 $\pm$ 4.54E+03	1.07E+04 $\pm$ 6.64E+03
Average luminal length (um)	446.85 $\pm$ 129.16	515.88 $\pm$ 148.63	398.09 $\pm$ 112.14	461.25 $\pm$ 121.01	511.58 $\pm$ 182.47
Average vessel:luminal area	2.45 $\pm$ 0.53	3.00 $\pm$ 0.37	**3.69 $\pm$ 0.30** *	3.10 $\pm$ 1.16	2.44 $\pm$ 0.71

*P<0.05 by ANOVA

Table S11. Number of genes significantly correlated with placental and fetal endpoints.

Endpoint category	Placenta region(s)	Endpoint name	E 17.5 Female	E 17.5 Male
Fetal-Placental measures	Whole placenta	Fetal weight	6	5
Fetal-Placental measures	Whole placenta	Placental weight	8	25
Fetal-Placental measures	Whole placenta	Placental:Fetal weight ratio	45	27
Placental histopathology	Junctional zone	Angiectasis, junctional zone	31	31
Placental histopathology	Junctional zone	Coagulative spongiotrophoblast necrosis	109	56
Placental histopathology	Junctional zone	Glycogen cell lacunae, acellular basophilic contents	19	32
Placental histopathology	Junctional zone	Glycogen cell lacunae, minimal acellular contents	24	14
Placental histopathology	Junctional zone	Mineralization	7	8
Placental histopathology	Labyrinth	Atrophy	22	27
Placental histopathology	Labyrinth	Congestion	24	24
Placental histopathology	Labyrinth	Cystic degeneration	8	26
Placental histopathology	Labyrinth	Maternal sinus dilation	15	24
Placental histopathology	Labyrinth	Necrosis	6	3
Placental histopathology	Decidua	Necrosis	10	8
Placental histopathology	Decidua	Spiral artery fibrinoid necrosis	6	18
Placental histopathology	Decidua	Thrombosis	8	7
Placental morphometry	Decidua	Average vessel:luminal area ratio	37	27
Placental morphometry	Decidua	Relative decidua size	17	61
Placental morphometry	Decidua and Junctional Zone	Decidua:Junctional zone relative size ratio	10	104
Placental morphometry	Junctional zone	Junctional zone size (relative)	4	23
Placental morphometry	Labyrinth	Labyrinth size (relative)	9	7
Placental morphometry	Labyrinth and Decidua	Labyrinth:Decidua relative size ratio	18	23
Placental morphometry	Labyrinth and Junctional Zone	Labyrinth:Junctional zone relative size ratio	8	23
**Total**			**451**	**603**

Note: Numerical histopathology severity scores were used to evaluate the correlation between gene expression and phenotype and included the following potential scores: 0 = none, 1 = minimal, 2 = mild, 3 = moderate, 4 = marked, 5 = severe.

How the deposited data were processed for this re-analysis (not part of the article)

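Placental RNA of CD-1 mice was measured on 74 Affymetrix Mouse Clariom D arrays in 15 groups. Dams received vehicle, PFOA at 1 or 5 mg/kg or GenX at 2 or 10 mg/kg by daily gavage from E 1.5. Each dose was sampled in E 11.5 placentas (pools of 3 placentas of a litter, sex not determined), in single E 17.5 female placentas and in single E 17.5 male placentas. Groups held 5 arrays, except male placentas exposed to 1 mg/kg PFOA with 4, and the array of female placentas exposed to 2 mg/kg GenX that the paper removed as an outlier (replicate 2) was left out, which leaves 4 there. Replicates of a group are separate litters. A female and a male E 17.5 placenta can come from the same litter, which the labels do not give, so fits of both sexes treat them as independent. The dams were exposed in 2 experimental blocks, and since no label gives the block of an array, it is not in any fit. Conditions and replicate numbers were taken from the sample labels and the paper, and every array was mapped.

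The authors adjusted probe intensities for background, summarized them with robust multiarray average (RMA) and deposited log2 values for each transcript cluster, and the submitters' notes name RMA and the mm10 build without versions. The authors then averaged values per Entrez gene, looked for outliers by principal components, clustering and correlation plots, and tested genes with Student's t-test and pathways with gene set enrichment analysis of the Hallmark collection. The value table held 72688 rows, of which 6732 control and background rows were left out of the tests and 65956 were transcript clusters. Of these clusters 30638 carried 1 gene symbol, 2176 several and 33142 none here, so that 35318 were not named. Symbols were updated through a RefSeq table of the GRCm38.p6 assembly, by Entrez ID for 22596 clusters and by exact symbol for 7549, and 493 kept the symbol of the platform annotation. Clusters of the same gene were averaged (353 genes had more than 1), which gave 30179 genes. Genes the paper names whose clusters carry no single symbol (*Hmgcs2*, *Mir6382*, *Ear1*, *Ear12*, *C3*, *Gc*, *Gypa*, *Ddx3y*, *Prl6a1* and *2310036O22Rik*) are not named here.

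Array intensities have no read depth. Array medians lay between 5.05 and 5.20 log2 units, negative control rows had a median of 4.60 over arrays (4.33 to 4.92) and positive control rows of 8.62, so values close to the negative controls hold little signal. The number of arrays limits the precision of every group mean. No pair of arrays held identical values.

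Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes). E 11.5, E 17.5 female and E 17.5 male placentas were fitted separately, each with its 5 groups in a single fit with no covariate, and each exposure was compared with its own vehicle control, which makes 12 comparisons. The prior degrees of freedom of the spread were 3.14, 3.66 and 3.94. Significant DEGs were counted at the paper's thresholds, an absolute fold change of at least 2 with an unadjusted p of 0.005 or less and of at least 1.5 with an unadjusted p of 0.05 or less, and at a Benjamini-Hochberg adjusted p below 0.05. GenX was compared with PFOA at the lower and at the higher dose (2 with 1 mg/kg and 10 with 5 mg/kg, which differ in mg/kg). Differences of exposure effects between sexes were tested in a fit of all E 17.5 groups and between time points in a fit of all groups, as interaction terms. Vehicle controls alone (15 arrays) were used to compare E 17.5 with E 11.5 and females with males. The spread of that fit includes E 11.5 controls of either sex, which widens the error of sex-linked genes. Gene groups came from 35 lists, written by hand or copied from Reactome before the data were examined, since the members of the Hallmark collection were not used here, and they were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. Adjusted p-values of lists cover all lists and exposures of a time point and sex.

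Named genes follow a rule set before the data were examined, when the paper's own tables had already been read. They are, per comparison, up to 10 genes past 1.5-fold with the largest absolute log2 change and up to 10 with an adjusted p below 0.05; every gene the paper names in its results, qPCR tables or pathway figure; every measured prolactin family member; the 2 to 4 members with the largest change of each list described; the 10 largest rises and falls between control groups; up to 10 genes of each difference between compounds, sexes or time points; and *Xist* and 4 Y-linked genes as a check of labels. Named genes carry a 2-sided exact permutation test over arrays. The similarity of exposures that share controls was read against 100 simulations of unchanged groups, in which the values of the controls too were drawn from the residuals of the arrays, a change from the plan, which had kept the measured controls. Array changes were set beside the qPCR values of Table S5 for the genes named here. Principal components were computed on all genes, centred and not scaled.

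The scripts were tested on simulated data before use. Arrays were drawn in the design of the male groups with the measured gene means and spreads, and 200 of 30179 genes were changed at 5 mg/kg PFOA against control (5 arrays each). There limma called at 1.5-fold 28 of 67 genes changed 1.5-fold, all 67 changed 2-fold and all 66 changed 4-fold, and at 2-fold it called 0, 26 and 66. At an adjusted p below 0.05 it called 60, 66 and 66 of them, with 11 unchanged genes. With no gene changed, 26 genes still passed 1.5-fold with an unadjusted p of 0.05 or less, and 0 passed the adjusted threshold. Camera called the shifted list and 0 of 34 unshifted lists. Genes were drawn independently of each other there, so this does not show how often camera calls lists whose genes vary together.

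Alternatives set before the data were examined were the methods' t-test, genes above the median of the mean levels, the brightest transcript cluster of a gene, quantile normalization, the compared groups fitted alone, the replicate number as a block, each array left out in turn, the named outlier included, an estimated correlation or fry for the lists, and split controls for the similarity. Those added after the data had been seen left out arrays whose sex, stage or yolk sac genes stood apart, added *Eif2s3y* as a covariate at E 11.5, tested all transcript clusters, and compared all exposures with control and all females with all males at E 17.5. Other splits of the samples were drawn 100 times, the real one included. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Coordinates are those of GRCm38.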

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

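The tests behind the 3 patterns weighed below were all chosen after the values had been seen.

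Of 186 gene and group pairs given in the text, 13 held an array far from the others of its group, where chance at 1 in 20 gives 9. In each the gap to the nearest array exceeded 0.71 of the group's range, with a higher limit in groups of 4. At E 11.5, the eosinophil-associated pseudogenes *Ear-ps9* and *Ear-ps2* were highest in control replicate 1, at 7.52 and 7.36 on the log2 scale against means of 5.20 and 5.09 in the other 4 controls (gaps of 0.848 and 0.803 of the range). The secretoglobin gene *Scgb1a1* and the kininogen gene *Kng2* were lowest in control replicate 5, at 6.08 and 5.07 against 8.46 and 7.49 (gaps of 0.818 and 0.714). *Tac2* was lowest in 1 mg/kg PFOA replicate 4, at 6.16 against 7.09 in the others of its group (gap of 0.747). In female E 17.5 controls, *Cwc22*, *Gm13691* and *Gm13695* were highest in replicate 1, at 8.71, 8.86 and 9.34 against 7.70, 7.71 and 8.08 (gaps of 0.853, 0.804 and 0.787). Among males exposed to 1 mg/kg PFOA, *Gm8893* was highest in replicate 2, at 7.33 against 6.42 (gap of 0.841), and *Icosl*, an inducible costimulator ligand, in replicate 3, at 7.20 against 6.55 (gap of 0.986). *Icosl* was also lowest in male control replicate 2, at 6.58 against 7.70 (gap of 0.739). *Tfpi2*, an inhibitor of serine proteases, was lowest in male control replicate 5, at 9.57 against 10.7 (gap of 0.745), and *Prl3c1* in male 10 mg/kg GenX replicate 4, at 5.67 against 6.78 (gap of 0.780).

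Yolk sac endoderm genes, called higher in 2 of the 4 exposed E 11.5 groups, varied together between samples of the same group. The 33 markers other than *Afp* had a median Pearson r of 0.87 with *Afp* over the 25 samples (as deviations from group means), 30 of them above 0.5 and 1 below 0. The highest median of 10000 random lists matched on level was 0.0961. Control replicate 5 and 2 mg/kg GenX replicate 5 had *Afp* at 7.95 and 7.04, against 10.85 to 12.81 in the other samples. Much of this r may rest on these 2, and r without them was not computed. Yolk sac tissue carried over in amounts that vary between samples is a candidate explanation. Of the 34 markers 16 also stand in another list, so other tissues that make plasma proteins are not excluded, and the most abundant spanned *Afp* 7.04 to 12.8, *Trf* 8.66 to 12.2, *Apob* 5.34 to 11.6 log2 units. A single control sample low in yolk sac genes stays open as well, since without control replicate 5 and 2 mg/kg GenX replicate 5 the median change went down at 1 and 5 mg/kg PFOA and 10 mg/kg GenX, below 0.5 of its value for 2 of 4 exposures (0.60 to 0.23 at 1 mg/kg PFOA and 0.14 to −0.16 at 10 mg/kg GenX), while the other 2 began below 0, where that rule decides nothing. Induction by exposure cannot be told apart from either, as exposures were compared with so few controls, and the smallest adjusted p with an estimated correlation was 0.451.

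*Cwc22* and the related genes *Gm13691* and *Gm13693* to *Gm13698* were higher together in female placentas exposed to 2 mg/kg GenX. Probes shared by near-identical transcripts are a candidate explanation for their common change, with a lowest r of 1 between *Gm13693* to *Gm13698* and an r of 0.997 between *Cwc22* and *Gm13693*. An inherited difference between outbred mice may add to the change itself: *Cwc22* spanned 1.57 log2 units over the 10 controls of both sexes, and its within-group SD of 0.831 lay at percentile 99.3 among 1000 genes of like level. Induction by 2 mg/kg GenX cannot be told apart from it, since all 4 exposed females (9.03 and above) lay above the highest E 17.5 control (8.79), while an E 11.5 control reached 9.36 and placentas of other exposures also passed 9.03, and the change in males at the same dose was 0.58 (SE 0.537), the larger of that and the change in females at 10 mg/kg GenX, with a z of 1.41 for the difference from males and 2.08 for that from females at 10 mg/kg GenX. Genotypes of the dams were not analysed here.

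Sex and stage genes of 3 arrays and of the E 11.5 pools went against their labels, and no biological explanation was tested. That female control replicate 4 comes from a male placenta is a candidate explanation, since all 4 genes read (*Xist* 7.19, *Uty* 4.72, *Kdm5d* 5.21 and *Eif2s3y* 5.34) lay inside the range of male placentas and outside that of the other females. The female 2 mg/kg GenX replicate 2, which the paper left out, may come from an E 11.5 placenta, as its median position between E 11.5 (0) and E 17.5 (1) over 200 genes was −0.0146, where other E 17.5 arrays began at 0.958 and E 11.5 arrays ended at 0.0890. Male 10 mg/kg GenX replicate 3 may hold a share of E 11.5 tissue, since 100% of 15 genes high at E 11.5 gave a share above 0, with a median of 14.4% (quartiles 9.39 to 15.3) against at most 2.58% in other E 17.5 arrays. The counts argue against E 11.5 pools of 3 placentas of both sexes, which leave 12.5% of arrays without Y-linked signal. Of 25 arrays 15 had none (60%, exact 95% interval 38.7 to 78.9, two-sided exact binomial p = 2.68e-08). These were 5 of 5 at 10 mg/kg GenX, 3 of 5 in controls and at 2 mg/kg GenX, and 2 of 5 at each dose of PFOA. Sex content is therefore partly confounded with exposure at E 11.5. Single placentas are not shown either, since 7 of the 10 arrays with Y-linked signal had *Xist* above every E 17.5 male (8.77 to 9.80 against at most 8.40). Maternal tissue in these samples, not tested here, would also give such *Xist* levels.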

How the results depend on the processing

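Leaving out the doubted arrays, *Eif2s3y* as a covariate, all transcript clusters, and the comparisons of all exposures and of all females with all males were chosen after the data had been seen. *Ear-ps2* and *Ear-ps9* at E 17.5, *Tac2* at E 11.5 and *Cwc22* in females exposed to 2 mg/kg GenX kept their direction under every setting. In 2 cases a named gene changed sign where it passed the 1.5-fold threshold before or after: *Apoa2* at E 11.5 with 5 mg/kg PFOA went from 0.089 to −0.81 and passed with the doubted arrays left out, and *Hbb-y* in females exposed to 2 mg/kg GenX, which had passed, went from −0.60 to 0.60 with the named outlier included. Over named genes and comparisons, the methods' t-test kept 314 on their side of the 1.5-fold threshold, put 34 short of it and 3 past it, and the compared groups alone kept 328, put 16 short and 7 past. Quantile normalization kept 346 (4 short, 1 past), genes above the median mean level 282 (2 short), the doubted arrays left out 328 (18 short, 4 past), all transcript clusters 350 (1 past) and the brightest transcript cluster all 351. Genes dimmer than the negative control rows (median 4.60, arrays 5.05 to 5.20) hold little signal, and the causes of the changes below were not tested, except that all transcript clusters test more features and genes above the median level are fewer.

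With the doubted arrays left out, 1.5-fold calls were 43 (against 20) at 5 mg/kg PFOA and 7 (against 19) at 10 mg/kg GenX in E 11.5 placentas, and 12 (against 7) and 39 (against 18) in females at 5 mg/kg PFOA and 2 mg/kg GenX. Calls at 2-fold were 2 (against 1) at E 11.5 and 7 (against 12) in females, and lists called at E 11.5 were 28 (against 67). With an estimated correlation 0 lists were called at E 11.5 (67 with the preset correlation), 0 in females (47), 0 in males (45) and 2 between time points (16), and fry called 0, 0 and 0 in the first 3 of these.

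All transcript clusters, named or not, gave at 1 and 5 mg/kg PFOA and 2 and 10 mg/kg GenX 1.5-fold counts of 82 (against 22), 60 (against 20), 15 (against 6) and 34 (against 19) at E 11.5, counts of 17 (against 3), 21 (against 7), 130 (against 18) and 27 (against 7) in females, and counts of 12 (against 5), 32 (against 17), 26 (against 13) and 9 (against 5) in males. At 2-fold they gave 4 (against 1), 20 (against 12) and 11 (against 5).

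The methods' t-test called 4 (against 19) genes at E 11.5 with 10 mg/kg GenX, 4 (against 7) in females with 10 mg/kg GenX and 7 (against 13) in males with 2 mg/kg GenX, and at an adjusted p below 0.05 it called 1 gene in males against control and 1 between GenX and PFOA in males (0 each by limma). With the 2 groups fitted alone the count was 14 (against 6) at E 11.5 with 2 mg/kg GenX, 9 (against 5) in males with 1 mg/kg PFOA and 8 (against 5) with 10 mg/kg GenX. Among genes above the median mean level it was 1 (against 3), 4 (against 7) and 3 (against 7) in females at 1 and 5 mg/kg PFOA and 10 mg/kg GenX, 1 (against 5), 8 (against 13) and 3 (against 5) in males at 1 mg/kg PFOA and 2 and 10 mg/kg GenX, and 0 at 2-fold in males (against 5), where the Ear pseudogenes lie below that median. With the named outlier included, females at 2 mg/kg GenX had 28 (against 18) genes at 1.5-fold, all females 4 (against 12) at 2-fold, and the correlation of array with qPCR changes was 0.843 (against 0.882). Quantile normalization gave 7 (against 12) genes at 2-fold in females, and 2 higher and 5 lower genes (against 3 and 4) in females at 5 mg/kg PFOA. *Eif2s3y* as a covariate gave 3 (against 1) at 2-fold at E 11.5. Over named genes and E 11.5 comparisons it kept 120 on their side of the 1.5-fold threshold, and put 7 short of it and 1 past it.

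With the controls split so that the 2 comparisons share none, the correlation of fold changes between the doses of PFOA, the doses of GenX, the lower doses and the higher doses was −0.177, −0.0165, −0.153 and −0.0753 at E 11.5, −0.133, −0.212, −0.219 and −0.108 in females and −0.172, −0.0562, −0.165 and −0.204 in males, where shared controls gave 0.257 to 0.620.

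Whether replicate numbers pair the samples stays open. Same-numbered arrays of different groups deviated together (r over 0.1) in 17 of 50 pairs at E 11.5, 18 of 46 in females and 25 of 46 in males. Their median r was 0.018, 0.019 and 0.11, against −0.013, −0.019 and −0.047 for arrays of other numbers. Among 5 numbers, 3 of 25, 12 of 24 and 11 of 24 arrays had their highest mean r with arrays of their own. A pairing at E 17.5 is therefore not excluded. With the number as a replicate block, males at 1 mg/kg PFOA had 11 genes at 1.5-fold (against 5), all exposures against control at E 17.5 gave 3 genes (2) and females against males 65 (47), and no other count moved by more than 1.5 times.

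Leave-one-out fits over the arrays of the compared groups, named beside each count in the text, gave 1.5-fold counts at 1 and 5 mg/kg PFOA and 2 and 10 mg/kg GenX of 16 to 60, 12 to 35, 5 to 21 and 7 to 37 at E 11.5, 3 to 13, 6 to 14, 15 to 64 and 5 to 11 in females and 6 to 11, 10 to 25, 10 to 34 and 5 to 13 in males. Over all arrays of a fit the lowest counts were 4 at E 11.5 with 2 mg/kg GenX and 5 in males with 1 mg/kg PFOA. Counts at 2-fold ran over 0 to 4, 4 to 14 and 3 to 6, distinct genes over 90 to 143 (99 with all arrays), genes between the control time points over 7598 to 8395 (8464), and called lists over 34 to 75 at E 11.5 (34 without control replicate 5), 33 to 54 in females, 38 to 53 in males and 15 to 16 between time points. Adjusted calls stayed at 0 in each of the 12 comparisons, between control sexes and between sexes in their response. GenX against PFOA in males was 0 to 1, with 1 gene without 10 mg/kg GenX replicate 2. The difference between time points was 0 to 3, with 1 gene without E 11.5 10 mg/kg GenX replicate 2, 2 without 10 mg/kg GenX replicate 3 or 2 mg/kg GenX replicate 3, and 3 without 5 mg/kg PFOA replicate 2 or control replicate 1. All exposures against control at E 17.5 gave 2 to 3 genes. Females against males gave 31 to 160 (47), with 160 without female control replicate 1, 147 and 31 without female 2 mg/kg GenX replicate 3 or 5, 73 without female 1 mg/kg PFOA replicate 2 or male 2 mg/kg GenX replicate 3, and 122 without male 10 mg/kg GenX replicate 3.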

Differences from the paper's values

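Counts are set beside the paper's at its own thresholds, with limma here and Student's t-test in the paper. At 2-fold, the paper counts 2 DEGs at E 11.5 and 1 was found here. None of the 6 alternatives set before the data were examined came within 1.5 times of the paper's count, while 10 of 25 fits without a single array did, 8 of them with exactly 2 genes. Leaving out the doubted arrays also gave 2, a setting chosen after the values had been seen, and neither gene the paper calls at E 11.5 is named here, so it calls 0 of them. For 2 mg/kg GenX the paper counts 1 gene (*Mir6382*) where 0 were found, as under each of the 6 alternatives and without each array in turn, but 2 transcript clusters without a single symbol passed 2-fold there, so the 0 follows from the naming rule and does not show that none passed. For 10 mg/kg GenX the paper names *Hmgcs2*, and *Tac2*, with a log2 change of 1.06, was the gene found here.

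In E 17.5 females exposed to 5 mg/kg PFOA the paper counts 4 genes and 2 were found, *Ear-ps2* and *Ear-ps9*, with none of 7 alternatives within 1.5 times of 4 and 1 to 2 without single arrays; the paper also lists *Ear1* and *Ear12* for PFOA-exposed females, which are not named here. Another 2 transcript clusters without a single symbol passed 2-fold, which together make 4. In males exposed to 1 mg/kg PFOA the paper counts 1 gene (*Ear-ps2*) and 2 were found, and the methods' t-test gave 1, as did the fit without control replicate 4, while the other 5 alternatives did not; 2 clusters without a single symbol passed as well. In males exposed to 5 mg/kg PFOA the paper counts 5 and 2 were found. The 2 groups fitted alone gave 4, within 1.5 times of the paper's count, the other 5 alternatives did not come so close, and single arrays left out gave 2 to 3. With the 3 transcript clusters without a single symbol that passed 2-fold the count is 5. Counting such clusters was chosen after the data had been seen, and which genes they read was not examined. In other groups it went past the paper's counts. Such clusters numbered 4 in females at 10 mg/kg GenX and 1 at E 11.5 with 5 mg/kg PFOA, where the paper counts 0. In females at 1 mg/kg PFOA 2 passed beside 2 genes (3 in the paper), and in males at 2 mg/kg GenX 2 passed beside 1 gene (1 in the paper). *Apoa2*, which the paper calls in males exposed to 5 mg/kg PFOA, had a log2 change of −1.24 in that group. It passed 2-fold there with the methods' t-test and with the 2 groups fitted alone.

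At 1.5-fold, the paper's supplement counts 36 genes at E 11.5 with 5 mg/kg PFOA and 20 were found. None of the 6 alternatives set before the data were examined came within 1.5 times, and 6 of 25 fits without a single array did (range 12 to 35). Leaving out the doubted arrays gave 43, a setting chosen after the values had been seen; how many of the paper's genes it drops was not counted. With 10 mg/kg GenX the paper counts 5 and 19 were found. The methods' t-test gave 4, the other 5 alternatives stayed apart from the paper's count, and without control replicate 5 the count was 7; leaving out the doubted arrays, chosen after the values had been seen, also gave 7. The paper's other totals per exposure at 1.5-fold lay within 1.5 times of those here, as did the 96 distinct genes in the paper and 99 here, while some counts split by direction lay further apart, such as 3 higher genes in the paper and 9 here in males exposed to 2 mg/kg GenX. All 76 array fold changes printed in Figure S3 for genes named here match those here within 0.06.

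The paper states a complete match of direction between array and qPCR at E 17.5, beside thresholds for significant change. All 6 pairs past 1.5-fold and p of 0.05 by qPCR had the same sign here. Without a threshold, 41 of 48 pairs of a gene and an exposure at E 17.5 had the same sign, and 68 of 76 over both time points, with a Pearson r of 0.882 across pairs, which are not independent. The paper's figure of significant genes includes *Gm8893* in males exposed to 5 mg/kg PFOA, which changed by −0.74 here without passing. It passed with the 2 groups fitted alone, with the methods' t-test, and without 5 mg/kg PFOA replicate 4 or control replicate 5. *Fam189a2*, *Met* and *Gm13316* are described as significant in the paper and stayed under 1.5-fold at E 17.5 under every setting run, with log2 changes of −0.32 for *Fam189a2*, 0.27 and 0.29 for *Met* and at most 0.18 for *Gm13316*; at E 11.5 *Fam189a2* reached 0.82 in fits without a single array.

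The paper tested Hallmark pathways and other lists were tested here, so the following compares patterns only. The paper states that E 11.5 placentas had fewer enriched pathways than E 17.5 placentas. Here 67 pairs of a list and an exposure were called at E 11.5 by camera, against 47 in females and 45 in males, and 0 of each were called with an estimated correlation. Without E 11.5 control replicate 5 the 67 became 34, below both, so this difference from the paper hangs on a single array. It states that males exposed to 1 mg/kg PFOA had no enriched pathway, where 6 lists were called here. It names females exposed to 5 mg/kg PFOA as the group with the most, where E 11.5 placentas exposed to 10 mg/kg GenX had 22 lists here and those females 15, the most of the E 17.5 groups. It states that males and females exposed to 5 mg/kg PFOA shared none, where 5 lists were called in the same direction in both, 4 lower and 1 higher.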

Other observations

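The comparison of all exposures with control, the comparison of all females with all males and the test on eosinophil markers were chosen after the data had been seen; the counts over other splits of the samples were set out before they were run.

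Ear pseudogene transcripts were lower at E 17.5 after both compounds and in both sexes. With the 4 exposures taken together, 2 of 30179 genes differed from vehicle controls at an adjusted p below 0.05, both lower: *Ear-ps2* by −0.96 (SE 0.139, adjusted p = 0.000645 from limma) and *Ear-ps9* by −0.92 (SE 0.147, adjusted p = 0.00246). The change of *Ear-ps2* was −0.89 (SE 0.187) in females and −1.03 (SE 0.191) in males, but within either sex alone 0 genes passed (adjusted p = 0.999 and 0.518 for *Ear-ps2*). Litters that gave both a female and a male placenta are not labelled, so both placentas of a litter count as independent here. For *Ear-ps2*, every placenta exposed to PFOA lay below every control of its sex, as did 3 of 4 females and 5 of 5 males at 2 mg/kg GenX and 4 of 5 of each sex at 10 mg/kg GenX. Without each array in turn the adjusted p stayed between 0.000106 and 0.00551 for *Ear-ps2* and between 0.000270 and 0.0186 for *Ear-ps9*. *Ear10*, a coding gene of the family with a level near the negative control rows, had −0.26 (SE 0.0503, adjusted p = 0.0869, 0.0195 to 0.491 without single arrays), and *Ear6* −0.096 (SE 0.0413). Of the lists, the eosinophil markers were lower (median −0.029, camera adjusted p = 6.13e-07, adjusted p = 0.190 with an estimated correlation), interferon-stimulated genes higher (median 0.052, adjusted p = 6.13e-07, 0.467 with an estimated correlation) and collagen formation genes lower (median −0.035, adjusted p = 0.00301, 0.650 with an estimated correlation). The separate list of 23 interferon alpha/beta signaling genes was not called (median −0.012, camera adjusted p = 0.938). Fewer eosinophils in exposed placentas is a candidate explanation that stays open. The 8 eosinophil markers outside the Ear family had a median change of −0.0126 (−0.034 to 0.027), but their mean levels of 2.90 to 5.72 centre on 4.71, close to the negative control rows at 4.56, so a loss of these cells cannot be told apart from none. Whether the pseudogene probes read transcripts of the coding Ear genes was not tested.

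The genes with the smallest p-values between female and male E 17.5 placentas lay on the X and Y chromosomes. Over 23 female arrays (without the library labelled female control replicate 4) and 24 male arrays, with exposure in the model, 32 genes were higher and 15 lower in females at an adjusted p below 0.05 from limma. On the X chromosome 20 were higher and 0 lower, and on the Y chromosome 0 were higher and 6 lower. In the same limma fit 4675 of 30179 genes had an unadjusted p below 0.05, where chance alone gives 1509. Smaller differences in genes of other chromosomes are therefore not excluded. *Xist* differed by 2.84 (SE 0.0832), with 23 of 23 females above every male. The array left out would have broken this separation, as its *Xist* and Y-linked levels lay in the male range. Genes known to escape X inactivation followed, with *Kdm5c* 0.38 (SE 0.0281, 22 of 23 females above every male), *Eif2s3x* 0.41 (SE 0.0421) and *Kdm6a* 0.30 (SE 0.0533), and *Ogt*, which encodes an enzyme that adds sugars to nuclear and cytosolic proteins, had 0.50 (SE 0.0590). *S100g*, a calcium-binding protein encoded on the X chromosome, had 0.42 (SE 0.0709). Of 21 further genes, on other chromosomes or without one given here, 12 were higher in females, among them *Rassf6*, of the Ras association family (0.39, SE 0.0780, adjusted p = 0.0111, 13 of 23 females above every male), and *Zdbf2*, an imprinted gene (0.17, SE 0.0315, adjusted p = 0.00240). Some of the 21 are not excluded from reading sex chromosome sequence: *Gm20920*, with no chromosome given, has the same values as the Y-linked *Gm20908* (2.95 in females and 3.05 in males), and *Vamp7-ps* is a pseudogene of the X-linked *Vamp7*. The number called ran from 31 to 160 without single arrays, with 31 without female 2 mg/kg GenX replicate 5 and 160 without female control replicate 1, so membership of its tail is uncertain. In the controls alone 0 genes differed by limma, 0 by the methods' t-test and 427 at an unadjusted p below 0.05.

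For each count of genes or lists, 100 splits of the same samples into groups of the same sizes, the real one included, were fitted, and each number below is how many splits reached the real count, followed by that count and the highest of the other splits. At E 11.5 the 1.5-fold counts at 1 and 5 mg/kg PFOA and 2 and 10 mg/kg GenX were reached by 59 of 100 (22, highest other 315), 58 of 100 (20, highest other 286), 77 of 100 (6, highest other 211) and 56 of 100 (19, highest other 328). At 2-fold it was 83 of 100 (1, highest other 260), at an adjusted p 100 of 100 (0, highest other 3104), for GenX against PFOA 100 of 100 (0, highest other 15) and for called lists 9 of 100 (67, highest other 88). In females the same counts were reached by splits in 97 of 100 (3, highest other 270), 67 of 100 (7, highest other 175), 42 of 100 (18, highest other 324) and 76 of 100 (7, highest other 232). Here 2-fold gave 15 of 100 (12, highest other 105), at an adjusted p 100 of 100 (0, highest other 5024), for GenX against PFOA 100 of 100 (0, highest other 323) and for called lists 19 of 100 (47, highest other 68). In males they were reached in 94 of 100 (5, highest other 106), 26 of 100 (17, highest other 191), 52 of 100 (13, highest other 325) and 80 of 100 (5, highest other 116). For males 2-fold gave 22 of 100 (5, highest other 36), at an adjusted p 100 of 100 (0, highest other 2300), for GenX against PFOA 100 of 100 (0, highest other 879) and for called lists 43 of 100 (45, highest other 72). For distinct genes past 1.5-fold it was 97 of 100 (99, highest other 793), for females against males among controls 100 of 100 (0, highest other 480), for differences between sexes in exposure effects 100 of 100 (0, highest other 1213), for differences between time points 100 of 100 (0, highest other 3449) and for lists between control time points 35 of 100 (16, highest other 23). Chance is not excluded for any of these counts. It is excluded for genes between control time points, with 1 of 100 (8464, highest other 3625). It is also excluded for all females against all males, with 1 of 100 (47, highest other 2), where the library labelled female control replicate 4 was left out for its sex genes. For all exposures against control at E 17.5 it was 1 of 100 (2, highest other 1), but that comparison was chosen after the 2 Ear pseudogenes had been seen lower in single comparisons, and similar sequences can share probe signal, so chance stays open. Splits that called far more genes than the real one (up to 5024 against 0) point to a structure of the samples that the exposure groups do not follow.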
